# Critical role of WNK1 in MYC-dependent early mouse thymocyte development

**DOI:** 10.7554/eLife.56934

**Published:** 2020-10-14

**Authors:** Robert Köchl, Lesley Vanes, Miriam Llorian Sopena, Probir Chakravarty, Harald Hartweger, Kathryn Fountain, Andrea White, Jennifer Cowan, Graham Anderson, Victor LJ Tybulewicz

**Keywords:** thymocytes, signal transduction, WNK1, pre-TCR, CXCR4, MYC, Mouse

## Abstract

WNK1, a kinase that controls kidney salt homeostasis, also regulates adhesion and migration in CD4^+^ T cells. *Wnk1* is highly expressed in thymocytes, and since migration is important for thymocyte maturation, we investigated a role for WNK1 in mouse thymocyte development. We find that WNK1 is required for the transition of double negative (DN) thymocytes through the β-selection checkpoint and subsequent proliferation and differentiation into double positive (DP) thymocytes. Furthermore, we show that WNK1 negatively regulates LFA1-mediated adhesion and positively regulates CXCL12-induced migration in DN thymocytes. Despite this, migration defects of WNK1-deficient thymocytes do not account for the developmental arrest. Instead, we show that in DN thymocytes WNK1 transduces pre-TCR signals via OXSR1 and STK39 kinases, and the SLC12A2 ion co-transporter that are required for post-transcriptional upregulation of MYC and subsequent proliferation and differentiation into DP thymocytes. Thus, a pathway regulating ion homeostasis is a critical regulator of thymocyte development.

## Introduction

With No Lysine kinase 1 (WNK1) is a member of a family of four mammalian serine/threonine-specific protein kinases that are broadly conserved across evolution and are found in all multicellular organisms (Veríssimo and Jordan, 2001). Mutations in *WNK1* and *WNK4* result in familial hypertension due to altered salt reabsorption in the kidney, because they regulate ion transport in kidney epithelial cells (Wilson et al., 2001). WNK kinases phosphorylate and activate the related OXSR1 and STK39 kinases, which in turn phosphorylate and activate the Na^+^K^+^Cl^-^ co-transporters SLC12A1 and SLC12A2 and the Na^+^Cl^-^ co-transporter SLC12A3 (Rafiqi et al., 2010; Thastrup et al., 2012), allowing Na^+^, K^+^, and Cl^-^ ions to enter the cell. Furthermore, they phosphorylate and inhibit the K^+^Cl^-^ co-transporters SLC12A4, SLC12A5, SLC12A6, SLC12A7 (Mercado et al., 2016), blocking K^+^ and Cl^-^ from leaving the cell. Thus, the net effect of WNK kinase signaling is to promote movement of Na^+^, K^+^, and Cl^-^ ions into the cell. Beyond its role in ion homeostasis, WNK1 has been proposed to regulate vesicular trafficking, proliferation and cell volume (de Los Heros et al., 2018; McCormick and Ellison, 2011).

Unexpectedly, we recently showed that signaling from both the T-cell antigen receptor (TCR) and from the CCR7 chemokine receptor in CD4^+^ T cells lead to activation of WNK1 (Köchl et al., 2016). Furthermore, we found that WNK1 is a negative regulator of TCR- or CCR7-induced adhesion to ICAM1 mediated by LFA1. Conversely, WNK1 is a positive regulator of chemokine-induced migration through OXSR1, STK39, and SLC12A2. As a result, WNK1-deficient T cells home less efficiently to lymphoid organs and migrate more slowly through them. Thus, a pathway that regulates salt homeostasis in the kidney, also controls T-cell adhesion and migration.

*Wnk1* expression levels are particularly high in the thymus (Shekarabi et al., 2013), where αβ and γδ T cells develop. Generation of αβ T cells occurs through a series of well-defined developmental subsets. The most immature double negative (DN) thymocytes, expressing neither CD4 nor CD8, can be subdivided into DN1 (CD25^-^CD44^+^CD117^+^, early thymic progenitors, ETP), DN2 (CD25^+^CD44^+^CD117^+^), DN3 (CD25^+^CD44^-^CD117^-^) and DN4 (CD25^-^CD44^-^CD117^-^) subsets (Bhandoola et al., 2007; Godfrey et al., 1993; Yui et al., 2010). Subsequently, the cells upregulate CD8 and then CD4, becoming CD4^-^CD8^+^immature single positive (ISP) cells and then CD4^+^CD8^+^double positive (DP) thymocytes. Finally, they lose expression of either CD4 or CD8 to become CD4^+^ or CD8^+^ single positive (4SP or 8SP) cells and emigrate from the thymus as CD4^+^ or CD8^+^ T cells.

To generate T cells that have successfully rearranged both TCRα and TCRβ genes and express an αβTCR that is both restricted by self-MHC and self-tolerant, thymocytes need to pass three checkpoints (Carpenter and Bosselut, 2010). Thymic progenitors migrate from the bone marrow via the blood, entering the thymus at the cortico-medullary junction as DN1 cells (ETP). DN2 and DN3 thymocytes begin to re-arrange TCRβ genes and migrate to the sub-capsular zone of the cortex. If rearrangement is successful, TCRβ protein binds to pre-Tα and together with CD3γ, CD3δ, CD3ε and CD3ζ forms the pre-TCR (Yamasaki and Saito, 2007). Signals from the pre-TCR within DN3 cells result in an increase in cell size and expression of CD27 andCD28, changes which can be used to distinguish DN3a and DN3b cells before and after pre-TCR signaling respectively (Hoffman et al., 1996; Taghon et al., 2006; Teague et al., 2010; Williams et al., 2005). Pre-TCR signals are required for the survival and proliferative expansion of DN3b and DN4 thymocytes, and subsequent differentiation into ISP and DP cells, a checkpoint termed β-selection (Kreslavsky et al., 2012; Mingueneau et al., 2013). Progression through this checkpoint is also supported by signals from CXCR4 and NOTCH1 (Janas et al., 2010; Maillard et al., 2006; Trampont et al., 2010).

Subsequently, DP thymocytes, now in the cortex, rearrange TCRα genes. If they successfully make an αβTCR that can bind weakly to self-peptide-MHC complexes, the cells undergo positive selection into 4SP and 8SP cells and migrate into the medulla (Klein et al., 2014). Alternatively, if the αβTCR binds strongly to self-peptide-MHC, auto-reactive T cells are eliminated by negative selection.

In view of the important role of migration during thymocyte development, the high expression of *Wnk1* in the thymus, and our previous work showing that WNK1 regulates adhesion and migration of CD4^+^ T cells, we investigated a potential role for WNK1 during thymocyte development. We find that WNK1 is required for DN thymocytes to progress past the β-selection checkpoint. We show that in DN thymocytes, WNK1 is a negative regulator of LFA1-mediated adhesion and a positive regulator of chemokine-induced migration. However, changes in migration are unlikely to cause the developmental arrest in WNK1-deficient thymocytes. Instead, WNK1, acting through OXSR1, STK39 and SLC12A2, is required for pre-TCR-induced post-transcriptional upregulation of MYC, and subsequent proliferation of DN4 thymocytes and differentiation into DP cells. Thus, a pathway that regulates ion homeostasis is a critical and previously unknown regulator of early thymocyte development.

## Results

### WNK1 pathway genes expressed throughout thymic development

To extend the previous observation that *Wnk1* is expressed at a high level in the thymus (Shekarabi et al., 2013), we re-analyzed RNAseq data from multiple stages of thymic development (Hu et al., 2013), focusing on expression of WNK-family kinases and proteins in the WNK pathway. We found that *Wnk1* is the only member of the WNK-family expressed in thymocytes, with high expression at all stages of development (Figure 1—figure supplement 1). Substantially more *Oxsr1* than *Stk39* is expressed at all stages, except for 4SP thymocytes where the expression of *Stk39* exceeds levels of *Oxsr1*. Of the Na^+^K^+^Cl^-^ and Na^+^Cl^-^ co-transporters, only *Slc12a2* is expressed in the thymus. Finally, there is substantial expression of the *Slc12a6* and *Slc12a7* K^+^Cl^-^ co-transporters. Thus, multiple genes in the WNK1 pathway are expressed throughout thymic development.

### Essential role for WNK1 in thymocyte development

To test whether WNK1 is required during T-cell development, we used the CD2-Cre transgene to delete loxP-flanked (floxed) alleles of *Wnk1* (*Wnk1*^fl^) starting at the DN1 (ETP) stage of development (de Boer et al., 2003; Siegemund et al., 2015). We compared *Wnk1*^fl/fl^CD2-Cre mice with control *Wnk1*^fl/+^CD2-Cre mice in which thymocytes have homozygous or heterozygous loss of *Wnk1* respectively. We found that loss of WNK1 resulted in a 10-fold reduction in total thymocyte numbers and a progressive loss of cells from the DN4 stage onwards, with a 92% reduction in numbers of ISP thymocytes and a 98–99% reduction in DP, 4SP, and 8SP thymocytes (Figure 1A–C). In contrast, there was no change in the numbers of TCRγδ^+^ thymocytes. Analysis of *Wnk1* mRNA levels showed that while *Wnk1* expression was lost in DN and ISP populations in thymi from *Wnk1*^fl/fl^CD2-Cre mice, from the DP stage onwards the expression levels were similar to or higher in comparison to control animals (Figure 1D), demonstrating that the few remaining DP cells are those that have failed to delete *Wnk1*. Hence, WNK1 is absolutely required for the development of DP thymocytes.

**Figure 1.**
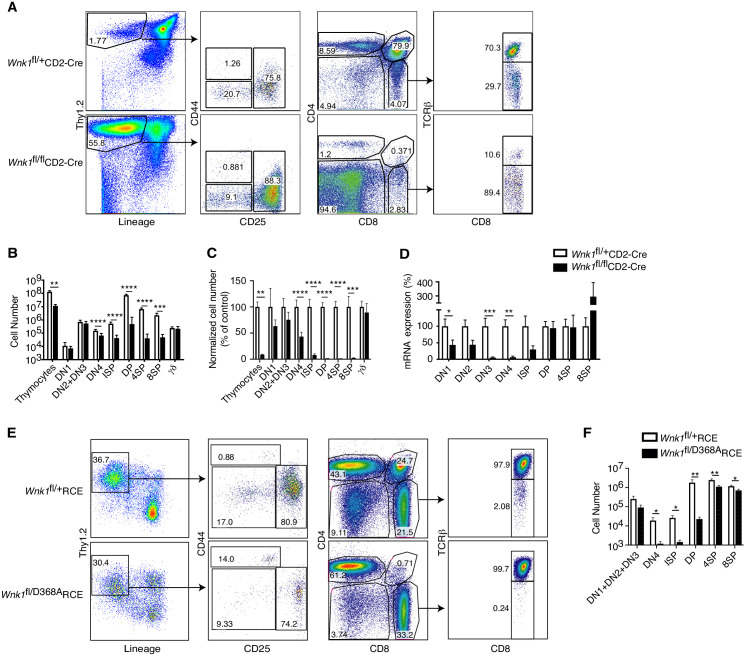
Essential role for WNK1 in thymocyte development. (**A**) Flow cytometric analysis of thymocytes from *Wnk1*^fl/+^CD2-Cre and *Wnk1^fl/fl^*CD2-Cre mice showing double negative (DN, Thy1.2^+^Lineage^-^) thymocytes subdivided into DN1 (CD44^+^CD25^-^), DN2+DN3 (CD25^+^), and DN4 (CD44^-^CD25^-^) subsets, immature single positive (ISP, CD4^-^CD8^+^TCRβ^-^), double positive (DP, CD4^+^CD8^+^), CD4^+^ single positive (4SP, CD4^+^CD8^-^), and CD8^+^ single positive (8SP, CD4^-^CD8^+^TCRβ^+^) thymocytes. Numbers show % of cells falling into each gate. (**B**) Mean ± SEM number of total thymocytes and of thymocytes at each developmental stage defined using the gates in A, as well as γδ thymocytes (CD4^-^TCRγ^+^). (**C**) Mean ± SEM number of cells in each thymocyte population in *Wnk1*^fl/fl^CD2-Cre animals normalized to *Wnk1*^fl/+^CD2-Cre controls (set to 100%). (**D**) Mean ± SEM *Wnk1* mRNA levels in thymic subsets from *Wnk1*^fl/+^CD2-Cre and *Wnk1*^fl/fl^CD2-Cre mice, normalized to *Wnk1*^fl/+^CD2-Cre controls (set to 100%) measured by Q-PCR from exon 1 to exon 2. CD44 levels were used to separate DN2 (CD44^+^) and DN3 (CD44^-^) thymocytes. (**E**) Flow cytometric analysis of *Rag1*^-/-^ radiation chimeras reconstituted with bone marrow from *Wnk1*^fl/+^RCE and *Wnk1*^fl/D368A^RCE mice, treated with tamoxifen and analyzed 7 d later showing gating for thymocyte subsets as in A, with DN (Thy1.2^+^Lineage^-^) thymocytes pre-gated on CD4^-^CD8^-^ cells. (**F**) Mean ± SEM number of cells in thymocyte subsets of *Rag1*^-/-^ chimeras as in E. *0.01 < p < 0.05, ** 0.001 < p < 0.01, and ***p<0.001. Significance calculated by Mann-Whitney test. Sample sizes: five *Wnk1*^fl/+^CD2-Cre and six *Wnk1^fl/fl^*CD2-Cre mice (**B, C**), seven (**D**), and six (**F**) of each genotype. Data are pooled from two independent experiments.

**Figure 1—figure supplement 1.**
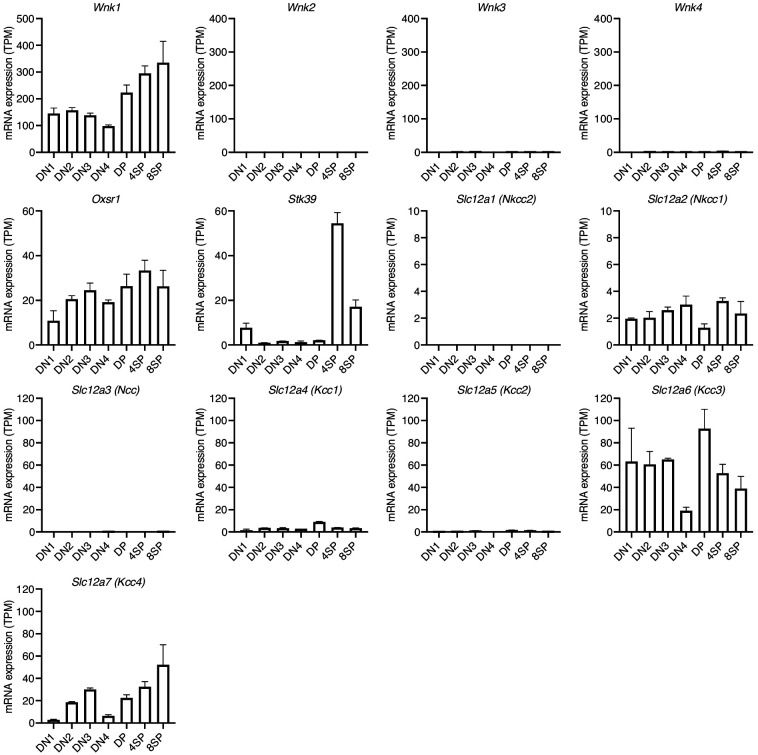
Expression of genes encoding WNK pathway proteins. Mean ± SEM expression of genes in the WNK1 pathway in the indicated thymocyte subsets, re-analyzed from previously published data (Hu et al., 2013).

Next, we evaluated whether the kinase activity of WNK1 is required for thymic development. We generated compound heterozygous mice with both a kinase-inactive allele (*Wnk1*^D368A^) and a floxed allele of *Wnk1* and a tamoxifen-inducible Cre in the *ROSA26* locus (*ROSA26*^CreERT2^, RCE) and generated bone marrow chimeras by reconstituting irradiated RAG1-deficient mice with marrow from either *Wnk1*^fl/D368A^RCE mice or *Wnk1*^fl/+^RCE mice as a control. Following tamoxifen treatment of these chimeras, lymphocytes are the only cell type in which all cells delete the floxed *Wnk1* allele, leaving them with either a wild-type or D368A *Wnk1* allele. We found that after 7d of tamoxifen treatment, development of thymocytes expressing only WNK1-D368A was again very strongly blocked from the DN4 stage onwards (Figure 1E,F), demonstrating that WNK1 kinase activity is required for thymocyte development from the DN to DP stages.

### WNK1 is required for thymocytes to develop past the pre-TCR checkpoint

The block in T-cell development between the DN3 and DN4 and subsequent DP stages in the absence of WNK1 coincides with the β-selection checkpoint, where DN3 cells that have productively rearranged the TCRβ locus and express TCRβ protein assemble the pre-TCR. Subsequent pre-TCR signals result in survival and proliferative expansion of DN4 cells, and differentiation into DP cells. To determine if this β-selection checkpoint might be compromised in WNK1-deficient thymocytes, we used cell size and expression of CD28 to separate DN3 thymocytes into DN3a (small, CD28^-^) and DN3b (large, CD28^+^) cells (Hoffman et al., 1996; Teague et al., 2010; Williams et al., 2005), which correspond to cells before and after the checkpoint respectively. Loss of WNK1 results in no change in the number of DN3a cells, but a substantial drop in DN3b and DN4 cells, consistent with a block at the pre-TCR β-selection checkpoint (Figure 2A). To evaluate if this block could be due to a failure to assemble the pre-TCR, we assessed expression of pre-TCR components. Flow cytometric analysis of DN2 and DN3 thymocytes showed that a similar fraction (~10%) of both control and WNK1-deficient cells expressed intracellular TCRβ, corresponding to cells that have successfully rearranged the TCRβ locus, indicating that loss of WNK1 does not impair TCRβ locus rearrangement (Figure 2B). A similar analysis of DN4 cells showed that most control cells expressed intracellular TCRβ, as would be expected for cells successfully undergoing β-selection. In contrast, only ~10% of WNK1-deficient DN4 cells express intracellular TCRβ, similar to the percentage in DN3 cells (Figure 2B). Thus, in the absence of WNK1, there is no selective expansion of TCRβ^+^ cells. Cell-surface levels of CD3ε and pre-Tα in WNK1-deficient DN2 and DN3 cells were comparable to controls, while CD3ε levels were increased in WNK1-deficient DN4 cells (Figure 2C). Taken together, these results show that the developmental block in WNK1-deficient DN thymocytes is unlikely to be due to a failure to make pre-TCR subunits. Instead, the phenotype may be caused by failure of pre-TCR signaling.

**Figure 2.**
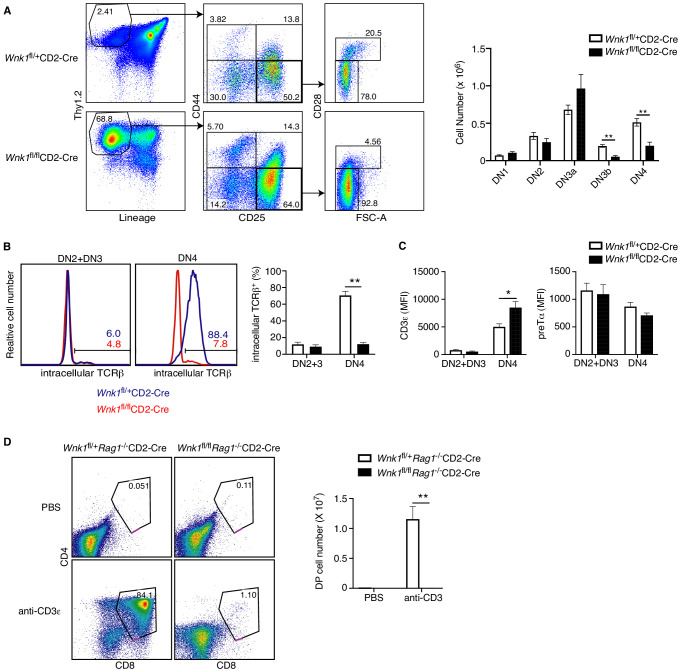
WNK1 is required for thymocytes to develop past the pre-TCR checkpoint. (**A**) Left: flow cytometric analysis of Thy1.2^+^Lineage^-^ thymocytes separated by expression of CD44 and CD25, and then DN3 (CD44^-^CD25^+^) cells separated into DN3a (small, FSC^low^CD28^-^) and DN3b (large, FSC^high^CD28^+^) cells. Right: Mean ± SEM cell numbers in DN subsets. (**B**) Left: Flow cytometric analysis of thymocytes from *Wnk1*^fl/+^CD2-Cre and *Wnk1*^fl/fl^CD2-Cre mice showing intracellular TCRβ levels in DN2+DN3 and DN4 subsets. Numbers indicate the percentage of TCRβ^+^ cells. Right: Mean ± SEM percentage of DN2+DN3 and DN4 cells that are intracellular TCRβ^+^. (**C**) Mean ± SEM of CD3ε or pre-Tα surface levels measured as mean fluorescence intensity (MFI) in flow cytometry of DN2+DN3 and DN4 thymocytes from *Wnk1*^fl/+^CD2-Cre and *Wnk1*^fl/fl^CD2-Cre mice. (**D**) Left: flow cytometric analysis of CD4 and CD8 levels on thymocytes from *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice harvested 4 d after intraperitoneal injection with PBS or anti-CD3ε antibody. Gate indicates DP thymocytes and number shows percentage of cells in the gate. Right: mean ± SEM number of DP thymocytes defined using the gates on the left. *0.01<p<0.05, and **p<0.01. Significance calculated by Mann-Whitney test. Sample sizes: six of each genotype (**A, B**), eight *Wnk1*^fl/+^CD2-Cre and ten *Wnk1*^fl/fl^CD2-Cre mice (**C**), four *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice injected with PBS and five *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice injected with anti-CD3ε (**D**). Data are pooled from two independent experiments.

To directly test this, we made use of an approach in which anti-CD3ε antibodies are injected into RAG1-deficient mice that have arrested thymocyte development at the DN3 stage because of a failure to rearrange TCR genes. RAG1-deficient DN3 thymocytes express small amounts of the CD3 proteins on the cell surface and binding of anti-CD3ε mimics a pre-TCR signal, resulting in differentiation of the thymocytes into DP cells (Levelt et al., 1993; Shinkai and Alt, 1994). As expected, injection of anti-CD3ε into control *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre mice resulted in the generation of large numbers of DP thymocytes. By stark contrast, DP thymocytes were almost completely absent in anti-CD3ε treated *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice (Figure 2D), indicating that WNK1 is essential for pre-TCR signaling that controls the DN-DP transition in thymocytes.

### RNAseq of WNK1-deficient thymocytes reveals significant changes in five distinct processes

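Thymocytes of Rag1-deficient mice cannot rearrange the TCRβ locus and stop at the β-selection checkpoint, where an injection of anti-CD3ε (150 µg) takes the place of the pre-TCR signal. The sorted cells were Thy1.2+CD44- thymocytes, a gate that holds the DN3 and DN4 stages, from mice aged 7 to 8 weeks. The CD2-Cre transgene acts in lymphoid cells and leaves the *Wnk1* fl/+ control mice with 1 intact allele and the *Wnk1* fl/fl mice with none. Each of the 25 libraries came from a different mouse of one experiment, 3 per genotype at each of 0 (no injection), 3, 24 and 48 hr, with 1 further WNK1-deficient mouse at 0 hr.

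*Wnk1* itself (ENSMUSG00000045962, chromosome 6, 119923969 to 120038695 of GRCm38, protein coding) was lower in WNK1-deficient thymocytes at every time. From control to WNK1-deficient the normalized counts (mean ± SD) were 6135 ± 1064 to 3445 ± 428 at 0 hr, 14393 ± 5600.2 to 6901 ± 233 at 3 hr, 6333 ± 925 to 3254 ± 250.1 at 24 hr and 13165 ± 3327 to 6444 ± 2253 at 48 hr. The log2 fold changes were -0.83 (standard error 0.22, adjusted p = 0.01), -0.99 (adjusted p = 0.0094), -0.95 (adjusted p = 0.0104) and -1.05 (adjusted p = 0.00555), and every WNK1-deficient library lay below every control library of its time. Deletion takes only the loxP-flanked part out of the transcript, so reads from the other exons still count towards the gene and these values test the genotype labels only in part. *Wnk1* mRNA also moved with time in control thymocytes, higher than at 0 hr after 3 hr (adjusted p = 0.000621) and after 48 hr (log2 change 1.09, adjusted p = 0.000807).

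PolyA-selected, stranded libraries (KAPA mRNA HyperPrep) were read as 75-base single ends, and the deposited values are RSEM read counts that the authors divided by a DESeq2 size factor for each library. Dividing each library by its smallest step gave back whole reads, with a median of 36.6 M per library, M standing for megareads. At 0 hr the range was 30.6 to 36.1 M (median 32.7) in control and 24.7 to 56.6 M (median 36.3) in WNK1-deficient libraries, and at 3 hr 35.2 to 38.2 M (median 36.6) and 23.7 to 48.2 M (median 46.6). At 24 hr it was 22.5 to 46.5 M (median 41.7) and 24.7 to 48.6 M (median 28.1), and at 48 hr 32.3 to 54.2 M (median 39.0) and 29.7 to 57.3 M (median 51.1). Of 48795 genes, 14141 had a mean normalized count of at least 10, and these were compared with limma on log2 values with a prior trend, 1 mean per genotype and time, and Benjamini-Hochberg adjustment within each comparison at 0.05. The comparisons, the gene lists, the rule for the genes named and the alternatives to each choice were set down before the data were examined, except where a test is said to have been chosen later. At 0 hr every control library was named for sequencing lane 1 and every WNK1-deficient library for lane 2, so lane and genotype cannot be told apart there, and with lane as a covariate *Wnk1* at 0 hr no longer passed (log2 fold change -0.243).

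**Figure D1:**
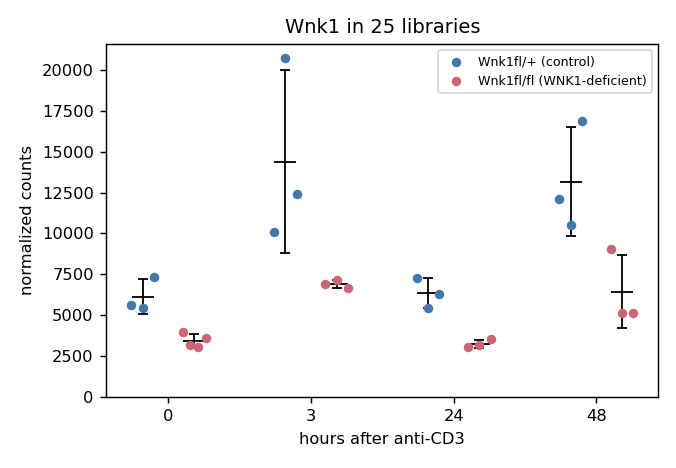
Normalized counts of *Wnk1* in each of the 25 libraries by time after anti-CD3ε, control and WNK1-deficient thymocytes shown apart.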

To gain further insight into the role of WNK1 in this developmental transition, we used RNA sequencing (RNAseq) to analyze the transcriptome of DN3 and DN4 cells sorted from the thymi of *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice, harvested 0, 3, 24, and 48 hr after injection with anti-CD3ε (Figure 3A,B, Supplementary file 1). 

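Control thymocytes moved along the first principal component from a mean of -85.0 at 0 hr to -56.5 at 3 hr, 41.6 at 24 hr and 62.7 at 48 hr, and WNK1-deficient thymocytes from -51.3 to -26.0, 78.6 and 53.0. This component held 36.4% of the variance of the 14141 genes and the next 13.7%. Along the second, the control groups lay above the WNK1-deficient groups of their time: 58.2 against -8.3 at 0 hr, -20.7 against -61.6 at 3 hr, 37.5 against -18.2 at 24 hr and 37.9 against -22.1 at 48 hr. Divided over the design, time accounted for 51.8% of the sum of squares, genotype for 13.4%, the genotype by time interaction for 8.04% and differences between mice of a group for 26.8%. None of 100 draws in which genotype was reassigned within each time gave genotype so large a share, the highest being 10.3%. Within groups, control thymocytes at 24 hr and WNK1-deficient thymocytes at 48 hr spread most along the first component (SD 38.6 and 32.2, against 1.0 to 11.2 in the other groups).

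**Figure D2:**
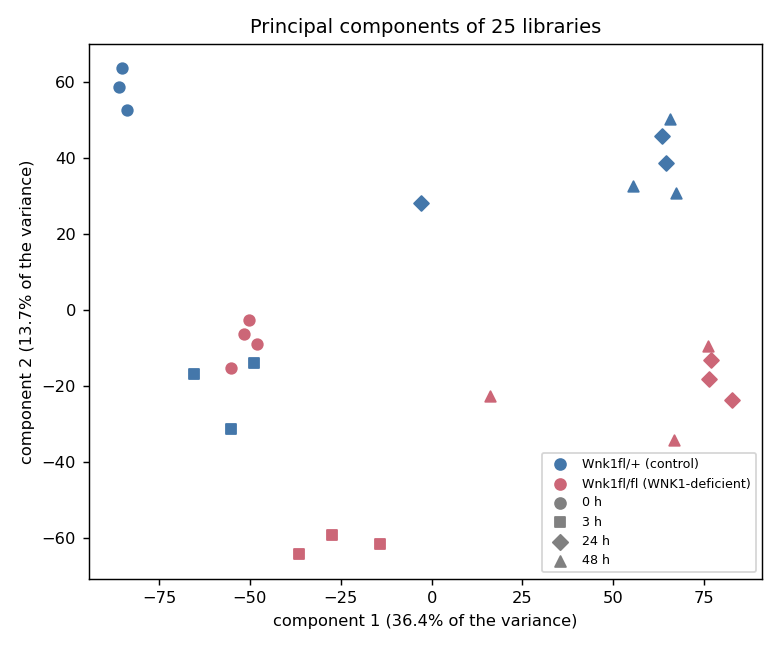
Principal components 1 and 2 of log2 normalized counts of 14141 genes, one point per library.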

Principal component analysis (PCA) of the results revealed that the biggest differences between the samples were caused by anti-CD3ε stimulation and not by genotype (Figure 3C). Both, WNK1-deficient thymocytes and control cells followed a similar trajectory on the PCA plot as a function of time after anti-CD3ε injection, suggesting that pre-TCR signaling is able to induce similar transcriptional changes in control and WNK1-deficient thymocytes. Nevertheless, comparing the transcriptomes of control and WNK1-deficient thymocytes, we identified a large number of statistically significant differentially expressed genes (DEGs) at each time point, including in unstimulated cells (Figure 3D, Supplementary files 2, 3).

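A large part of the transcriptome differed from 0 hr after anti-CD3ε in both genotypes. All libraries of 0 hr were of lanes 1 and 2, and all of 3 and 24 hr of lanes 3 and 4. Lane is therefore confounded with the injection at 3 and 24 hr, as is the sex of the mice. At 3 hr the largest rise in control thymocytes was that of *Nr4a1*, which codes for NUR77 (6.88 ± 0.888 at 0 hr to 32924 ± 10318 normalized counts, n = 3, log2 change 11.98). In WNK1-deficient thymocytes it was that of *Egr3*, an immediate-early transcription factor (1.46 ± 2.02, n = 4, to 3556 ± 979.8, n = 3, log2 change 10.82). By 24 hr the cytokine gene *Il34* (-7.35) and the imprinted RNA *H19* (-8.22) were among the largest falls in control thymocytes. Without WNK1 the transglutaminase gene *Tgm3* had risen (10.26), while the sulfatase gene *Arsi* (-8.68) and *Ptcra*, the pre-TCRα chain (-9.80), had fallen. At 48 hr control thymocytes had raised the GTPase gene *Gimap3* (10.15), the egress receptor gene *S1pr1* (10.18) and *Trac*, the TCRα constant region (10.00). Their largest falls were in *H19* (-8.98), the ectoenzyme gene *Bst1* (-8.04) and *Cpsf4l* (-7.91), of an RNA-processing family. WNK1-deficient thymocytes had raised the protease gene *Mmp9* (8.03), the chemokine receptor gene *Cxcr6* (7.32) and *Chn2* (7.28), which codes for a regulator of RAC. They had lowered *Slc5a9* (-6.21), a sugar transporter, *Ptcra* (-6.17) and *Gucy2e* (-5.55), a guanylate cyclase.

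Against 0 hr, 5232 genes passed the test in control and 3486 in WNK1-deficient thymocytes at 3 hr, 4791 and 4293 at 24 hr, and 6001 and 3789 at 48 hr. Far fewer passed with lane as a covariate at 3 and 24 hr in both genotypes and at 48 hr without WNK1. The loss was largest in WNK1-deficient thymocytes at 3 hr. Across genes the changes in the genotypes correlated with r = 0.687, 0.794 and 0.819 at 3, 24 and 48 hr. Of the 2493, 2770 and 3204 genes past the test in both, all but 3, 14 and 7 changed in the same direction. The median absolute log2 change of these shared genes was 0.935 in control and 0.734 in WNK1-deficient thymocytes at 3 hr, 1.409 and 1.291 at 24 hr, and 1.354 and 1.008 at 48 hr. A genotype by time interaction passed for 10 genes at 3 hr, 93 at 24 hr and 192 at 48 hr. Among the largest at 3 hr were the activation marker *Cd69* (log2 change 5.27 in control, 0.93 in WNK1-deficient thymocytes), *Nr4a1* and the NF-κB subunit gene *Relb* (2.88 and 0.76), which began higher without WNK1 and rose less. The transcription factor gene *Irf8* (0.99 and 2.77) and *Zfp36l1* (0.34 and 1.70), for an RNA-binding protein, rose more without WNK1, and *Fam131a* (-1.63 and 1.10) fell in control and rose without WNK1. Later, *Mmp9* rose only without WNK1 (0.42 and 7.28 at 24 hr). The matrix gene *Adamtsl2* (-4.02 and 0.60) and the kinase adaptor gene *Tbkbp1* (-4.25 and 0.18) fell in control thymocytes alone. The chemokine gene *Cxcl10* (2.79 and -2.69) and the MHC class I gene *H2-Q2* (3.44 and -1.71) rose in control and fell without WNK1. At 48 hr the NF-κB regulator gene *Bcl3* rose in control thymocytes alone (4.28 and -0.15), and *Fam163b*, of unknown function, fell further in them (-7.49 and -3.28). How many interactions pass depends on the method, from 0, 5 and 23 at 3, 24 and 48 hr in limma with lane as a covariate (1708, 956 and 1570 at an unadjusted p under 0.05) to 10, 77 and 172 with edgeR and 193, 365 and 446 with DESeq2. None of the 10 genes of 3 hr kept its call with lane, and without single libraries 2 to 297 passed at that time.

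Mice of the 0 and 48 hr groups were female by their transcripts, with *Xist* at 14900 to 40800 and 10900 to 45600. Those of 3 and 24 hr were male, with Y-linked genes summing to 3700 to 7580 and 3850 to 6470. The Y-linked *Ddx3y*, *Eif2s3y* and *Kdm5d* are therefore among the largest rises against 0 hr at 3 and 24 hr (in control thymocytes *Ddx3y* was listed at 0 before and at 2303 ± 546 3 hr after injection, *Eif2s3y* at 0 and 1692 ± 255), and *Xist* is the largest fall (-12.60 at 3 hr in control thymocytes), while within each time the genotypes share a sex. Over the 13687 genes not placed on the X or Y chromosome the correlations were 0.677, 0.790 and 0.821. These include genes of unknown position, so sex-linked genes may remain among them.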

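Already in unstimulated thymocytes the adhesion molecule gene *Dscam* was raised without WNK1 (0.781 ± 1.35 to 536 ± 86.8 normalized counts, mean ± SD, from control, n = 3, to WNK1-deficient, n = 4, log2 fold change 8.47). So were *BC018473* (666 ± 1129 to 10718 ± 1796, 7.18), a long noncoding RNA, and *Fscn1* (12.7 ± 7.37 to 756 ± 138, 5.90), which bundles actin. The chemokine genes *Ccl5* (3.17 ± 3.17 to 156 ± 20.1, 5.64) and *Cxcl10* (10.7 ± 7.23 to 508 ± 186, 5.60) followed. Falls among genes with a mean of at least 100 were largest in *Fam163b* (5458 ± 208 to 82.6 ± 21.3, -6.07), of unknown function, *Ogdhl* (1809 ± 334 to 59.7 ± 15.7, -4.92), a mitochondrial dehydrogenase, and *Arhgef10l* (7967 ± 1069.5 to 472 ± 90.4, -4.08), a nucleotide exchange factor. Next came *Fam131a* (456 ± 126 to 35.9 ± 9.13, -3.63) and *Rps6kl1* (1069 ± 142 to 92.1 ± 14.6, -3.53), a kinase-like protein. At 3 hr (n = 3 each) *Dscam* (4.31 ± 1.98 to 568 ± 144, 6.79) and *Fscn1* (20.6 ± 23.6 to 299 ± 139, 4.49) stayed high. They were joined by *Syt11* (26.1 ± 3.17 to 755 ± 169.7, 4.78), a vesicle protein, *Lad1* (8.22 ± 6.51 to 191 ± 61.7, 4.75), a filament anchor, and *Npnt* (21.8 to 371, 4.24), an integrin ligand. Lower at that time were *BC018473* (13757 ± 4054 to 53.7 ± 60.2, -8.54), *Fam163b* (1599 ± 905 to 68.9 ± 15.9, -4.39) and *Ogdhl* (1006 ± 90.6 to 54.2 ± 4.02, -4.19). *Acpp* (543 ± 432 to 30.3 ± 9.30, -3.65), a phosphatase, and *Mzb1* (430.3 ± 88.9 to 37.3 ± 5.52, -3.48), a chaperone of the endoplasmic reticulum, were also down. Single control libraries moved *Ccl5* at 0 hr (4.82 without replicate 1 and 6.26 without replicate 2) and at 3 hr *Fscn1* (5.46 and 3.46 in the same order), *Lad1* (3.87 without replicate 3), *Npnt* (3.58 without replicate 3) and *Acpp* (-4.61 without replicate 1 and -2.98 without replicate 3), all still past the test. *BC018473* leans on single libraries at both times, with 9.55, 6.20 and 5.78 at 0 hr without control replicates 1, 2 and 3, the last 2 not called, and -9.44 and -7.88 at 3 hr without WNK1-deficient replicates 2 and 3, neither called. *Mzb1* lost its call without any 1 of 5 of the 6 libraries of 3 hr.

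The ranks at 24 hr are among genes with a mean of at least 100, groups apart and a symbol that is not a predicted gene. Of these, *Mmp9* (5.83 ± 4.58 to 483 ± 215, 6.39), a protease, *Xcl1* (12.4 ± 8.01 to 838 ± 521, 5.81), a chemokine, and *Wnt10b* (5.70 ± 0.877 to 236 ± 34.8, 5.14), a WNT ligand, rose most over control. *Cxcr5* (25.8 ± 18.4 to 698 ± 106, 5.13), a chemokine receptor, and *Dscam* (18.5 ± 17.3 to 522 ± 80.8, 5.11) came after them. Falls were led by *Acot5* (136 ± 120.1 to 1.25 ± 1.14, -5.71), a peroxisomal thioesterase, *Ptcra* (839 ± 1304 to 4.31 ± 1.48, -5.62), the pre-TCRα chain, and *Odz1* (461 ± 568 to 5.04 ± 2.71, -5.59), a teneurin. *Fam163b* (414 ± 574 to 6.26 ± 6.60, -5.01) and *Slc5a9* (443 ± 694 to 7.35 ± 9.70, -4.88), a sugar transporter, were low as well. Many of these values lean on control replicate 3, and without it they were 5.64 for *Mmp9*, 4.22 for *Cxcr5*, -5.02 for *Acot5*, -4.01 for *Ptcra*, -4.56 for *Odz1*, -3.71 for *Fam163b* and -3.27 for *Slc5a9*, each still past the test but in another order. Other single libraries moved *Xcl1* (to 6.57 without WNK1-deficient replicate 3), and *Dscam* and *Odz1* (to 5.80 and -6.25 without control replicate 2). They also moved *Ptcra* (to -6.65 without control replicate 1), *Fam163b* (to between -6.12 and -4.40) and *Slc5a9* (to between -5.94 and -3.8). By 48 hr *Wnt10b* (0.374 ± 0.647 to 165 ± 18.2, 7.01), *Mmp9* (8.92 ± 2.90 to 1075 ± 764, 6.32) and *Dscam* (4.10 ± 4.28 to 208 ± 62.8, 5.64) were raised. *Podxl* (23.7 ± 13.8 to 558 ± 649.7, 4.06), a sialomucin, was raised with them. Lowered were *Gimap3* (6803 ± 2593 to 519 ± 380.2, -4.20), *S1pr1* (11808 ± 4454 to 1379.8 ± 1079, -3.79), *Ecm1* (1432 ± 414 to 128 ± 61.5, -3.58), a matrix protein, and *Trac* (2304 ± 916 to 321 ± 262, -3.24). Without WNK1-deficient replicate 3 these values moved to 7.30 for *Mmp9*, -3.14 for *Gimap3*, and -2.50 for *S1pr1* and -2.33 for *Trac*. *S1pr1* lost its call without any 1 of 5 of the 6 libraries of 48 hr and *Trac* without any 1 of 3. *Dscam* moved to 6.29 without control replicate 3, and *Podxl* to 3.43 without control replicate 1 and 3.11 without WNK1-deficient replicate 1. *Mir703* (listed at 0 in control and at 2295 ± 484 in WNK1-deficient thymocytes at 48 hr) and the pseudogene *Rps27a-ps2* (-3.30) also passed, but lie in repeated or copied sequence whose reads can be shared with other loci, so their source is uncertain.

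In all, 1552 genes were higher and 1572 lower in WNK1-deficient thymocytes at 0 hr, 813 and 485 at 3 hr, 994 and 771 at 24 hr, and 867 and 983 at 48 hr. Changes of at least 2-fold made up 1283, 775, 952 and 922 of these. Every WNK1-deficient library lay on the same side of every control library for 40.5% of genes at 0 hr (5.71% by chance), and for 28.2%, 33.9% and 23.3% at 3, 24 and 48 hr (10% by chance). On the recovered whole reads edgeR passed 3095, 1379, 1809 and 1790 genes at the 4 times and DESeq2 3671, 1867, 2302 and 2362. Scaling every library to the same total moved these splits to 1630 higher and 1367 lower, 980 and 351, 1086 and 584, and 1012 and 697, and to the same upper quartile to 1554 and 1322, 856 and 364, 1037 and 564, and 1013 and 585, so that which direction holds more genes at 0 and at 48 hr depends on the scaling. With lane as a covariate only 665 genes passed at 0 hr and 542 at 48 hr, where lane and genotype overlap most. Of the genes named here, *BC018473* and *S1pr1* (adjusted p = 0.0499) kept their calls in few of the alternatives.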

**Figure 3.**
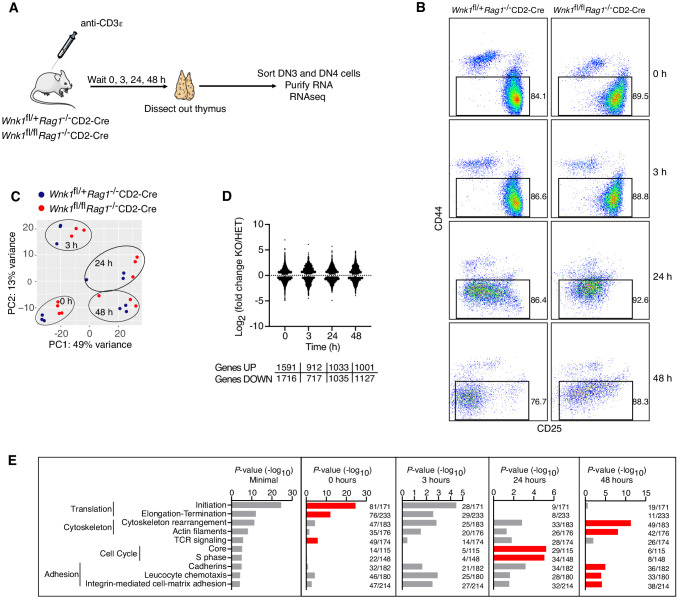
RNAseq of WNK1-deficient thymocytes reveals significant changes in five distinct processes. (**A**) Thymi were harvested from *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice that were either untreated (0 hr) or had been injected with anti-CD3ε antibody 3, 24 or 48 hr earlier. DN3+DN4 thymocytes were sorted, RNA purified and analyzed by RNAseq, results of which are shown in C-E. (**B**) Flow cytometric analysis of DN thymocytes from the experiment described in A. Gates indicate cells (Thy1.2^+^, CD44^-^) that were sorted for further RNAseq analysis. (**C**) Principal component analysis using expression of all normalized genes for all samples from the experiment described in A. (**D**) Log_2_ fold changes and total number of statistically significant differentially expressed genes (DEGs) in samples from *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre (KO) mice compared to *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre (HET) mice at each time point (Supplementary files 2, 3). (**E**) Metacore process analysis of DEGs. Selected processes and their *P*-values are shown at each time point; graph on left shows the lowest *P*-value for each process from any of the four time points. Red bars indicate time point with the lowest *P*-values for each process (Minimal). Ratios indicate the number of DEGs at each time point over the number of all genes in the indicated processes. Significance calculated by Wald’s test (**D**) and Hypergeometric test (**E**). Sample sizes: three *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and four *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice for 0 hr time point, three mice of each genotype for all other time points; data are from one experiment.

To further characterize these changes, we carried out a process enrichment analysis taking into account all DEGs at each time point and found that most of the identified processes fit into five functional groups: genes associated with TCR signaling, protein translation, cytoskeleton, adhesion and cell cycle (Figure 3E). 

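Genes of TCR signal transmission were called lower as a group at 48 hr, with 4 of 35 lower in WNK1-deficient thymocytes and 31 not called (0 and 4 adjusted over the list alone). The adjusted p of the group was 0.0338 (adjusted p = 0.992 with an estimated correlation). Leading it were the kinase genes *Prkcq* (19947 ± 3028 to 10228 ± 3455, -1.01) and *Lck* (48310.2 ± 7819 to 30039 ± 6570.2, -0.70) and the transcription factor gene *Nfatc1* (12194 ± 2156 to 6414 ± 1548, -0.94), in normalized counts from control to WNK1-deficient (n = 3 each), then log2 fold change. At 0 hr 4 were higher, 6 lower and 25 not called (6 and 9 adjusted over the list alone), and the group was not called (adjusted p = 0.281). Actin cytoskeleton genes were called lower as a group at 48 hr, 14 of 42 lower and 2 higher with 26 not called (2 and 17 adjusted over the list alone). Their median log2 fold change was -0.36 (adjusted p = 1.33e-06, adjusted p = 0.992 with an estimated correlation). Among them were the crosslinker gene *Actn1* (20604 ± 3484 to 8026 ± 583, -1.35), *Actg1* (92969 ± 18473 to 41831 ± 12466, -1.18), coding for γ-actin, and *Arpc1b* (14273 ± 2178 to 8256 ± 1652, -0.80), a subunit of the ARP2/3 complex. The actin group was not called at 0, 3 or 24 hr (adjusted p = 0.862, 0.267 and 0.105), but passed at 3 hr with lane as a covariate (adjusted p = 0.026) and at 24 hr without control replicate 3 (adjusted p = 0.00022), lower in both. Mitochondrially encoded transcripts were called higher at 48 hr, a call that ended by fry (adjusted p = 0.0759). They took 1.62% of the counts in control and 3.13% in WNK1-deficient libraries of 48 hr.

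Integrins and other adhesion genes were raised at 0 hr, 11 of 37 higher and 3 lower (12 and 4 adjusted over the list alone, adjusted p = 0.0258, adjusted p = 0.653 with an estimated correlation). The LFA1 ligand gene *Icam1* (692 ± 87.4 to 1592 ± 172, 1.20) was among the clearest. At 24 hr they were raised again, 7 higher and 1 lower (10 and 1 adjusted over the list alone, adjusted p = 0.0106, adjusted p = 0.525 with an estimated correlation), although *Itga5* (826 ± 152 to 359 ± 49.4, -1.19), a fibronectin receptor chain, fell. At 48 hr 5 were higher and 4 lower without a call (adjusted p = 0.694). Of 16 chemokine receptor genes 5 were higher and 2 lower at 24 hr (5 and 2 adjusted over the list alone, adjusted p = 0.0124, adjusted p = 0.525 with an estimated correlation). They include *Cx3cr1* (99.7 ± 61.0 to 384 ± 12.8, 2.10), a fractalkine receptor, and *Gpr183* (75.8 ± 20.1 to 309 ± 104, 1.99), an oxysterol receptor. At 3 hr 1 receptor gene was higher and the group was called (1 and 0 adjusted over the list alone, adjusted p = 0.0346, adjusted p = 0.709 with an estimated correlation). That gene was *Cxcr5* (12.1 ± 2.94 to 156 ± 47.8, 3.57), with *Ccr10* (2.35, adjusted p = 0.066) and *Ccr4* (1.23, adjusted p = 0.206) short of a call. Markers of natural killer and innate lymphoid cells were called higher at 0, 3 and 24 hr too, and dendritic cell markers at 3 and 24 hr. Whether such cells account for the adhesion and receptor rises was not tested.

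Over 46 gene lists, camera called 8 raised and 4 lowered at 0 hr, 9 and 5 at 3 hr, 6 and 14 at 24 hr, and 3 and 5 at 48 hr. Where the correlation between genes was estimated from the libraries instead of set at 0.01, 1, 0, 1 and 1 of these calls remained, each of them the adhesion genes the paper draws. The integrin call at 24 hr ended without control replicate 3 (adjusted p = 0.106), the chemokine receptor calls without control replicate 3 (adjusted p = 0.109) at 24 hr and without control replicate 1 (adjusted p = 0.125), control replicate 2 (adjusted p = 0.0681) or WNK1-deficient replicate 1 (adjusted p = 0.342), or with lane as a covariate (adjusted p = 0.3) at 3 hr, and the TCR call at 48 hr without control replicate 2 (adjusted p = 0.0682), control replicate 3 (adjusted p = 0.103) or WNK1-deficient replicate 3 (adjusted p = 0.251). The TCR call ended with quantile normalization as well (adjusted p = 0.344) and by fry (adjusted p = 0.157), while the actin call at 48 hr and the integrin call at 0 hr outlasted the omission of any 1 library of their groups.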

The TCR signaling and translation signatures were most enriched at the 0 hr time point, cytoskeleton and adhesion at 48 hr, and cell cycle at 24 hr. Thus, WNK1 deficiency causes changes in several key biochemical pathways, any or all of which could be causing the developmental arrest.

### WNK1 deficiency does not perturb early pre-TCR-induced signaling and protein translation

We investigated the potential contribution of each of the perturbed processes to the developmental block caused by loss of WNK1. Inspection of the TCR signaling signature showed that WNK1-deficient thymocytes had decreased levels of mRNA for *Cd3d*, *Cd3e*, *Cd3g*, *Lck,* and *Syk*, coding for CD3 proteins and the LCK and SYK tyrosine kinases and an increase in *Lcp2* mRNA, which codes for the SLP76 adapter protein (Figure 4A), suggesting that pre-TCR signaling may be perturbed, though we note that at least for CD3ε, reduced mRNA level in WNK1-deficient cells did not result in reduced cell-surface protein level (Figure 2C). However, analysis of transcriptional changes driven by pre-TCR stimulation showed that both control and WNK1-deficient cells upregulated *Nur77, Cd27,* and *Cd28*, and downregulated *Il2ra*, *Hes1*, *Rag2*, and *Ptcra* to a similar extent (Figure 4B). Furthermore, anti-CD3ε-induced downregulation of surface levels of CD25 (encoded by *Il2ra*) also occurred normally in WNK1-deficient cells (Figures 3B and 4C). These results imply that loss of WNK1 does not have a major effect on pre-TCR signaling, at least for the first 24 hr after stimulation.

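At 0 hr the CD3 chain genes fell in WNK1-deficient thymocytes (normalized counts from control, n = 3, to WNK1-deficient, n = 4, then log2 fold change). The largest fall was in *Cd3d* (42889 ± 4154 to 16416 ± 1320.3, -1.38, adjusted p = 2.76e-05), followed by *Cd3g* (85475 ± 8942 to 43385 ± 3660.0, -0.98, adjusted p = 0.00181) and *Cd3e* (33281 ± 2785 to 18100.1 ± 1217, -0.88, adjusted p = 0.00407), which lie side by side on chromosome 9 (*Cd3d* ENSMUSG00000032094, chromosome 9, 44981769 to 44987052). The kinase genes that act on the CD3 tails were also lower, *Lck* (84682 ± 11736 to 46094 ± 5225, -0.88, adjusted p = 0.00064) and *Syk* (3837 ± 248 to 1950.1 ± 492, -1.01, adjusted p = 0.00641). By contrast, *Lcp2* (7965 ± 1550.4 to 11091 ± 809, 0.49, adjusted p = 0.0323) was higher. Together 5 of the 6 were lower and 1 higher (1 and 5 adjusted over the list alone, adjusted p = 0.0036, adjusted p = 0.597 with an estimated correlation), a set the paper chose from these same samples and so not independent evidence. After anti-CD3ε *Cd3d* and *Cd3e* were not called, with *Cd3d* at -0.31, -0.07 and -0.28 and *Cd3e* at -0.48, -0.03 and 0.02 at 3, 24 and 48 hr, whereas *Lck* was lower at 24 and 48 hr (-0.97 and -0.70) and *Syk* at 24 hr (-0.93). The 6 as a list were not called after anti-CD3ε (adjusted p = 0.176, 0.125 and 0.401), except at 3 hr without control replicate 3 (adjusted p = 0.0391). The interaction passed for *Cd3d* at 24 and 48 hr (adjusted p = 0.0219 and 0.0443, and 0.132 at 3 hr) but not for *Cd3e* (adjusted p = 0.563, 0.191 and 0.153). With lane as a covariate only *Cd3d* kept its call at 0 hr, and *Lcp2* lost its call without any of 4 libraries.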

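*Nr4a1* (ENSMUSG00000023034, chromosome 15, 101253902 to 101274795), which codes for the TCR-induced nuclear receptor NUR77, rose in both genotypes, but from a higher base without WNK1. At 0, 3, 24 and 48 hr its means were 6.88, 32924, 2452 and 3424 normalized counts in control and 99.9, 36058, 878 and 1429 in WNK1-deficient thymocytes (n = 3, and 4 WNK1-deficient at 0 hr). Its log2 changes from 0 hr were therefore larger in control thymocytes at 24 and 48 hr too (8.18 and 8.75, against 3.13 and 3.71). The interaction had adjusted p = 0.00238, 1.06e-05 and 1.09e-05 at 3, 24 and 48 hr, and no other gene of the 7 had a called interaction. Its call at 3 hr ended with lane as a covariate. *Cd27*, a costimulatory receptor, rose at 3, 24 and 48 hr by 1.84, 1.53 and 1.78 in control and 1.74, 1.69 and 1.23 in WNK1-deficient thymocytes. *Cd28*, the receptor for CD80 and CD86, rose by 4.38, 4.31 and 3.72 and by 3.89, 4.13 and 3.08. *Il2ra*, the CD25 chain, did not change at 3 hr (-0.26 and -0.04, adjusted p = 0.669 and 0.963). It fell later, from 100821 ± 2998 to 14634 ± 13577 in control and from 69580.2 ± 2868 to 9205 ± 2489 in WNK1-deficient thymocytes at 24 hr (-3.18 and -2.95).

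The Notch target *Hes1* was lower by 24 hr in control (-3.51) and WNK1-deficient thymocytes (-3.87) and by 48 hr (-3.28 and -1.97). At 3 hr it had fallen in control (-1.57, adjusted p = 0.0161) but was not called without WNK1 (-0.94, adjusted p = 0.137). *Rag2*, a recombinase subunit whose locus stays transcribed in these mice, fell at 24 and 48 hr by -5.43 and -6.99 in control and -6.69 and -5.05 without WNK1. At 3 hr *Rag2* was called only without WNK1 (-2.77, against -2.28 in control, adjusted p = 0.0578). *Ptcra* fell in control by -2.99, -6.13 and -6.99 at 3, 24 and 48 hr, and without WNK1 was not called at 3 hr (-1.92, adjusted p = 0.15). Set side by side at 24 hr, *Nr4a1* (-1.39, adjusted p = 0.0117), *Ptcra* (adjusted p = 0.00107) and *Rag2* (-3.07, adjusted p = 0.0331) were lower without WNK1 and 4 genes were not called. For the 7, which the paper picked from these samples and are not independent of them, adjusted p = 0.0497 at 24 hr (adjusted p = 0.347 with an estimated correlation, 0 and 3 adjusted over the list alone). Control replicate 3 at 24 hr kept *Ptcra* at 2344 and *Il2ra* at 30251, and without it *Rag2* (-1.49) lost its call and the 24 hr difference in *Il2ra* (-0.30) turned positive. The call of the 7 ended without control replicate 2 (adjusted p = 0.0599), control replicate 3 (adjusted p = 0.106), WNK1-deficient replicate 1 (adjusted p = 0.0543) or WNK1-deficient replicate 2 (adjusted p = 0.0578). It ended with quantile normalization (adjusted p = 0.0813) and with a mean of at least 100 (adjusted p = 0.0653) as well.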

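Genes that the TCR switches on within hours were induced in both genotypes. Of 23 immediate-early genes, 18 rose and 1 fell in control thymocytes at 3 hr (18 and 1 adjusted over the list alone, median log2 change 3.53, adjusted p = 3.95e-18, adjusted p = 0.0348 with an estimated correlation). In WNK1-deficient thymocytes 18 rose (18 and 0 adjusted over the list alone, median 2.22, adjusted p = 1.47e-20, adjusted p = 0.0198 with an estimated correlation). Before any injection, 12 of them were already higher without WNK1 and 1 lower (13 and 1 adjusted over the list alone, median 0.93, adjusted p = 3.23e-08, adjusted p = 0.401 with an estimated correlation). Among these were the early activation receptor gene *Cd69* (63.9 ± 12.4 to 3147 ± 570.1, 5.60, adjusted p = 2.56e-10), *Nr4a1* (3.66) and *Nfkbia* (851 ± 158 to 5118 ± 228, 2.60, adjusted p = 5.43e-08), the inhibitor IκBα, in normalized counts from control (n = 3) to WNK1-deficient (n = 4), then log2 fold change. At 3 hr 4 were higher (6 and 0 adjusted over the list alone, adjusted p = 0.00291, adjusted p = 0.709 with an estimated correlation), including *Dusp1* (347 ± 55.3 to 646 ± 163, 0.88), a MAP kinase phosphatase, and *Cd69* (2803 ± 1583 to 5917 ± 323, 1.25). At 24 hr 2 were higher and 2 lower (adjusted p = 0.115), and the list passed without control replicate 2 (adjusted p = 0.0175) or WNK1-deficient replicate 3 (adjusted p = 0.0461). The 0 hr calls of *Cd69*, *Nr4a1* and *Nfkbia* held in every alternative, lane included. The lane adjustment at 0 hr rests on 1 library of lane 1 in control thymocytes at 48 hr, so it cannot exclude lane. Markers of natural killer and innate lymphoid cells stood higher at the same times, 4 of 15 at 0 hr (4 and 0 adjusted over the list alone, adjusted p = 0.0322, adjusted p = 0.653 with an estimated correlation) and 3 at 3 hr (5 and 0 adjusted over the list alone, adjusted p = 0.0218, adjusted p = 0.709 with an estimated correlation). Their call ended at 0 hr without control replicate 3 (adjusted p = 0.081) or WNK1-deficient replicate 2 (adjusted p = 0.0698) and at 3 hr without control replicate 1 (adjusted p = 0.106) or WNK1-deficient replicate 1 (adjusted p = 0.0722), as did that of the immediate-early list at 3 hr without control replicate 1 (adjusted p = 0.109). Stress and heat shock genes and mitochondrially encoded transcripts were called higher at 0 hr too. The latter took 1.83% of the counts in control and 3.09% in WNK1-deficient libraries. With lane as a covariate neither list kept its call (adjusted p = 0.996, in the other direction, and 0.157).

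Of NF-κB target genes, 7 of 18 were higher and 2 lower at 0 hr (9 and 2 adjusted over the list alone, adjusted p = 0.00046, adjusted p = 0.401 with an estimated correlation). The clearest were *Bcl3* (13.7 ± 4.89 to 447 ± 58.5, 4.97, adjusted p = 1.61e-07) and *Relb* (151 ± 31.3 to 1123 ± 97.4, 2.90, adjusted p = 6.38e-08), both of the NF-κB pathway. After 3 hr the targets rose in control thymocytes (11 up, 2 down, 11 and 2 adjusted over the list alone, adjusted p = 3.64e-05, adjusted p = 0.17 with an estimated correlation). They rose without WNK1 as well (9 up, 2 down, 10 and 2 adjusted over the list alone, adjusted p = 9.9e-05, adjusted p = 0.226 with an estimated correlation). The call without WNK1 ended with lane as a covariate (adjusted p = 0.139). At 3 hr 4 stayed higher without WNK1 (9 and 0 adjusted over the list alone, adjusted p = 0.00258, adjusted p = 0.709 with an estimated correlation), *Bcl3* (2.29), *Icam1* (0.93) and *Nfkbia* (0.94) among them. By 24 hr 10 were higher and none lower (13 and 0 adjusted over the list alone, adjusted p = 1.49e-06, adjusted p = 0.131 with an estimated correlation). These include *Cd83* (4.34 ± 2.43 to 193 ± 69.8, 5.24, adjusted p = 9.6e-08), a costimulatory molecule, and the subunit genes *Rel* (778 ± 109 to 1552 ± 84.7, 1.00) and *Relb* (560.5 ± 237 to 1167 ± 121, 1.15). Markers of other cells moved with them at 24 hr, with 7 of 15 natural killer and innate lymphoid genes higher (9 and 1 adjusted over the list alone, adjusted p = 1.18e-05, adjusted p = 0.199 with an estimated correlation) and 4 of 6 dendritic cell genes (4 and 1 adjusted over the list alone, adjusted p = 0.0437, adjusted p = 0.525 with an estimated correlation), *Cd74* (2.41) and *H2-Aa* (1.53) among them. The NF-κB list was not called at 48 hr (adjusted p = 0.0673) unless control replicate 3 was left out (adjusted p = 0.0113).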

**Figure 4.**
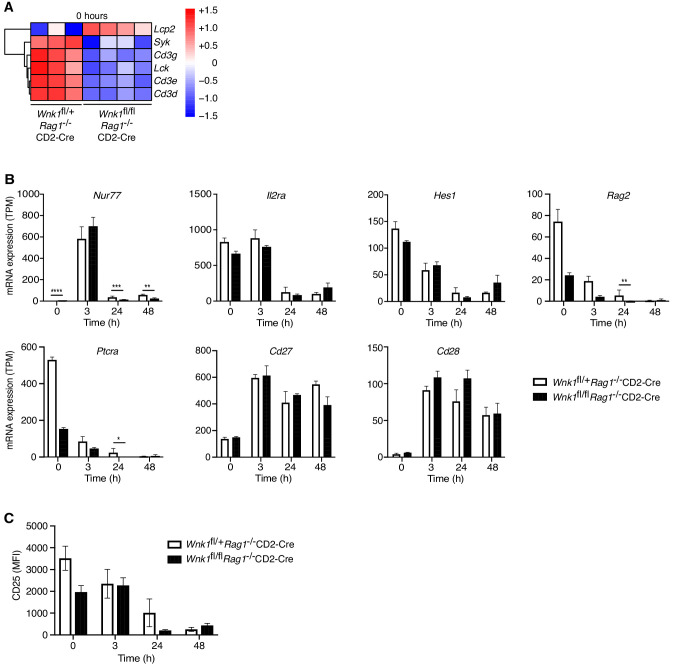
WNK1 deficiency does not perturb early pre-TCR-induced signaling. (**A**) Analysis of RNAseq experiment described in Figure 3A, showing heatmap and hierarchical clustering of selected genes from the TCR signaling signature at 0 hr in *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice. Red and blue colors indicate increased or decreased expression of indicated genes relative to the mean expression of each row using normalized log_2_ expression values. (**B**) Mean ± SEM expression of selected genes; TPM, transcripts per million reads. (**C**) Mean ± SEM surface levels of CD25 on CD44^-^ thymocytes analyzed as in Figure 3B. *0.01 < p < 0.05, ** 0.001 < p < 0.01, ***0.0001 < p < 0.001, ****p<0.0001. Significance displayed in (**B**) is from the analysis of the RNAseq data and was calculated by the Wald test (Supplementary file 3). Sample sizes: three *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and four *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice for 0 hr time point and three mice of each genotype for all other time points. Data are from one experiment.

**Figure 4—figure supplement 1.**
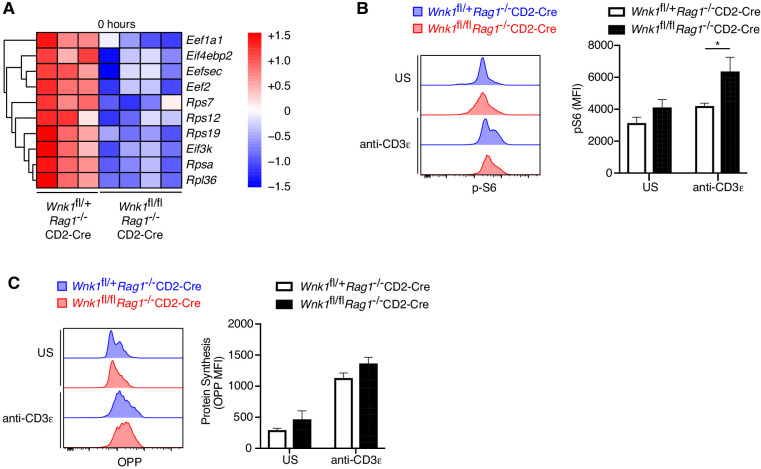
WNK1 deficiency does not perturb protein translation. (**A**) Analysis of RNAseq experiment described in Figure 3A, showing heatmap and hierarchical clustering of selected genes from the translation signature at 0 hr. (**B**) Histograms showing levels of phospho-S6 (pS6) in CD44^-^ DN thymocytes from *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice either unstimulated (US) or 24 hr after anti-CD3ε injection; column graphs show mean ± SEM pS6 levels. (**C**). Histograms showing rate of protein synthesis measured by O-propargyl-puromycin (OPP) incorporation in CD44^-^ DN thymocytes from *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice, stimulated as in B; column graphs show mean ± SEM rate of protein synthesis. *0.01 < p < 0.05. Significance calculated by Mann-Whitney test. Sample sizes: five (**B**) and four (**C**) of each genotype. Data are pooled from two experiments.

The most highly enriched processes in the RNAseq analysis were associated with protein translation, with many of the genes in these processes being downregulated in WNK1-deficient cells, particularly at the 0 hr time point (Figure 3E, Figure 4—figure supplement 1A). 

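Ribosomal protein genes were lower in unstimulated WNK1-deficient thymocytes almost as a body: of 78, 64 were lower, none higher and 14 not called (0 and 70 adjusted over the list alone). Their median log2 fold change was -0.64 (adjusted p = 5.09e-21, adjusted p = 0.653 with an estimated correlation). Large subunit genes *Rpl17* (73578 ± 6269 to 39952 ± 3041, -0.88), *Rpl23* (31267 ± 2266 to 19333 ± 1888, -0.70) and *Rpl29* (30825 ± 3090.2 to 17149 ± 1625, -0.85) were the clearest, each mean ± SD from control (n = 3) to WNK1-deficient (n = 4). Together ribosomal protein genes took 9.81% ± 1.47% of the counts in control and 6.31% ± 0.251% in WNK1-deficient libraries, while mitochondrially encoded transcripts took 1.83% ± 0.392% and 3.09% ± 0.538%. At 3 hr 15 were lower (0 and 25 adjusted over the list alone, adjusted p = 6.86e-16, adjusted p = 0.709 with an estimated correlation), with *Rps24* (-0.64), *Rps15a* (-0.68) and *Rps16* (-0.73) in front. By 24 hr only *Rpl29* was called (-0.55), though the group was still low (0 and 0 adjusted over the list alone, median -0.24, adjusted p = 4.55e-05, adjusted p = 0.715 with an estimated correlation). At 48 hr 9 were lower (0 and 8 adjusted over the list alone, adjusted p = 3.47e-05, adjusted p = 0.992 with an estimated correlation), led by *Fau* (-0.70), *Rps29* (-0.77) and *Rps12* (-1.76). This last call rests on 1 library, for it ended without WNK1-deficient replicate 1 (adjusted p = 0.957), whose list score was -0.782 against 0.061 and -0.007 in the others of its group and -0.147 to 0.318 in control libraries, and that of 24 hr ended with quantile normalization (adjusted p = 0.0813). The ribosomal protein calls at 3, 24 and 48 hr also ended by fry (adjusted p = 0.126, 0.293 and 0.375), while that at 0 hr was kept.

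Of the 10 translation genes the paper draws from these samples, 9 were lower at 0 hr (0 and 10 adjusted over the list alone, adjusted p = 8.26e-05, adjusted p = 0.597 with an estimated correlation), a count not independent of that choice. Those of the ribosome were *Rps19* (41861 ± 7730.1 to 21534 ± 1930.5, -0.95), *Rpl36* (25576 ± 4674 to 13058 ± 1115, -0.96), *Rps12* (-1.26), *Rps7* (-1.03) and *Rpsa* (-0.66). The others were *Eef2* (241368 ± 17258 to 154589 ± 19189, -0.65), which moves the ribosome along, *Eefsec* (-0.53), which brings in selenocysteine, *Eif3k* (-0.58), an initiation factor subunit, and *Eif4ebp2* (-0.49), a repressor of cap-dependent initiation. *Eef1a1*, the factor that delivers aminoacyl-tRNA, missed the threshold (493416 ± 37260.0 to 355403 ± 33687, -0.47, adjusted p = 0.0597). At 48 hr 3 of the 10 were lower, *Eif4ebp2* (-0.60), *Rpl36* (-0.69) and *Rps12* (adjusted p = 0.0276, adjusted p = 0.992 with an estimated correlation), and the call of the 10 ended without control replicate 2 (adjusted p = 0.156) or WNK1-deficient replicate 1 (adjusted p = 0.389), or with lane as a covariate (adjusted p = 0.0855). Of translation factors as a class 6 of 49 were lower at 0 hr (0 and 5 adjusted over the list alone), and the list was not called (adjusted p = 0.555) except with lane as a covariate (adjusted p = 0.00163, lower). They were called down at 3 hr with no single gene called (adjusted p = 0.00278, adjusted p = 0.709 with an estimated correlation), the smallest p falling to *Eef1g* (-0.56), *Eif1* (-0.32) and *Pabpc1* (-0.40). Genes that build ribosomes were not called as a list at 0 hr, with 1 higher and 1 lower of 40 (0 and 0 adjusted over the list alone, adjusted p = 0.65), but were called lower with lane as a covariate (adjusted p = 0.000287), which is confounded with genotype there. At 3 hr they shifted slightly down (median -0.19, adjusted p = 0.0346, adjusted p = 0.874 with an estimated correlation) without a called gene among *Bop1* (-0.41), *Mrto4* (-0.47), *Rrp1* (-0.24) and the rest. Ribosomal protein genes have many processed pseudogenes, so reads can be shared between copies and the level of any one of them is uncertain, and *Eef2*, *Eif3k*, *Rps7* and *Rps12* lost their 0 hr calls in several alternatives, lane among them. Translation factors lost their call at 3 hr without control replicate 1 (adjusted p = 0.0508), or with lane as a covariate (adjusted p = 0.0951), ribosome biogenesis genes theirs without control replicate 1 (adjusted p = 0.329) or WNK1-deficient replicate 1 (adjusted p = 0.449), or with lane as a covariate (adjusted p = 0.615, in the other direction). Quantile normalization (adjusted p = 0.241 and 0.382) and fry (adjusted p = 0.126 and 0.517) ended both of these 3 hr calls too.

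**Figure D3:**
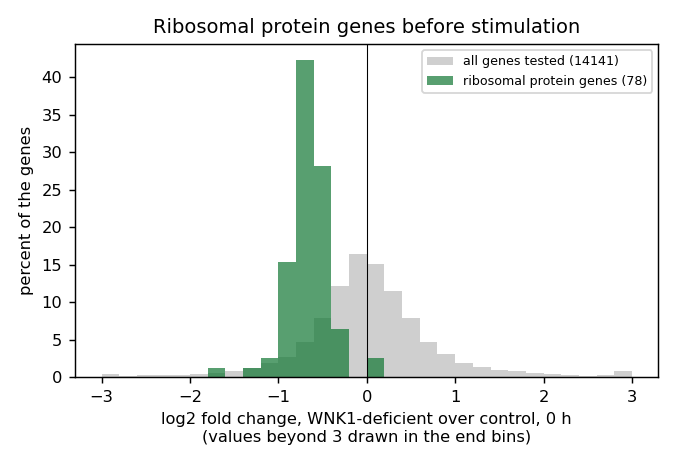
Log2 fold changes, WNK1-deficient against control thymocytes at 0 hr, of 78 ribosomal protein genes beside all 14141 genes tested.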

We hypothesized that this could lead to lower overall protein synthesis and might explain the developmental block. To test this, we measured levels of phosphorylated S6 (pS6), a hallmark of active translation, in DN3 and DN4 thymocytes from mice 24 hr after injection of anti-CD3ε, and also directly tested the capacity of the cells to synthesize proteins using a puromycin incorporation assay. We found that pS6 levels in WNK1-deficient cells were similar to those in control cells before stimulation and higher than in controls 24 hr after anti-CD3ε stimulation (Figure 4—figure supplement 1B). Furthermore, rates of protein synthesis were increased to a similar extent by anti-CD3ε in both control and mutant thymocytes (Figure 4—figure supplement 1C). Thus, despite the reduced expression of genes associated with translation, the absence of WNK1 does not cause substantial changes in rates of protein synthesis, and these are unlikely to explain the developmental block.

### WNK1 regulates thymocyte migration and adhesion

In the process enrichment analysis of the RNAseq data we identified cytoskeleton and adhesion signatures. At the 24 hr time point WNK1-deficient thymocytes had increased expression of *Itgb2* and *Itgal*, the subunits of LFA1, as well as *Rap1a* and *Rap2a* that encode GTPases required for integrin signaling, and several chemokine receptors (*Ccr2*, *Ccr5,* and *Cxcr5*), although *Cxcr4* expression was reduced (Figure 5A); some of the same changes were also visible 48 hr after stimulation. 

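Among the largest rises without WNK1 at 24 hr was *Cxcr5* (25.8 ± 18.4 to 698 ± 106, 5.13, adjusted p = 5.94e-05), a receptor for CXCL13, in normalized counts from control to WNK1-deficient (n = 3 each), then log2 fold change. *Ccr2* (229 ± 52.4 to 834 ± 209, 1.85, adjusted p = 0.0164), a receptor for CCL2, was higher with it. The RAP GTPase gene *Rap2a* (453 ± 85.8 to 1233 ± 103, 1.46, adjusted p = 0.000287) was higher, but *Rap1a* was not called (5759.9 ± 2043 to 6954 ± 286, 0.33, adjusted p = 0.329). The LFA1 chain genes had larger means without WNK1 and were not called either. For *Itgb2* (ENSMUSG00000000290, chromosome 10, 77530329 to 77565708) these were 10080.2 ± 4339 to 18087 ± 825 (0.95, standard error 0.38, adjusted p = 0.106), and for *Itgal* 23837 ± 7544 to 33001 ± 1031 (0.52, standard error 0.24, adjusted p = 0.165). The tetraspanin gene *Tspan4* (1.84) and the integrin chain gene *Itga3* (1.82) rose. Neither *Tiam1* (0.47, adjusted p = 0.0505), an exchange factor for RAC, nor *Vcl* (-0.30, adjusted p = 0.496), coding for vinculin, was called. *Cxcr4* (7260.4 ± 1667 to 4784 ± 702, -0.58, adjusted p = 0.0459), the CXCL12 receptor, fell. Of the 12 genes the paper draws from these samples, which are so not independent of them, 6 were higher and 1 lower (9 and 1 adjusted over the list alone, adjusted p = 5.25e-05, adjusted p = 0.01 with an estimated correlation).

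At 48 hr 7 were higher (9 and 0 adjusted over the list alone, adjusted p = 1e-04, adjusted p = 0.00914 with an estimated correlation). Among them were *Cxcr5* (33.9 ± 13.0 to 684 ± 470.1, 3.94, and 4.86 without WNK1-deficient replicate 3), *Rap2a* (1.19), *Rap1a* (4364 ± 1036 to 7209 ± 242, 0.75, adjusted p = 0.0228), *Tiam1* (0.71), *Vcl* (0.83) and *Tspan4* (1.01). *Ccr2* (1.46, adjusted p = 0.0519) and *Itga3* (1.47, adjusted p = 0.0561) fell just short. *Cxcr4* (0.26), *Itgb2* (-0.30, adjusted p = 0.656) and *Itgal* (-0.36, adjusted p = 0.34) were not called. The raised state did not wait for anti-CD3ε, for at 0 hr 8 of the 12 were already higher (8 and 0 adjusted over the list alone, adjusted p = 0.00103, adjusted p = 0.0432 with an estimated correlation). Leading them were *Rap2a* (149 ± 4.62 to 534 ± 72.8, 1.83), *Vcl* (265 ± 17.7 to 684 ± 45.5, 1.36) and *Itga3* (19.1 to 86.0, 2.23). At 3 hr 3 were higher (3 and 0 adjusted over the list alone, adjusted p = 0.0222, adjusted p = 0.413 with an estimated correlation), a call that ended without control replicate 1 (adjusted p = 0.106). With lane as a covariate *Itgb2* and *Itgal* passed at 24 hr, whereas the fall of *Cxcr4* lost its call with quantile normalization, with the same total and without 3 libraries that stand apart. Natural killer and innate lymphoid markers were higher at 24 hr as well, 7 of 15 (9 and 1 adjusted over the list alone, adjusted p = 1.18e-05, adjusted p = 0.199 with an estimated correlation).

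**Figure D4:**
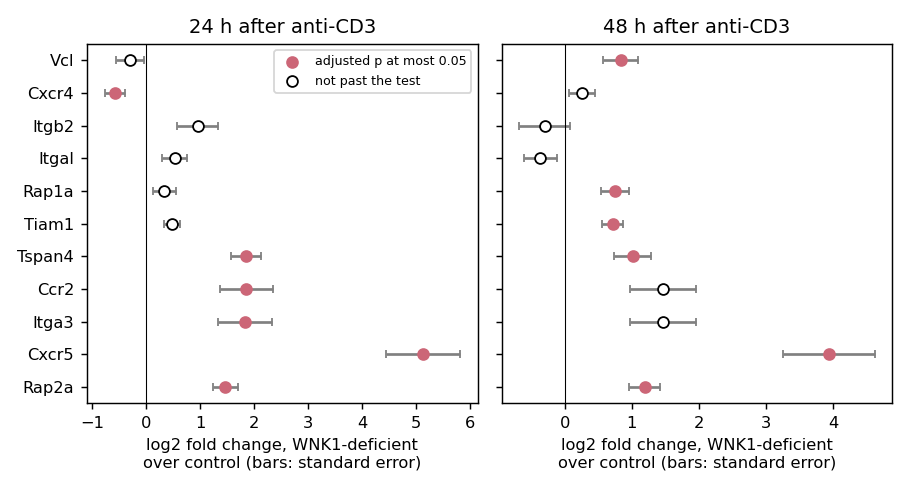
Log2 fold change (± standard error), WNK1-deficient against control thymocytes, of 11 adhesion and chemokine receptor genes at 24 and 48 hr, with filled points where the adjusted p is at most 0.05.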

In agreement with this, cell-surface LFA1 was increased and CXCR4 was decreased on both WNK1-deficient DN2+DN3 and DN4 thymocytes (Figure 5B). We have previously shown that WNK1 is a negative regulator of LFA1-mediated adhesion and a positive regulator of chemokine-induced migration in CD4^+^ T cells (Köchl et al., 2016). These functions, together with the transcriptional changes seen here, suggest that WNK1 may also regulate adhesion and migration of DN thymocytes, which could account for the developmental block.

**Figure 5.**
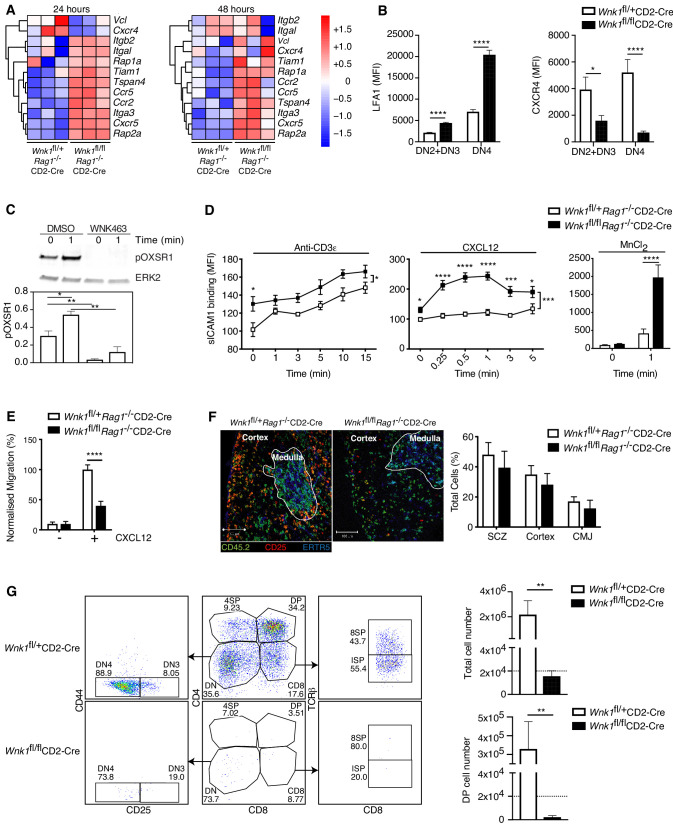
WNK1 regulates thymocyte migration and adhesion. (**A**) Heatmap and hierarchical clustering of selected genes from the adhesion signature at 24 and 48 hr after injection of anti-CD3ε into *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice from the experiment described in Figure 3A. (**B**) Mean ± SEM LFA1 and CXCR4 surface levels in DN2+DN3 and DN4 thymocytes, pre-gated on double negative (TCRβ^-^, Thy1.2^+^, Lineage^-^) thymocytes, from *Wnk1*^fl/+^CD2-Cre and *Wnk1*^fl/fl^CD2-Cre mice. (**C**) Top, representative immunoblot analysis of phosphorylated OXSR1 (pOXSR1) and ERK2 in total *Rag1*^-/-^ thymocytes incubated with DMSO or WNK463 and stimulated for 0 or 1 min with CXCL12. Below, quantification of pOXSR1 normalized to the abundance of ERK2. (**D**) Binding of soluble ICAM1 complexes to mouse DN2+DN3 thymocytes from *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice in response to treatment for various times with anti-CD3ε, CXCL12 or MnCl_2_. (**E**) Migration of mouse DN2+DN3 thymocytes from the top chamber to the bottom chamber of a Transwell plate in the presence (+) or absence (-) of CXCL12. (**F**) Left: representative images of frozen thymus sections from lethally irradiated B6.SJL mice, reconstituted with a 80:20 mixture of bone marrow from B6.SJL (CD45.2^-^) and either *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre or *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice (both CD45.2^+^), stained with antibodies to the indicated antigens, as well as antibodies to CD11b and CD11c (not shown). Right: distribution of *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre or *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre derived DN2+DN3 (CD25^+^CD45.2^+^CD11b^-^CD11c^-^) thymocytes between the subcapsular zone (SCZ), cortex and cortico-medullary junction (CMJ) as defined by the ERTR5 staining for medullary epithelial cells. (**G**) Left: flow cytometric analysis of DN2+DN3 thymocytes from *Wnk1*^fl/+^CD2-Cre and *Wnk1*^fl/fl^CD2-Cre mice after culturing on OP9-DL1 cells for 7 d. Gates indicate DN (CD4^-^CD8^-^), DN3 (CD4^-^CD8^-^CD25^+^CD44^-^), DN4 (CD4^-^CD8^-^CD25^-^CD44^-^), ISP (CD4^-^CD8^+^TCRβ^-^) DP (CD4^+^CD8^+^), 4SP (CD4^+^CD8^-^) and 8SP (CD4^-^CD8^+^TCRβ^+^) cells. Right: mean ± SEM number of all cells and number of DP cells recovered after 7 d. Dashed line indicates number of cells seeded into the cultures on day 0. *0.01 < p < 0.05, ** 0.001 < p < 0.01, ***0.0001 < p < 0.001, ****p<0.0001. Significance calculated by Mann-Whitney test. Sample sizes: three of each genotype (**A**), eight *Wnk1*^fl/+^CD2-Cre and ten *Wnk1*^fl/fl^CD2-Cre mice (**B**), five (**C**), five *Wnk1*^fl/+^CD2-Cre and seven *Wnk1*^fl/fl^CD2-Cre mice for the anti-CD3ε- and MnCl_2_-induced adhesion assays and five and six for the CXCL12-induced adhesion assays (**D**), six (**E, G**), and four (**F**) of each genotype. Data are from one experiment (**A**) or pooled from two (**B, D–G**) or five (**C**) experiments.

To investigate if CXCR4 can activate the WNK1 pathway in thymocytes, we stimulated primary mouse DN3 cells from *Rag1*^-/-^ mice with CXCL12, the ligand for CXCR4, in the presence or absence of the WNK1 inhibitor WNK463 and analyzed phosphorylation of OXSR1 on Ser325, a WNK1 substrate (Vitari et al., 2005). We found that CXCL12 resulted in the phosphorylation of OXSR1, which was abrogated in WNK1 inhibitor-treated cells (Figure 5C). Thus, CXCR4 transduces signals through WNK1 leading to the phosphorylation and, presumably, activation of OXSR1.

These results suggest that, as in CD4^+^ T cells, WNK1 may also regulate CXCR4-induced adhesion and migration in DN thymocytes, possibilities we tested directly. We found that in response to stimulation through either CD3ε or CXCR4, or with Mn^2+^ which directly activates LFA1, WNK1-deficient DN3 thymocytes showed increased binding of ICAM1, indicating increased LFA1-mediated adhesion (Figure 5D). Furthermore, WNK1-deficient DN3 cells had reduced migration in response to CXCL12 (Figure 5E). Thus, WNK1 is a negative regulator of LFA1-mediated adhesion and a positive regulator of CXCL12-induced migration in DN3 thymocytes.

Loss of CXCR4 results in defective thymocyte development in part because CXCR4-induced migration is required for DN thymocytes to migrate from the cortico-medullary junction where they first arrive in the thymus, to the sub-cortical zone where as DN3 cells they undergo β-selection (Trampont et al., 2010). Thus, the block in development of WNK1-deficient thymocytes may be due to defects in this stereotypical CXCR4-induced migration. To address this, we generated mixed bone marrow chimeras by reconstituting irradiated B6.SJL mice (CD45.1^+^CD45.2^-^) with an 80:20 mixture of marrow from B6.SJL mice and from either *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre or *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice (CD45.1^-^CD45.2^+^). In the thymi of these animals, the RAG1-deficient hematopoietic cells can only develop as far as the DN3 stage, and we were able to analyze their distribution within normal thymic architecture generated by the excess of wild-type B6.SJL thymocytes. We found that WNK1-deficient DN3 cells accumulated in the sub-cortical zone with a similar frequency to WNK1-expressing cells and showed no excess accumulation at the cortico-medullary junction (Figure 5F). Thus, despite an in vitro migration defect, WNK1-deficient DN3 thymocytes migrate to the correct anatomical location in vivo, even when in competition with WT counterparts. Collectively these data indicate that the developmental block seen in WNK-1 deficient thymocytes is unlikely to be caused by defective localization within intra-thymic microenvironments.

To extend this, we made use of an in vitro thymocyte development assay in which DN thymocytes are cultured on OP9-DL1 cells (Schmitt and Zúñiga-Pflücker, 2002). In this system, over the course of 7d, thymocyte expansion and development occurs independently of the intra-thymic migration events seen in the thymus in vivo. Thus, we used it to evaluate if loss of WNK1 still affected thymic development even when migration was no longer relevant, by comparing the development of DN thymocytes from *Wnk1*^fl/+^CD2-Cre and *Wnk1*^fl/fl^CD2-Cre mice. As expected, we found that WNK1-expressing DN thymocytes expanded 100-fold in number and the majority differentiated into DP, 4SP and 8SP cells (Figure 5G). In contrast, WNK1-deficient cells did not increase in number and while most of them became DN4 cells (CD25^-^CD44^-^), almost none differentiated beyond the DN stage, resulting in a striking absence of DP thymocytes. Taken together, these results show that the block in T-cell development caused by WNK1 deficiency can be dissociated from its role in the regulation of thymocyte migration.

### WNK1 controls entry of thymocytes into S-phase

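DNA replication genes rose in control thymocytes 24 hr after anti-CD3ε, 22 of 50 higher than at 0 hr and none lower (25 and 0 adjusted over the list alone, median log2 change 0.60, adjusted p = 1.29e-06, adjusted p = 0.645 with an estimated correlation). As a list they were not called in WNK1-deficient thymocytes, where 1 rose and 3 fell (1 and 0 adjusted over the list alone, median -0.20, adjusted p = 0.151). Compared directly at 24 hr, 19 were lower without WNK1, none higher and 31 not called (0 and 31 adjusted over the list alone, median -0.69, adjusted p = 1.31e-13, adjusted p = 0.525 with an estimated correlation). Clearest was *Chaf1b* (3732 ± 674 to 1486 ± 30.2, -1.31, adjusted p = 0.0017), which places histones on new DNA, in normalized counts from control to WNK1-deficient (n = 3 each), then log2 fold change. *Prim2* (2576 ± 281 to 1231 ± 57.8, -1.06, adjusted p = 0.00561), the large primase subunit, and *Pole2* (1139 ± 290.1 to 472 ± 15.3, -1.24, adjusted p = 0.00759), a subunit of the leading-strand polymerase, were next. At 48 hr no replication gene was called (adjusted p = 0.907), nor was the list at 0 or 3 hr (adjusted p = 0.326 and 0.693).

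Mitotic genes also rose in control thymocytes by 24 hr, 32 of 40 (38 and 0 adjusted over the list alone, median 1.27, adjusted p = 2.85e-08, adjusted p = 0.567 with an estimated correlation). Without WNK1 2 rose (2 and 0 adjusted over the list alone, median 0.47, adjusted p = 0.0134, adjusted p = 0.941 with an estimated correlation), and the direct comparison at 24 hr fell short of a call (adjusted p = 0.0658), but the list was called lower without control replicate 2 (adjusted p = 0.0237) or without 3 libraries that stand apart (adjusted p = 0.0231). An interaction was not tested for either list. In unstimulated cells they sat slightly higher without WNK1 with no gene called (median 0.46, adjusted p = 0.0258, adjusted p = 0.882 with an estimated correlation). The smallest p fell to the cytokinesis gene *Ect2* (1.06) and the checkpoint genes *Bub3* (-0.31) and *Mad2l1* (0.76). At 3 hr the list was raised in the same way (median 0.48, adjusted p = 0.0125, adjusted p = 0.874 with an estimated correlation), with *Kif2c* (0.95), *Foxm1* (0.81) and *Bub3* (-0.34) nearest a call. Of the G1 cyclin and kinase genes 1 of 12 was lower at 24 hr (0 and 3 adjusted over the list alone, adjusted p = 0.106). At 48 hr the replication list was called lower without control replicate 3 (adjusted p = 0.00294), without WNK1-deficient replicate 3 (adjusted p = 0.0482) or without 3 libraries that stand apart (adjusted p = 0.0466), tests chosen after seeing the data, but higher with lane as a covariate (adjusted p = 9.77e-05), so its direction then is open. With lane it was called lower at 0 hr (adjusted p = 3.83e-10), where lane and genotype are confounded, and without control replicate 2 at 3 hr (adjusted p = 0.00729). With lane as a covariate the replication and mitotic lists lost their calls from 0 to 24 hr in control thymocytes, leaning downwards instead (adjusted p = 0.806 and 0.806), although the lanes of those times meet only in WNK1-deficient thymocytes at 48 hr, in 1 library of lane 3. The direct comparison of the replication list at 24 hr kept its call with lane and without any 1 library of its groups. The mitotic list was called in the other direction at 0 hr with lane (adjusted p = 1.79e-05), and it lost its call at 0 hr without control replicate 1 (adjusted p = 0.112) or control replicate 2 (adjusted p = 0.167) and at 3 hr without control replicate 1 (adjusted p = 0.43), control replicate 2 (adjusted p = 0.383) or WNK1-deficient replicate 3 (adjusted p = 0.0687), or with lane as a covariate (adjusted p = 0.696).

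**Figure D5:**
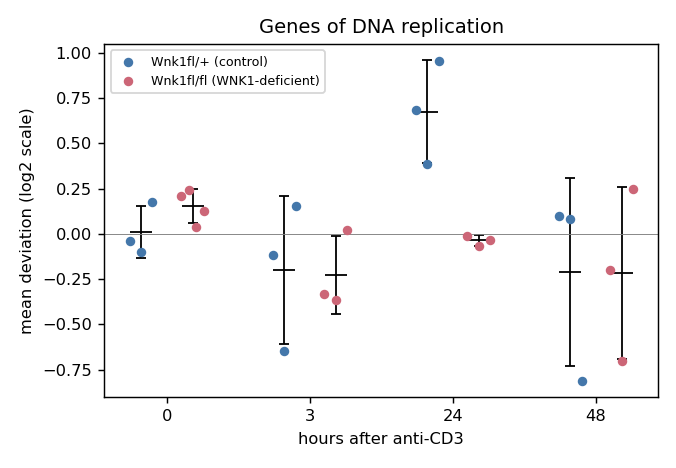
Mean log2 deviation of the DNA replication genes in each library by time after anti-CD3ε, with the mean ± SD of each group.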

RNAseq analysis revealed a particularly strong cell-cycle signature at the 24 hr time point, though not at 0 or 3 hr (Figure 3E). While at 3 hr post-stimulation, induction of genes associated with progression from the early to late G1 phase of the cell cycle (CDK4, CDK6, CYCLIN D2 and CYCLIN D3) occurred normally (Figure 6—figure supplement 1A), at 24 hr genes encoding positive regulators of S-phase entry (CDK2, CYCLIN E1, CYCLIN E2, and E2F-, ORC- and MCM-family proteins) were downregulated in WNK1-deficient thymocytes, while negative regulators, such as *Cdkn1b*, *Cdkn1c* and *Fbwx7* were upregulated (Figure 6A,B, Figure 6—figure supplement 1B). 

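The D cyclin genes, which drive CDK4 and CDK6 in early G1, rose 3 hr after anti-CD3ε in both genotypes. *Ccnd2* went from 14730.5 ± 1562 to 29773 ± 7412 in control (log2 change 0.99, n = 3 each) and from 11692 ± 1574 to 25974 ± 3483 in WNK1-deficient thymocytes (1.15, n = 4 and 3), and *Ccnd3* rose by 1.37 and 0.91. The kinase genes were not called in either. *Cdk4* stood at -0.17 (adjusted p = 0.448) and -0.12 (adjusted p = 0.62) and *Cdk6* at 0.26 (adjusted p = 0.525) and 0.55 (adjusted p = 0.16). None of the 4 was called between the genotypes at 3 hr, with *Ccnd2* (-0.18), *Ccnd3* (0.26), *Cdk4* (-0.14) and *Cdk6* (-0.05).

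At 24 hr genes that load the replicative helicase were lower without WNK1, in normalized counts from control to WNK1-deficient (n = 3 each), then log2 fold change. Those of the MCM ring were *Mcm2* (17095 ± 2338 to 8401 ± 101, -1.02, adjusted p = 0.0104), *Mcm4* (10897 ± 2831 to 5403 ± 193, -0.98) and *Mcm6* (25182 ± 7170.4 to 13498 ± 154, -0.86). *Orc1* (672 ± 257 to 273 ± 30.4, -1.24) of the origin complex and *Cdt1* (-0.81), the loader, were lower with them. *Mcm5* (-0.84, adjusted p = 0.0758), *Mcm7* (-0.71, adjusted p = 0.0569) and *Orc6* (-0.70, adjusted p = 0.0706) were below 0 without a call. Cyclin E and its kinase had smaller means that the test did not separate. *Cdk2* stood at 3612 ± 180.5 to 2764 ± 79.3 (-0.39, adjusted p = 0.173), *Ccne1* at 1131 ± 92.2 to 681 ± 58.9 (-0.73, adjusted p = 0.18) and *Ccne2* at 1528 ± 789.8 to 804 ± 97.8 (-0.77, adjusted p = 0.359). Nor did it separate the CDK2-activating phosphatase gene *Cdc25a* (-0.43, adjusted p = 0.0619) or *Ccnd3* (-0.57, adjusted p = 0.0529), while *Cdk4* (-0.61, adjusted p = 0.0217) was lower. In all, 10 of the 22 S-phase entry genes the paper draws were lower and 12 not called, every one with a negative fold change (0 and 16 adjusted over the list alone). The set, not independent since it was drawn from these samples, had a median of -0.74 (adjusted p = 1.04e-08, adjusted p = 0.525 with an estimated correlation).

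Of the genes that hold S phase back, *Cdkn1b*, which codes for p27, was higher at 24 hr (2186 ± 246 to 3116 ± 127, 0.52, adjusted p = 0.0354). *Cdkn1c*, coding for p57, was higher at 0, 3 and 48 hr (2.03, 1.63 and 1.35) but not called at 24 hr (66.7 ± 14.9 to 114 ± 11.2, 0.78, adjusted p = 0.139). *Fbxw7*, whose ubiquitin ligase removes cyclin E and MYC, was not called (898 ± 102 to 1129.8 ± 23.8, 0.34, adjusted p = 0.249). *Cdkn1a*, coding for p21, was lower (378 ± 193 to 132 ± 37.6, -1.40, adjusted p = 0.0251). The calls of *Cdt1*, *Orc1*, *Mcm4*, *Mcm6*, *Cdk4*, *Cdkn1b* and *Cdkn1a* ended in several alternatives, among them control replicate 3 left out. With DESeq2 *Cdkn1c*, *Mcm5*, *Mcm7*, *Orc6*, *Cdc25a* and *Ccnd3* passed.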

To test whether S-phase entry is defective we measured DNA content of thymocytes from *Wnk1*^fl/+^CD2-Cre and *Wnk1*^fl/fl^CD2-Cre mice. We found that while 11% of both control and WNK1-deficient DN2 and DN3 thymocytes were in the S/G2/M phases of the cell cycle, at the DN4 stage 30% of control cells but only 5% of WNK1-deficient cells had progressed beyond the G1 phase (Figure 6C). Furthermore, loss of WNK1 abrogated the increase in cell size seen during the transition of DN3 cells to the DN4 stage, a hallmark of dividing cells (Figure 6D). Thus, WNK1 is required for DN4 thymocytes to enter the S/G2/M phases of the cell cycle.

**Figure 6.**
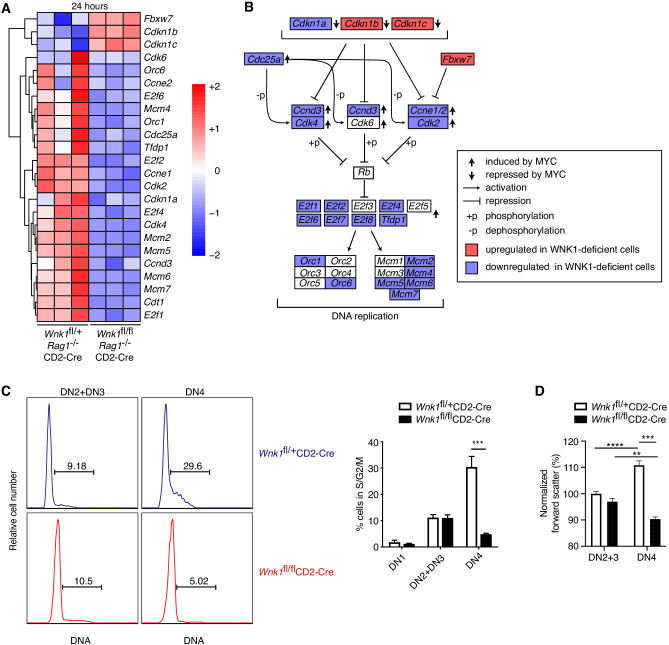
WNK1 controls entry into S-phase. (**A**) Analysis of RNAseq experiment described in Figure 3A, showing heatmap and hierarchical clustering of selected genes from the cell-cycle signature at 24 hr after injection of anti-CD3ε. (**B**) Canonical cell-cycle signaling diagram for the transition from G1 to S-phase. Genes colored in blue are downregulated at the 24 hr time point in samples from *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice compared to *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre mice, genes in red are upregulated. Vertical arrows indicate genes induced or repressed by MYC (Bretones et al., 2015) (**C**) Left: flow cytometric analysis of DNA content in DN2+DN3 and DN4 thymocytes from *Wnk1*^fl/+^CD2-Cre and *Wnk1*^fl/fl^CD2-Cre mice. Gates show percentage of cells containing more than the diploid amount of DNA (S, G2 and M phases of cell cycle). Right: mean ± SEM percentage of cells in S/G2/M phases of the cell cycle based on gate shown on histograms. (**D**) Mean ± SEM forward scatter, a measure of cell size, measured by flow cytometry of DN2+DN3 and DN4 thymocytes from *Wnk1*^fl/+^CD2-Cre and *Wnk1*^fl/fl^CD2-Cre mice; data normalized to *Wnk1*^fl/+^CD2-Cre DN2+DN3 cells (set to 100%). **0.001 < p < 0.01, ***0.0001 < p < 0.001, ****p<0.0001. Significance was calculated by the Mann-Whitney test. Sample sizes: three (**A**) or five (**C**) of each genotype and nine *Wnk1*^fl/+^CD2-Cre and seven *Wnk1*^fl/fl^CD2-Cre mice (**D**). Data are from one experiment (**A**), or pooled from two (**C, D**).

**Figure 6—figure supplement 1.**
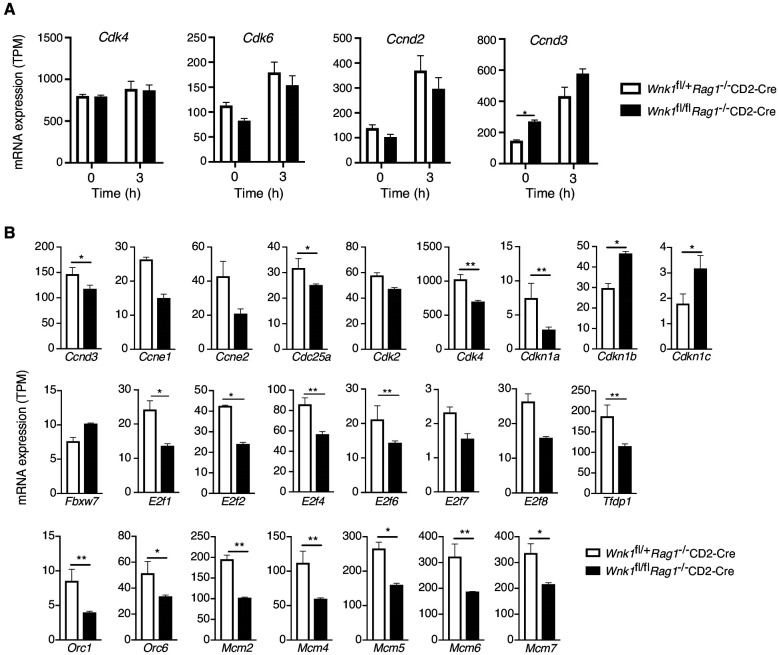
Loss of WNK1 affects expression of genes associated with S-phase, but not late G1. Analysis of RNAseq experiment described in Figure 3A. (**A**) Mean ± SEM expression of selected genes associated with progression from the early to late G1 phase of the cell cycle at 0 hr and 3 hr following injection of anti-CD3ε. (**B**) Mean ± SEM expression of up- or downregulated genes at 24 hr associated with S-phase, as displayed in Figure 6B. *0.01 < p < 0.05, ** 0.001 < p < 0.01. Significance was calculated by the Wald test (Supplementary file 3). Sample sizes: three *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and four *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice for 0 hr time point and three mice of each genotype for 3 and 24 hr time points. Data are from one experiment.

### WNK1 is required for pre-TCR induced regulation of MYC

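Among the transcription factor genes the paper draws for 24 hr, *Ets1* (ENSMUSG00000032035, chromosome 9, 32636241 to 32757820), an ETS factor of T cell development, was lower in WNK1-deficient thymocytes. Its normalized counts were 32456 ± 3983 in control and 20895 ± 1018 in WNK1-deficient thymocytes (mean ± SD, n = 3 each, log2 fold change -0.63, adjusted p = 0.00565), and it was lower again at 48 hr (55272 ± 11379.9 to 30349 ± 2070.5, -0.85). *Gabpa*, another ETS factor, stood at 2389.8 ± 582 to 2088 ± 99.6 (-0.16, adjusted p = 0.623) and *Zeb1*, a zinc finger repressor, at 2164 ± 335 to 2005 ± 162 (-0.10, adjusted p = 0.781), neither called. Nor were *Glis3*, a Krüppel-like factor (14.5 ± 3.46 to 18.1 ± 6.56, 0.25, adjusted p = 0.867), and *Foxm1*, which drives mitotic genes (2891 ± 257 to 2603 ± 243, -0.15, adjusted p = 0.849). Over the 11 factors, 3 were lower, none higher and 8 not called (0 and 4 adjusted over the list alone, adjusted p = 0.0221, adjusted p = 0.525 with an estimated correlation), chosen by the paper on the same samples and so not independent. The call of *Ets1* at 24 hr ended with quantile normalization, and so did the list call (adjusted p = 0.0661), which also ended without control replicate 3 (adjusted p = 0.106).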

To gain further insight into this cell-cycle defect, we used a computational approach to identify transcription factors whose targets were most enriched among either all DEGs or only DEGs encoding cell-cycle genes at 24 hr (Figure 7A) and extended the analysis to test the expression levels of the identified transcription factors themselves (Figure 7B). The transcription factor, whose known target genes were both most numerous and most highly enriched within the list of all DEGs at 24 hr was ETS1. Deletion of ETS1 impairs the development of DN3 into DP thymocytes because ETS1-deficient DN4 thymocytes are more likely to die (Eyquem et al., 2004). ETS1 regulates the expression of the anti-apoptotic *Bcl2A1* gene in endothelial cells (Wei et al., 2009), suggesting that it may perform a similar function in thymocytes. However, analysis of the five anti-apoptotic members of the BCL2-family that are expressed in thymocytes, showed that WNK1-deficient thymocytes express substantially more *Bcl2* and *Bcl2l1* (Figure 7—figure supplement 1A). In addition, WNK1-deficient DN2+DN3 and DN4 thymocytes did not show increased levels of active Caspase-3 as would be expected if they were dying at a greater rate (Figure 7—figure supplement 1B). Thus, it is unlikely that loss of WNK1 perturbs cell survival at the β-selection checkpoint. Furthermore, loss of ETS1 does not affect proliferation of DN4 cells (Eyquem et al., 2004), thus reduced levels of ETS1 are not the main cause of the defect in WNK1-deficient thymocytes.

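*Bcl2* (ENSMUSG00000057329, chromosome 1, 106538176 to 106714290), which guards mitochondria against cell death, was higher in WNK1-deficient thymocytes at 0 hr (3878 ± 570.5 to 6578 ± 916 normalized counts from control to WNK1-deficient, n = 3 and 4, log2 fold change 0.76, adjusted p = 0.0386). It was higher at 24 hr (3068 ± 279 to 8929 ± 822, 1.54, adjusted p = 0.000916) and 48 hr (6180.4 ± 2200.4 to 13419.5 ± 6969.6, 1.06, adjusted p = 0.015), but not at 3 hr (0.45, adjusted p = 0.348). *Bcl2l1*, coding for BCL-XL, was higher at 24 hr (968 ± 225 to 1474 ± 91.4, 0.63, adjusted p = 0.0488). At 0, 3 and 48 hr it had 0.11, 0.33 and 0.61 (adjusted p = 0.725, 0.362 and 0.0539). *Mcl1*, a short-lived family member, was not called at 24 hr (6685 ± 890.3 to 7072 ± 391, 0.09, adjusted p = 0.686). Nor was *Bcl2l2*, coding for BCL-W (311 ± 48.7 to 343 ± 24.5, 0.15), or *Bcl2l12* (1099.9 ± 163 to 782 ± 35.9, -0.48, adjusted p = 0.0559). *Bcl2a1b*, one of the mouse copies of *Bcl2A1*, stayed at group means of 6.70 to 21.1 and was not called (1.39 at 24 hr, adjusted p = 0.486), and as its copies share sequence the source of its reads is uncertain. The call of *Bcl2l1* at 24 hr was lost in many alternatives and that of *Bcl2* at 0 hr when any of 6 libraries was left out, while *Bcl2* at 24 hr kept its call in all.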

**Figure 7.**
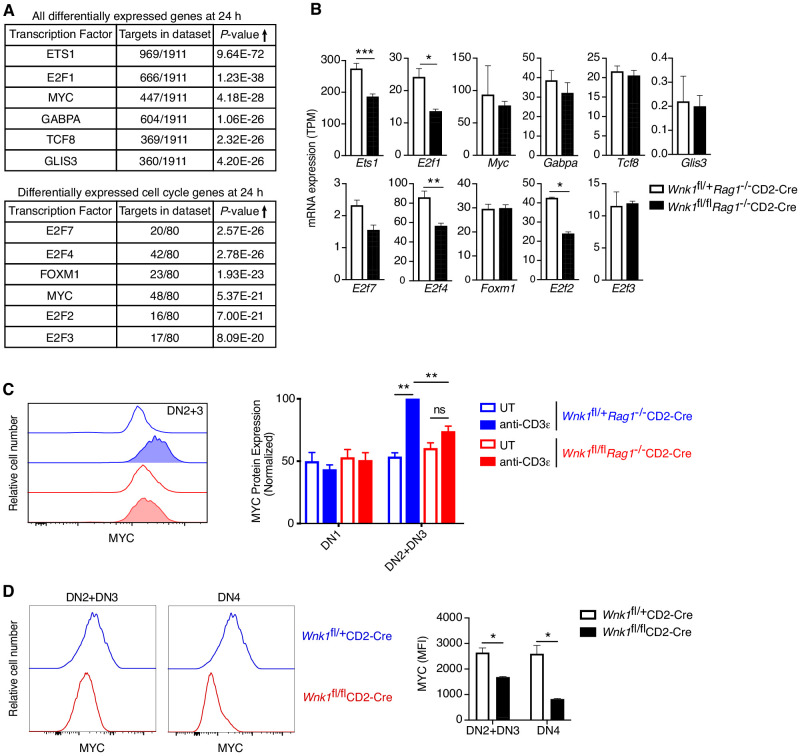
WNK1 is required for pre-TCR induced post-transcriptional regulation of MYC. (**A, B**) Analysis of RNAseq experiment described in Figure 3A. (**A**) Table shows top six transcription factors whose known target genes were most enriched among all significant DEGs at 24 hr or among only cell-cycle genes at 24 hr; results from Metacore transcription factor analysis. (**B**) Mean ± SEM expression of mRNAs for transcription factors identified in A. Note that graphs of *E2f1*, *E2f2*, *E2f4* and *E2f7* are duplicated from Figure 6—figure supplement 1B. (**C**) Left: flow cytometric analysis of MYC levels in DN2+DN3 thymocytes from *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice either untreated (UT) or 48 hr after injection with anti-CD3ε. Right: mean ± SEM levels of MYC protein in DN1 and DN2+DN3 thymic subsets normalized to levels in DN2+DN3 cells from injected *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre control mice (set to 100%). (**D**) Left: flow cytometric analysis of MYC levels in DN2+DN3 or DN4 thymocytes from *Wnk1*^fl/+^CD2-Cre and *Wnk1*^fl/fl^CD2-Cre mice. Right: mean ± SEM levels of MYC in DN2+DN3 or DN4 thymocytes. MFI, mean fluorescence intensity. ns, not significant; *0.01 < p < 0.05, **0.001 < p < 0.01, ***p<0.001. Significance calculated by hypergeometric test (**A**), the Wald test (**B**), or the Mann-Whitney test (**C, D**). Sample sizes: three (**A, B**), five (**C**) or four (**D**) of each genotype. Data are from one experiment (**A, B, D**), or pooled from three (**C**).

**Figure 7—figure supplement 1.**
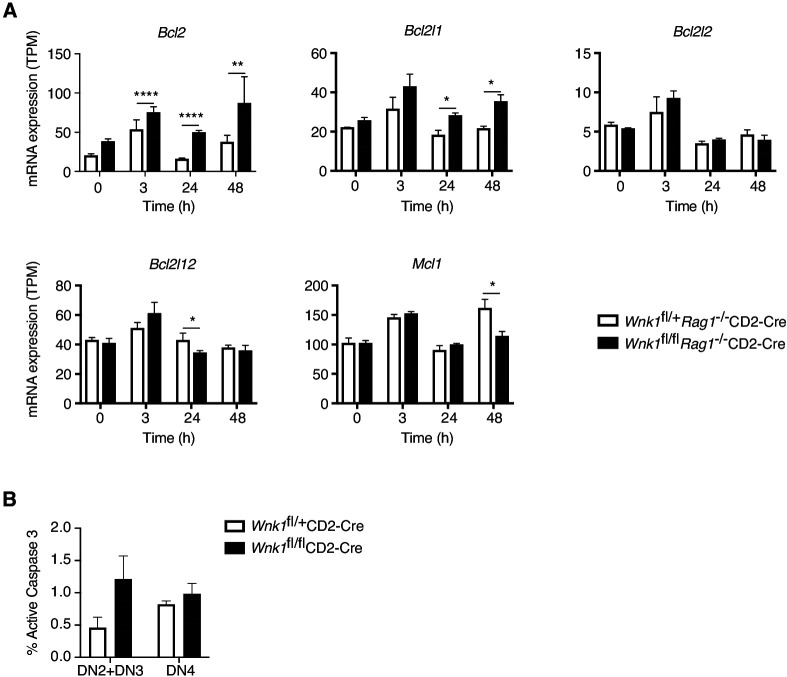
Expression of anti-apoptotic genes in the absence of WNK1. (**A**) Analysis of RNAseq experiment described in Figure 3A, showing mean ± SEM expression of anti-apoptotic genes. No expression was detected of the *Bcl2a1* genes. (**B**) Graph shows mean ± SEM% of DN2 and DN3 (DN2+DN3) or DN4 thymocytes of the indicated genotypes that stained positively for active Caspase 3; there was no statistically significant difference in the level of active Caspase three between genotypes. *0.01 < p < 0.05, **0.001 < p < 0.01, and ****p<0.0001. Significance was calculated by the Wald test (A, Supplementary file 3) or by the Mann-Whitney test (**B**). Sample sizes: three *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and four *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice for 0 hr time point and three mice of each genotype for all other time points (**A**), or 6 of each genotype (**B**). Data are from one experiment (**A**) or pooled from two (**B**).

Another high scoring transcription factor was MYC, whose targets were also strongly enriched within all DEGs and the more limited cell-cycle gene set (Figure 7A). MYC regulates the expression of cell-cycle genes, including CDK-, CYCLIN-, and E2F-family proteins, many of which are dysregulated in WNK1-deficient thymocytes (Figure 6B; Bretones et al., 2015). Indeed, four direct MYC targets, E2F2, E2F3, E2F4, and E2F7, were identified among the transcription factors most likely to cause dysregulation of cell-cycle genes (Figure 7A). Furthermore, thymic development is blocked in the absence of MYC, because of a failure of DN thymocytes to proliferate (Dose et al., 2006; Douglas et al., 2001), similar to the phenotype in WNK1-deficient thymocytes. Thus, we hypothesized that WNK1 may be required for pre-TCR-induced proliferation in DN4 thymocytes because it regulates MYC activity.

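*E2f4*, which with pocket proteins represses cell cycle genes in resting cells, was lower in WNK1-deficient thymocytes at 24 hr (4552 ± 665 to 2763 ± 179 normalized counts, n = 3 each, log2 fold change -0.71, adjusted p = 0.00736). The activator genes *E2f2* (5258 ± 108 to 2842 ± 171, -0.89, adjusted p = 0.0685) and *E2f3* (1364 ± 367 to 1168 ± 25.6, -0.18, adjusted p = 0.578) were not called. Nor was the atypical repressor gene *E2f7* (199.9 ± 24.8 to 158 ± 10.8, -0.33, adjusted p = 0.765). Beyond these, the activator gene *E2f1* (1788 ± 338 to 929.9 ± 64.3, -0.93, adjusted p = 0.036) and the repressor gene *E2f6* (1379.8 ± 452 to 867 ± 63.8, -0.62, adjusted p = 0.0245) were lower. *Tfdp1*, the DP1 partner of E2F proteins (9843 ± 2673 to 5732 ± 393, -0.75, adjusted p = 0.0169), was lower too, and *E2f8* was not called (-0.83, adjusted p = 0.247). As a family, 4 of 10 tested E2F and DP genes were lower, none higher and 6 not called (1 and 5 adjusted over the list alone, adjusted p = 0.0211, adjusted p = 0.525 with an estimated correlation). *E2f2* passed with DESeq2 and without 3 libraries that stand apart (chosen after seeing the data), and without control replicate 3 at 24 hr *E2f1*, *E2f6*, *Tfdp1* and the family lost their calls.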

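Genes of growth metabolism under MYC control leaned downwards at 24 hr without WNK1, 3 of 30 lower, 1 higher and 26 not called (1 and 3 adjusted over the list alone). Their median log2 fold change was -0.28 (adjusted p = 0.0409, adjusted p = 0.715 with an estimated correlation). Lower were *Ldha* (32075 ± 3159 to 19821 ± 2074, -0.69, adjusted p = 0.0107), lactate dehydrogenase, and *Ranbp1* (8202 ± 1734 to 4205 ± 206, -0.94, adjusted p = 0.0123), a regulator of nuclear transport (mean ± SD, n = 3 each, from control to WNK1-deficient). *Hspe1* (4937 ± 1376 to 3207 ± 144, -0.59, adjusted p = 0.031), a mitochondrial chaperonin subunit, was the other. From the MYC-regulated cell cycle genes that differ at 24 hr, and from the failure of DN thymocytes to proliferate without MYC, the paper proposes that WNK1 may act on proliferation through MYC activity. The list lost its call without control replicate 3 (adjusted p = 0.736) or WNK1-deficient replicate 3 (adjusted p = 0.143), and *Ldha*, *Ranbp1* and *Hspe1* lost theirs without the first of these. The list call also ended with quantile normalization (adjusted p = 0.204), with a mean of at least 100 (adjusted p = 0.0599) and by fry (adjusted p = 0.353). It ended too without 3 libraries that stand apart (adjusted p = 0.727), a test chosen after seeing the data.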

*Myc* transcription in thymocytes is induced by Notch signaling (Weng et al., 2006), whereas pre-TCR signaling leads to increased MYC protein levels (Dose et al., 2006; Mingueneau et al., 2013). 

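*Myc* mRNA (ENSMUSG00000022346, chromosome 15, 61985341 to 61990361) was not called between the genotypes at 24 hr, at 4997 ± 4184 normalized counts in control and 3714 ± 618 in WNK1-deficient thymocytes (n = 3 each). The log2 fold change was -0.12 (standard error 0.37, adjusted p = 0.878). At 0, 3 and 48 hr it was -0.32, 0.43 and 0.30 (adjusted p = 0.54, 0.535 and 0.643). From 0 to 3 hr *Myc* was not called in control thymocytes (0.21, adjusted p = 0.698) and rose in WNK1-deficient thymocytes (0.95, adjusted p = 0.0492). The spread among control mice at 24 hr comes from replicate 3 (9788), and leaving it out turned the log2 fold change to 0.531 without a call, so a difference of either sign is left open.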

*Myc* mRNA levels were unaltered in WNK1-deficient DN3 thymocytes 24 hr after anti-CD3ε stimulation, implying that Notch regulation of *Myc* transcription is not affected in the absence of WNK1 (Figure 7B). 

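*Hes1*, a repressor switched on directly by Notch, was not called between the genotypes at any time. At 0 hr it stood at 5077 ± 898 to 3732 ± 219.6 normalized counts (-0.43, adjusted p = 0.531) and at 3 hr at 1772 ± 653 to 1947 ± 243 (0.19, adjusted p = 0.862), from control to WNK1-deficient (n = 3, and 4 WNK1-deficient at 0 hr). At 24 hr the values were 604 ± 600.5 to 263 ± 87.7 (-0.79, adjusted p = 0.319) and at 48 hr 517 ± 38.1 to 1142 ± 815 (0.88, adjusted p = 0.25). Other Notch targets were called at 24 hr, 4 of 13 lower without WNK1 and none higher (0 and 5 adjusted over the list alone, median -0.56, adjusted p = 0.00363, adjusted p = 0.525 with an estimated correlation). Leading them were *Dtx1* (4189 ± 451 to 1195 ± 641, -1.97, adjusted p = 0.00214), a ubiquitin ligase of the pathway, *Notch3* (2421 ± 3198 to 259 ± 88.8, -2.30, adjusted p = 0.0156), a receptor that is itself a target, and *Ptcra*. The list was not called at 0, 3 or 48 hr (adjusted p = 0.387, 0.688 and 0.791). Control replicate 3 at 24 hr held *Hes1* at 1296, and without it *Notch3* and the list lost their calls while *Dtx1* kept its own.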

The expression of another Notch target, *Hes1*, was also unaltered by the loss of WNK1 (Figure 4B), reinforcing the conclusion that WNK1 is not required for Notch function. In contrast, loss of WNK1 affected levels of MYC protein. Whereas anti-CD3ε stimulation resulted in increased MYC in control DN3 cells, no such rise was seen in WNK1-deficient cells (Figure 7C). Furthermore, analysis of *Wnk1*^fl/fl^CD2-Cre mice also showed reduced levels of MYC in both DN2+DN3 and DN4 thymocytes compared to control mice (Figure 7D). Thus, WNK1 is required for pre-TCR-induced post-transcriptional upregulation of MYC in DN thymocytes, and the failure to upregulate MYC in WNK1-deficient DN cells may account for their reduced proliferation and failure to differentiate into DP thymocytes.

### OXSR1 and STK39 are required for pre-TCR induced proliferation and regulation of MYC

We have previously shown that in CD4^+^ T cells, WNK1 transduces signals via the related OXSR1 and STK39 kinases and the SLC12A2 ion co-transporter (Köchl et al., 2016). To test if these proteins are also required for T-cell development, we evaluated thymocyte numbers in mice bearing a point mutation in *Stk39* (*Stk39*^T243A^) and *Oxsr1* (*Oxsr1*^T185A^). These residues are phosphorylated by WNK1 leading to the activation of STK39 and OXSR1, respectively and thus STK39-T243A and OXSR1-T185A can no longer be activated by WNK1. To analyze the effect of the *Stk39*^T243A^ mutation, we compared *Stk39*^T243A/T243A^ and control mice, whereas to assess the effect of the *Oxsr1*^T185A^ mutation we reconstituted irradiated RAG1-deficient mice with *Oxsr1*^T185A/T185A^ and control fetal liver cells, since this homozygous mutation is lethal in late gestation (Rafiqi et al., 2010). We found that thymocyte numbers in both mutant mouse strains were normal (Figure 8A,B), suggesting that individually WNK1 activation of either STK39 or OXSR1 is not required for thymocyte development.

**Figure 8.**
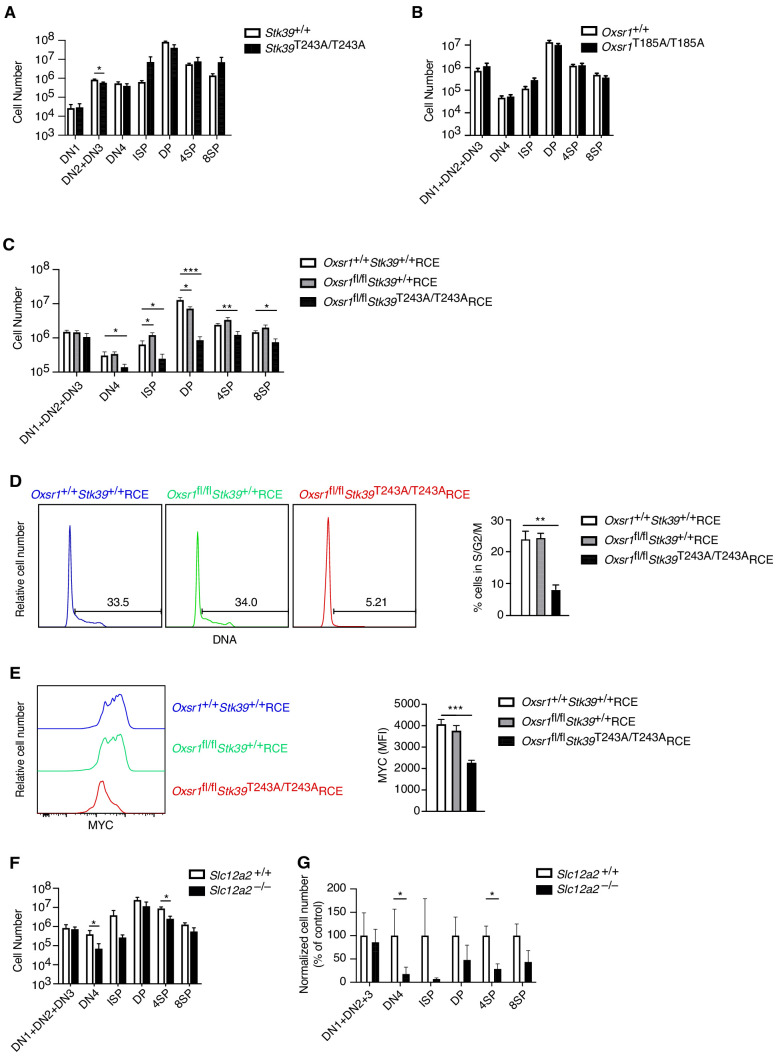
OXSR1 and STK39 are required for pre-TCR induced proliferation and regulation of MYC. (**A–C**) Mean ± SEM number of thymocytes at each developmental stage in *Stk39*^+/+^ and *Stk39*^T243A/T243A^ mice (**A**) or in *Rag1*^-/-^ radiation chimeras reconstituted with fetal liver cells from *Oxsr1*^+/+^ and *Oxsr1*^T185A/T185A^ embryos (**B**) or reconstituted with bone marrow cells from *Oxsr1*^+/+^*Stk39*^+/+^RCE, *Oxsr1*^fl/fl^*Stk39*^+/+^RCE and *Oxsr1*^fl/fl^*Stk39*^T243A/T243A^RCE mice (**C**). The chimeric mice in C were analyzed 7 d after treatment with tamoxifen. Thymocyte subsets were identified by flow cytometry as shown in Figure 1A,E. (**D**) Left: flow cytometric analysis of DNA content in DN4 thymocytes from *Rag1*^-/-^ radiation chimeras reconstituted with bone marrow cells of the indicated genotypes. Gates show percentage of cells containing more than the diploid amount of DNA (S, G2, and M phases of cell cycle). Right: mean ± SEM percentage of cells in S/G2/M phases of the cell cycle based on gate shown on histograms. (**E**) Left: flow cytometric analysis of MYC levels in DN4 thymocytes from *Rag1*^-/-^ radiation chimeras reconstituted with bone marrow cells of the indicated genotypes. Right: mean ± SEM levels of MYC in DN4 thymocytes. (**F**) Mean ± SEM number of thymocytes at each developmental stage in *Rag1*^-/-^ radiation chimeras reconstituted with liver cells from *Slc12a2*^+/+^ and *Slc12a2*^-/-^ embryos. (**G**) Mean ± SEM number of cells in each thymocyte population in chimeras reconstituted with *Slc12a2*^-/-^ fetal liver normalized to *Slc12a2*^+/+^ control chimeras (set to 100%). *0.01 < p < 0.05, **0.001 < p < 0.01, and ***p<0.001. Significance calculated by Mann-Whitney test. Sample sizes: six (**A, F, G**) or eight (**B**) of each genotype, or eight *Oxsr1*^+/+^*Stk39*^+/+^RCE, and seven *Oxsr1*^fl/fl^*Stk39*^+/+^RCE and *Oxsr1*^fl/fl^*Stk39*^T243A/T243A^RCE mice (**C–E**). In all cases, data are pooled from two independent experiments.

However, since OXSR1 and STK39 are related kinases, they could be functionally redundant with each other. We were unable to test this possibility by simply combining the *Oxsr1*^T185A^ and *Stk39*^T243A^ mutations, since embryos homozygous for both mutations die early in gestation before fetal liver cells can be harvested to make radiation chimeras (not shown). Instead, we intercrossed mice with a floxed allele of *Oxsr1* (*Oxsr1*^fl^), the *Stk39*^T243A^ allele and RCE, the tamoxifen-inducible Cre to generate mice whose bone marrow cells we used to reconstitute the hematopoietic system of irradiated RAG1-deficient mice. Subsequent treatment of the mice with tamoxifen allowed us to compare development of control thymocytes expressing wild-type OXSR1 and STK39 (*Oxsr1*^+/+^*Stk39*^+/+^RCE), cells missing OXSR1 but expressing wild-type STK39 (*Oxsr1*^fl/fl^*Stk39*^+/+^RCE) or double mutant cells missing OXSR1 and expressing a mutant STK39 (*Oxsr1*^fl/fl^*Stk39*^T243A/T243A^RCE). In the double mutant animals there was a large reduction in DN4, ISP and DP thymocytes compared to control or single mutant mice (Figure 8C), demonstrating that OXSR1 and STK39 are required for development beyond the pre-TCR checkpoint, but that the kinases have redundant function with each other. Furthermore, DN4 thymocytes deficient in both OXSR1 and STK39 had reduced entry into S-phase and reduced levels of MYC, similar to the phenotype seen in WNK1-deficient thymocytes (Figure 8D,E). Finally, we extended this to analysis of chimeras reconstituted with fetal livers from SLC12A2-deficient embryos and found their thymocytes to also be substantially reduced at the DN4, ISP, and 4SP stages, though the effect was not as large as that caused by loss of WNK1 (Figure 8F,G).

### Forced expression of MYC rescues the developmental block in WNK1-deficient thymocytes

The findings described above support a hypothesis in which reduced amounts of MYC in WNK1-deficient thymocytes were responsible for the defective pre-TCR checkpoint block. To directly test this, we performed MYC rescue experiments where irradiated RAG2-deficient mice were reconstituted with *Wnk1*^fl/fl^RCE or control *Wnk1*^fl/+^RCE bone marrow cells infected with retroviral vectors expressing MYC or MYC-T58A, a mutant that is degraded more slowly (Gregory et al., 2003; Preston et al., 2015; Welcker et al., 2004a; Welcker et al., 2004b). We used an empty vector as a control, and all retroviral vectors also expressed GFP to identify transduced cells (Figure 9A). The resultant chimeric mice were treated with tamoxifen to delete the *Wnk1* gene and analyzed 7 d later. As seen previously, loss of WNK1 resulted in a large reduction in the numbers of DN3b, DN4, ISP and DP thymocytes (Figure 9B–D). In both control and WNK1-deficient thymocytes infected with empty vector, the normalized % GFP^+^ cells decreased from the DN3a to DN3b to DN4 subsets as thymocytes developed across the pre-TCR checkpoint (Figure 9E,F). In contrast, and compared to cells infected with empty vector, transduction of both control and WNK1-deficient thymocytes with MYC or MYC-T58A vectors resulted in a significant increase in the normalized % GFP^+^ cells as they developed from DN3a to DN3b to DN4. Thus, cells overexpressing MYC demonstrate a selective advantage at the pre-TCR transition checkpoint. Importantly, this result implies that levels of endogenous MYC were limiting at this transition and are consistent with our hypothesis that the developmental block in WNK1-deficient thymocytes is caused by reduced levels of MYC.

**Figure 9.**
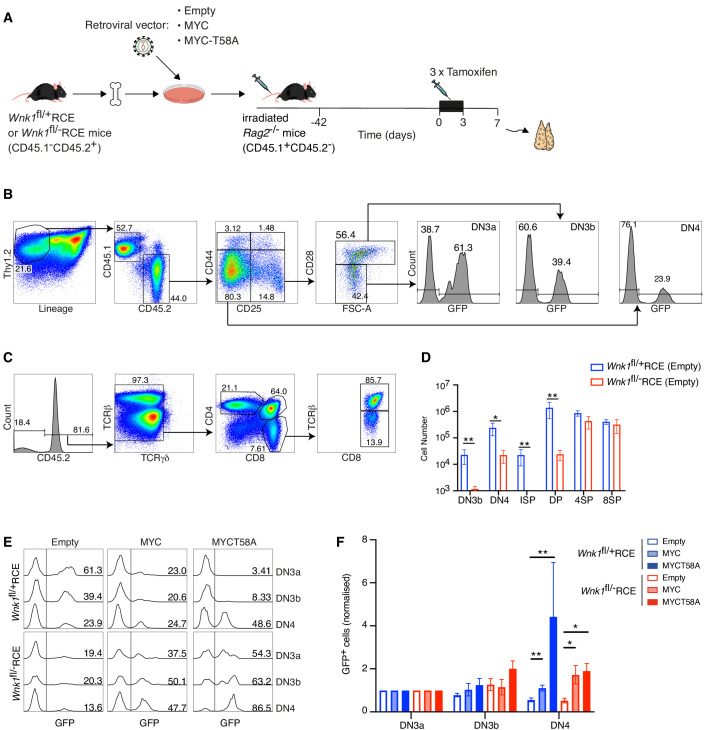
Ectopic expression of MYC promotes development of WNK1-deficient thymocytes through the pre-TCR checkpoint. (**A**) Bone marrow from *Wnk1*^fl/+^RCE or *Wnk1*^fl/-^RCE mice (CD45.1^-^CD45.2^+^) was infected in vitro with MIGR1 retroviral vectors expressing MYC, MYCT58A or no gene of interest (Empty); all vectors expressed GFP. Infected bone marrow was used to reconstitute irradiated RAG2-deficient mice (CD45.1^+^CD45.2^-^). 42 d later mice were treated with three daily injections tamoxifen and analyzed 7 d after start of tamoxifen treatment. (**B, C**) Flow cytometric analysis showing (**B**) gating of Thy1.2^+^Lineage^-^CD45.1^-^CD45.2^+^ thymocytes separated into DN3a (CD44^-^CD25^+^CD28^-^FSC^low^), DN3b (CD44^-^CD25^+^CD28^+^FSC^high^) and DN4 (CD44^-^CD25^-^CD28^+^) cells, within which GFP^+^ cells have been infected with the retroviral vector and (**C**) gating of CD45.2^+^TCRγδ^-^ thymocytes separated into ISP (CD4^-^CD8^+^TCRβ^-^), DP (CD4^+^CD8^+^), 4SP (CD4^+^CD8^-^) and 8SP (CD4^-^CD8^+^TCRβ^+^) cells. Numbers indicate percentage of cells in gates. (**D**) Mean ± SEM number of cells in thymocyte subsets of *Rag2*^-/-^ chimeras reconstituted with bone marrow from *Wnk1*^fl/+^RCE or *Wnk1*^fl/-^RCE mice retrovirally transduced with empty vector gated as in B and C. (**E**) Histograms showing GFP expression in DN3a, DN3b, and DN4 cells from chimeras reconstituted with *Wnk1*^fl/+^RCE or *Wnk1*^fl/-^RCE marrow that had been infected with indicated retroviral vectors. Numbers indicate percentage of GFP^+^ cells. (**F**) Graph of mean (± SEM) % GFP^+^ cells in DN3a, DN3b, and DN4 cells from chimeras reconstituted with *Wnk1*^fl/+^RCE or *Wnk1*^fl/-^RCE marrow that had been infected with indicated retroviral vectors, normalized to % GFP^+^ cells in DN3a cells of each chimera (set to 1). Significance calculated by Mann-Whitney test. *0.01 < p < 0.05, **p<0.01. Sample sizes: (**D**) five chimeras reconstituted with each genotype; (**F**) six chimeras reconstituted with *Wnk1*^fl/+^RCE marrow infected with empty vector or MIGR1-MYC, four chimeras reconstituted with *Wnk1*^fl/+^RCE marrow infected with MIGR1-MYCT58A, five chimeras reconstituted with *Wnk1*^fl/-^RCE marrow infected with empty vector or MIGR1-MYC and seven chimeras reconstituted with *Wnk1*^fl/-^RCE marrow infected with MIGR1-MYCT58A. Data are from one experiment.

Taken together, these results show that a WNK1-OXSR1-STK39-SLC12A2 pathway that regulates ion homeostasis plays a critical role at the pre-TCR checkpoint, by transducing signals that regulate thymocyte proliferation and differentiation into DP thymocytes, and that it may do so by controlling levels of MYC.

## Discussion

T-cell development in the thymus is a highly regulated process, and critical checkpoints at specific thymocyte stages remain poorly understood. We show here that WNK1 and its kinase activity are absolutely required for the transition of DN to DP thymocytes at the β-selection checkpoint. Specifically, in the absence of WNK1 there is a failure of the proliferative expansion of TCRβ^+^ DN4 cells and subsequent differentiation into DP cells, hallmarks of β-selection. This developmental transition depends on signals from at least three receptors: pre-TCR, CXCR4, and NOTCH1 (Carpenter and Bosselut, 2010). NOTCH1 signaling appears to be unaffected by loss of WNK1, since WNK1-deficient DN thymocytes have normal expression of the NOTCH1-regulated *Hes1* and *Myc* genes. Instead, the developmental block in WNK1-deficient thymocytes is more likely caused by defective signaling from the pre-TCR, CXCR4 or both.

Interestingly, the loss of WNK1 does not affect development of γδ thymocytes. The decision of whether DN thymocytes develop into the αβ or the γδ lineage is most likely driven by signal strength: a weak pre-TCR signal or a strong TCRγδ signal resulting in αβ or γδ development respectively (Sumaria et al., 2019). Our data imply that the stronger TCRγδ signal does not require WNK1.

Our results demonstrate that WNK1 transduces signals from the pre-TCR and CXCR4 in DN thymocytes. Furthermore, we showed that WNK1-deficient cells have increased anti-CD3ε- and CXCL12-induced LFA1-mediated adhesion and reduced CXCL12-induced migration. Thus, WNK1 is a negative regulator of adhesion and a positive regulator of migration in DN3 thymocytes. This mirrors our findings in CD4^+^ T cells, where we showed that WNK1 transduces signals from the TCR and CCR7 in CD4^+^ T cells to regulate both adhesion and migration (Köchl et al., 2016). WNK1 may be independently acting downstream of both the pre-TCR and CXCR4, but the two receptors may co-localize, with CXCR4 acting as a co-receptor for the pre-TCR (Trampont et al., 2010); other studies have shown that the TCR and CXCR4 physically associate to form a complex (Kumar et al., 2006). Thus, WNK1 may transduce signals from a pre-TCR–CXCR4 complex.

CXCR4-deficient mice show a strong developmental block at the β-selection checkpoint, similar to that seen in the absence of WNK1 (Janas et al., 2010; Trampont et al., 2010). This block was ascribed to mislocalization of DN3 thymocytes, with fewer cells reaching the sub-capsular zone (Trampont et al., 2010). Reduced CXCL12-induced migration of WNK1-deficient DN3 thymocytes in vitro suggested that mislocalization of DN3 cells may also account for the developmental arrest in WNK1-deficient thymi. However in vivo we found that WNK1-deficient DN3 thymocytes localized correctly to the sub-capsular zone and defective migration is unlikely to account for the developmental defect. This conclusion is further supported by the strong developmental arrest of WNK1-deficient thymocytes cultured on OP9-DL1 cells, a system where thymocyte development does not require migration. Since development of DP cells in this system requires CXCL12 produced by the OP9-DL1 cells, CXCR4 contributes to development through the β-selection checkpoint by more than just controlling thymocyte migration (Janas et al., 2010). Indeed, CXCR4, acting with the pre-TCR is required for proliferation of DN thymocytes as they undergo β-selection (Trampont et al., 2010).

Analysis of WNK1-deficient DN3 thymocytes responding to pre-TCR signals showed that the initial responses of the cells are largely normal. They increase rates of translation, transiently induce expression of *Nur77*, upregulate expression of *Cd27* and *Cd28*, downregulate expression of *Il2ra*, *Rag2* and *Ptcra*, and lose surface expression of CD25, phenotypically becoming DN4 thymocytes. Furthermore, after 3 hr of stimulation with anti-CD3ε, they progress into the late G1 phase of the cell cycle as indicated by upregulation of *Cdk6*, *Ccnd2,* and *Ccnd3*. However, they have a profound block in entry into S-phase 24 hr after stimulation, with reduced expression of *Cdk2*, *Ccne1,* and *Ccne2*, as well as genes encoding E2F-, ORC-, and MCM-family proteins. In agreement with this, many fewer WNK1-deficient DN4 thymocytes entered S/G2/M phases of the cell cycle. Since proliferation of DN thymocytes is required for their differentiation into DP cells (Kreslavsky et al., 2012), this proliferative defect also accounts for the failure of WNK1-deficient cells to develop into DP thymocytes.

MYC is upregulated at the β-selection checkpoint as thymocytes transit from the DN3 to DN4 stage and start to proliferate (Dose et al., 2006; Mingueneau et al., 2013). Importantly, we found that WNK1-deficient DN3 thymocytes failed to upregulate MYC in response to pre-TCR stimulation. Furthermore, many MYC target genes were dysregulated in the absence of WNK1, especially cell- cycle genes. MYC-deficiency results in a similar thymic phenotype to that seen in the absence of WNK1 – reduced proliferation of DN thymocytes, failure to increase in cell size and a substantial reduction of DP thymocytes (Dose et al., 2006; Douglas et al., 2001). Importantly, ectopic expression of MYC provided a selective advantage for WNK1-deficient thymocytes developing across the pre-TCR checkpoint. Taken together, we propose that the reduced proliferation of WNK1-deficient DN4 thymocytes may be caused by failure to upregulate MYC, and hence reduced expression of genes required for S-phase entry.

The upregulation of MYC at the β-selection checkpoint is post-transcriptional – MYC protein increases despite constant *Myc* mRNA levels (Mingueneau et al., 2013). Loss of WNK1 affects this post-transcriptional regulation since mutant DN thymocytes had reduced MYC protein, but unchanged levels of *Myc* mRNA. MYC is regulated at the level of protein stability. It has a short half-life, estimated to be around 20 min, caused by rapid proteasomal degradation and its stability is regulated by phosphorylation; ERK phosphorylation stabilizes MYC, whereas GSK3β-dependent phosphorylation results in ubiquitination of MYC by E3-ligases such as FBXW7 and subsequent proteasomal degradation (Dang, 2012; Gregory et al., 2003; Welcker et al., 2004a; Welcker et al., 2004b; Yada et al., 2004). Notably, deletion of *Fbxw7* in the thymus results in high levels of MYC, increased proliferation and hypercellularity (Onoyama et al., 2007). Interestingly, the expression of *Fbxw7* is increased in WNK1-deficient DN3 thymocytes 24 hr after anti-CD3ε stimulation, which may contribute to destabilizing MYC.

Since loss of both OXSR1 and STK39 also leads to a block at the pre-TCR checkpoint, along with reduced MYC levels and decreased proliferation of DN4 thymocytes, we hypothesize that WNK1 transduces pre-TCR and CXCR4 signals via OXSR1 and STK39 to the upregulation of MYC, and hence to entry into S-phase and increased cell division. OXSR1 and STK39 phosphorylate multiple members of the SLC12A-family of ion co-transporters. Deficiency of SLC12A2, a Na^+^K^+^Cl^-^ transporter, showed a block at the pre-TCR checkpoint, which was less complete than that seen in the absence of WNK1. This suggests that OXSR1 and STK39 may be transducing signals that regulate MYC via several SLC12A-family proteins, including SLC12A2. The WNK1-OXSR1-STK39-SLC12A2 pathway regulates ion uptake in kidney epithelial cells. Our results suggest that regulation of ion homeostasis may be essential for pre-TCR induced proliferation of thymocytes. Further studies will be needed to establish if it is the ion movement per se or the subsequent osmotic movement of water into the cell which is essential for thymic development.

Interestingly, among >1400 cancer cell lines, the expression of WNK1 is highest in T-cell acute lymphoblastic leukemia (T-ALL) lines, many of which originate from immature thymocytes (Cancer Cell Line Encyclopedia, CCLE https://portals.broadinstitute.org/ccle) (Barretina et al., 2012; Tan et al., 2017). Furthermore, T-ALL lines are the most sensitive to loss of WNK1, as measured by growth inhibition (CCLE) (Tsherniak et al., 2017), implying that WNK1 plays a key role in these thymically-derived tumors. Since T-ALL cells express high levels of MYC, which is essential for their proliferation (Sanchez-Martin and Ferrando, 2017), we hypothesize that WNK1 may contribute to the growth of T-ALL by maintaining high levels of MYC, making WNK1 a potential therapeutic target in this thymocyte-derived leukemia.

In summary we have shown that WNK1 is an essential regulator of early thymocyte development, where, during β-selection, it transduces signals from the pre-TCR and CXCR4 via OXSR1, STK39, and SLC12A2 that lead to upregulation of MYC, proliferation of DN4 thymocytes and differentiation into DP cells.

## Materials and methods

### Mice

Mice with a conditional allele of *Wnk1* containing loxP sites flanking exon 2 (*Wnk1*^tm1Clhu^, *Wnk1*^fl^), with a conditional allele of *Oxsr1* containing loxP sites flanking exons 9 and 10 (*Oxsr1*^tm1.1Ssy^, *Oxsr1*^fl^) with a transgenic Cre recombinase under the control of the human CD2 promoter (Tg(CD2-icre)4Kio, CD2-Cre), with a kinase-inactive allele of *Wnk1* (*Wnk1*^tm1.1Tyb^, *Wnk1*^D368A^), with a tamoxifen-inducible Cre in the *ROSA26* locus (*Gt(ROSA)26Sor*^tm1(cre/ERT2)Thl^, *ROSA26*^CreERT2^, RCE), mice expressing OXSR1-T185A (*Oxsr1*^tm1.1Arte^, *Oxsr1*^T185A^), STK39-T243A (*Stk39*^tm1.1Arte^, *Stk39*^T243A^), and carrying loss of function alleles of *Slc12a2* (*Slc12a2*^tm1Ges^ *Slc12a2*^-^, imported from MMRRC), *Rag2* (*Rag2*^tm1Fwa^, *Rag2*^-^) and *Rag1* (*Rag1*^tm1Mom^, *Rag1*^-^) have been described before (de Boer et al., 2003; de Luca et al., 2005; Flagella et al., 1999; Köchl et al., 2016; Lin et al., 2011; Mombaerts et al., 1992; Rafiqi et al., 2010; Shinkai et al., 1992; Xie et al., 2009). Mice with a deleted allele of *Wnk1* (*Wnk1*^tm1.1Clhu^, *Wnk1*^-^) were generated by crossing *Wnk1*^fl/+^ mice with C57BL/6J.129S4-Tg(Prm-cre)70Og/Nimr mice that delete loxP-flanked alleles in the male germline (O'Gorman et al., 1997). All mice were bred and maintained on a C57BL/6J background, except RAG2-deficient mice which were maintained on a B6.SJL background. All breeding was initially carried out at the MRC National Institute for Medical Research and then at the Francis Crick Institute. All experiments were carried out under the authority of a Project Licence granted by the UK Home Office.

### Radiation chimeras

To generate radiation chimeras, either bone marrow cells were harvested from *Wnk1*^fl/+^RCE or *Wnk1*^fl/D368A^RCE mice or from *Oxsr1*^+/+^*Stk39*^+/+^RCE, *Oxsr1*^fl/fl^*Stk39*^+/+^RCE and *Oxsr1*^fl/fl^*Stk39*^T243A/T243A^RCE mice, or fetal livers were harvested from E14.5 embryos with the required genotypes (*Oxsr1*^+/+^ and *Oxsr1*^T185A/T185A^ or *Slc12a2*^+/-^ and *Slc12a2*^-/-^). RAG1-deficient animals (5–8 weeks of age) were irradiated with 5Gy using a ^137^Cs-source, and then reconstituted intravenously with at least 1 × 10^6^ bone marrow cells/recipient or 0.5 × 10^6^ fetal liver cells/recipient. All chimeric animals received Baytril in their drinking water (0.02%, Bayer Healthcare) for at least 4 weeks post-transplantation. If required, 8–20 weeks after reconstitution chimeric mice were injected intraperitoneally for 3 d with 2 mg/day of tamoxifen (Sigma) re-suspended at 20 mg/ml in corn oil (Sigma) and analyzed 7 d after start of tamoxifen treatment.

### Ectopic expression of MYC in radiation chimeras

Mouse MYC cDNA was inserted into the *Eco*RI site of the MIGR1 retroviral vector (Pear et al., 1998) to generate MIGR1-MYC in which the MYC cDNA is followed by an internal ribosomal entry site and GFP (Luo et al., 2005). MIGR1-MYCT58A was generated by site directed mutagenesis from MIGR1-MYC. Infectious retroviruses were generated from these vectors by transfection into Plat-E cells (Morita et al., 2000) and used to infect bone marrow cells as previously described (Schweighoffer et al., 2013). Bone marrow cells from *Wnk1*^fl/+^RCE or *Wnk1*^fl/-^RCE mice on a C57BL/6J background (CD45.1^-^CD45.2^+^) were infected with MIGR1 (empty vector), MIGR1-MYC or MIGR1-MYCT58A retroviral vectors. RAG2-deficient mice on a B6.SJL background (CD45.1^+^CD45.2^-^) that had been irradiated with 5Gy using a ^137^Cs-source were reconstituted intravenously with at least 1 × 10^6^ infected bone marrow cells/recipient. Chimeric mice received Baytril in their drinking water for at least 4 weeks post-transplantation. 6 weeks after reconstitution chimeric mice were injected intraperitoneally for 3 d with 2 mg/day of tamoxifen and analyzed 7 d after start of tamoxifen treatment.

### Flow cytometry, antibodies, cytokines, and other materials

Flow cytometry was carried out using standard techniques with pre-titered antibodies. Antibodies for stimulations and flow cytometry against the following proteins were obtained from BioLegend, eBioscience, BD Biosciences, BD Pharmingen or Tonbo (clone names indicated in parentheses): B220 (RA3-6B2), CD3ε (2C11), CD4 (RM4-4 or GK1.5), CD8 (53–6.7), CD11b (M1/70), CD11c (N418 or HL3), CD19 (1D3 or MB19-1) CD25 (3C7 or PC-61.5 or 7D4), CD28 (E18), CD44 (IM7), CD45.1 (A20), CD45.2 (104), DX5, GR-1 (RB6-8C5), LFA-1 (M17/4), NK1.1 (PK136), PTCRA (2F5), TCRβ (H57-597), TCRγδ (UC7-13-D5), Thy1.2 (53–2.1). Further reagents: anti-active Caspase-3 (C92-605, BD Pharmingen), anti-CXCR4 (2B11, BD Pharmingen), anti-mouse IgG1-biotin (A85-1, BD Pharmingen), anti-MYC (Y69, Abcam), anti-pS325-OXSR1/pS383-STK39 (MRC-PPU), anti-pS235/pS236-S6 (D57.2.2E, Cell Signaling); 7AAD, Foxp3/Transcription factor staining buffer set (eBioscience), mouse CXCL12, mouse ICAM1-Fc (R and D systems), FxCycle Violet Stain, LIVE/DEAD NearIR (Thermo Fisher), Zombie Aqua (Biolegend). If not stated otherwise antibody dilutions were 1:200 for flow cytometry and thymocyte enrichment, and 1:1000 for immunoblotting experiments. If not otherwise stated antibodies to exclude lineage were a mixture of antibodies against the proteins B220, CD3ε, CD4, CD8, CD11b, CD11c, CD19, DX5, GR-1, NK1.1, TCRβ and TCRγδ. For the analysis of intracellular phospho-S6 levels single-cell suspensions of thymocytes were fixed in 2% PFA for 15 min at 4°C and then permeabilized with ice-cold 90% methanol over night at −20°C. Thymocytes were washed 2 x with PBS, containing 0.5% FCS before adding anti-pS235/pS236-S6 (1:50) and antibodies against surface markers in PBS with 0.5% FCS. Cells were analyzed by flow cytometry. For the analysis of intracellular MYC or active Caspase-3, single-cell suspensions of thymocytes were first stained with antibodies against surface markers and then fixed for 20 min with BD Fix/Perm solution, before being washed 2x with BD Perm/Wash buffer and incubated with anti-MYC (1:400) or anti-active-Caspase-3-PE (1:50) in Perm/Wash buffer for 30 min. After two further washes with BD Perm/Wash buffer cells were analyzed by flow cytometry. For the analysis of DNA content single-cell suspensions of thymocytes were first stained with antibodies against surface markers and then fixed for 20 min with Fix/Perm buffer from the Foxp3 kit, before being washed 3x with Perm/Wash buffer from the kit and incubated in 7AAD or with FxCycle Violet Stain diluted 1:400 or 1:1000, respectively, into Perm/Wash buffer for 30 min. 7AAD and FxCycle Violet Stain fluorescence was analyzed by flow cytometry, with the fluorescence parameter set to linear; in all other cases, fluorescence was acquired on a logarithmic scale.

### Cell lines

OP9-DL1 and Platinum E (Plat-E) packaging cells were obtained from Cell Services of the Francis Crick Institute and were validated by Short Tandem Repeat profiling and tested for absence of mycoplasma contamination.

### RNA sequencing (RNAseq)

For RNAseq, *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre and *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice were injected with anti-CD3ε (150 µg). Thymi were harvested 3, 24, and 48 hr later. Thymi from uninjected mice were used for the 0 hr time point. CD44^-^ Thy1.2^+^ thymocytes were sorted into Trizol (Life Technologies) using a Beckman Coulter MoFlo XDP cell sorter. RNA was purified using the RNEasy mini kit (Qiagen). Stranded polyA-enriched libraries were made using the KAPA mRNA HyperPrep Kit (Roche) according to the manufacturer’s instructions and sequenced in the HiSeq 4000 (Illumina), collecting 28–73 million single-end reads of 75 bases per sample. Read trimming and adapter removal were performed using Trimmomatic (version 0.36) (Bolger et al., 2014). The RSEM package (version 1.2.31) (Li and Dewey, 2011), and STAR (version 2.5.2a) (Dobin et al., 2013) were used to align reads to the mouse genome (Ensembl GRCm38 release 86) and to obtain gene-level counts. For RSEM, all parameters were run as default except ‘--forward-prob’ that was set to ‘0’. Differential expression analysis was carried out with DESeq2 package (Love et al., 2014). Genes were considered to be differentially expressed with adjusted p-value (padj) ≤0.05. For data processing in Metacore, only genes with an average expression of transcripts per million (TPM) >3 over all conditions were considered. All RNAseq data have been deposited in Gene Expression Omnibus (GEO) with accession number GSE136210.

For the re-analysis of RNAseq data from thymocyte subsets (Hu et al., 2013), Fastq files were obtained from the Gene Expression Omnibus (GSE48138). Gene-level TPM abundance estimates were calculated with RSEM using STAR to align reads against the NCBIM37 (mm9) genome assembly with Ensembl release 67 transcript annotations.

### Q-PCR for *Wnk1* mRNA

Up to 5 × 10^4^ cells of each thymic population from thymi of control or WNK1-deficient animals were sorted directly into RLT lysis buffer, total RNA was extracted with an RNAEasy Plus Micro Kit (Qiagen) and cDNA was synthesized with a Superscript III kit (Life Technologies). Samples were analyzed on an ABI 7900 using a TaqMan gene expression assay (Life Technologies) spanning exon1 and exon 2 of *Wnk1*. Data was normalized to *Hprt1* and analyzed using the comparative threshold cycle method.

### Enrichment of DN thymocytes

DN thymocytes were enriched by negative selection. Single-cell suspensions were incubated with biotin-conjugated antibodies against lineage markers B220, CD3ε, CD4, CD8, CD11b, CD11c, CD19, DX5, GR-1, NK1.1, TCRβ, and TCRγδ, and were then washed and incubated with Streptavidin-conjugated magnetic beads (Dynabeads, Life Technologies) and cells bound to the beads removed according to the manufacturer’s instructions.

### Stimulation of thymocyte development and signaling in RAG1-deficient mice

Development of double positive thymocytes was induced by a single intraperitoneal injection of 30 µg anti-CD3ε antibody into RAG1-deficient mice, followed by harvesting the thymus for flow cytometric analysis 4 d later. For all other experiments where pre-TCR signaling responses were being measured, RAG1-deficient mice were injected with 150 µg anti-CD3ε.

### MetaCore analysis

The lists of filtered differentially expressed genes were uploaded to MetaCore and analyzed with the Process Networks analysis and Transcription Factor analysis modules (MetaCore version 19.1 build 69600).

### Heatmaps

Selected genes from a number of enriched processes were used to generate a heatmap using the R package pheatmap. Genes were clustered using an Euclidean distance matrix and complete linkage clustering. Red indicates higher expression and blue indicates low expression relative to the mean expression of the gene across all samples.

### Protein synthesis assay

Mice were injected intraperitoneally with 150 µg anti-CD3ε or left untreated. 24 hr later thymi were harvested. Single-cell suspensions were prepared and either pre-treated with 10 µM cycloheximide for 30 min or not, before being incubated with 5 µM O-propargyl-puromycin (OPP) or not for 30 min at 37°C. Thymocytes were washed 2x in PBS 0.5% FCS, incubated with surface antibodies and fixed with 1% PFA for 15 min at room temperature. Cells were permeabilized with 0.5% Triton for 15 min at room temperature, washed 2x with PBS 0.5% FCS and then stained with the Click-it Plus OPP Protein Synthesis Kit Alexa Fluor 647 (C10458, Thermo Fisher) according to the manufacturer’s instructions. Cells were washed 2x PBS 0.5% FCS and analyzed by flow cytometry.

### Adhesion assays

Binding of ICAM1 complexes to primary mouse thymocytes was analyzed as described (Konstandin et al., 2006). Soluble ICAM1-Fc-F(ab’)_2_ complexes were generated by diluting APC-labeled goat anti-human IgG F(ab’)_2_ fragments (109-135-098, Jackson Immunoresearch) 1:6.25 with ICAM1-Fc (200 µg/ml final) in HBSS and incubated for 30 min in HBSS at 4°C. Thymocytes were rested for 3 hr in IMDM, 5% FCS at 37°C, centrifuged and re-suspended in HBSS, 0.5% BSA. Each adhesion reaction (50 µl) contained 20 × 10^6^ cells/ml, 25 µg/ml ICAM1 complex and the appropriate stimulus and was incubated at 37°C for the indicated times. Cells were fixed in PFA for 20 min and binding of ICAM1 complexes to CD25^+^CD44^-^ DN2+DN3 thymocytes analyzed by flow cytometry.

### Migration assays

Migration assays were carried out in 96-well Transwell plates, containing polycarbonate filters (5 µm pore size, Corning). Transwell filters were coated overnight with 500 ng/ml mouse ICAM1-Fc in PBS and blocked with PBS, 2% BSA for 2 hr. The receiver plate was filled with RPMI, 0.5% BSA, containing CXCL12 (100 ng/ml) or no chemokine, and 4 × 10^4^ DN thymocytes in RPMI, 0.5% BSA were added to each well of the filter plate. After 5 hr the filter plate was removed, EDTA was added to each well (40 mM final concentration) and the cells were transferred to 96 well V-bottom plates, spun, re-suspended in PBS, 0.5% BSA, and analyzed on a flow cytometer. Percentage migration was calculated by dividing the number of cells that migrated through the filter by the total number of cells that had been added to each well.

### Immunoblotting

DN3 thymocytes from indicated mouse lines were enriched by negative depletion with anti-CD44 and rested for at least 90 min in IMDM, 5% FCS at 37°C. During the last 60 min, either DMSO or 10 µM WNK463 (HY-100626, Insight Biotechnology) was added to the cell suspensions. If required, cells were stimulated with CXCL12 (500 ng/ml) for 1 min. Subsequent immunoblotting analysis was performed as described previously (Degasperi et al., 2014; Reynolds et al., 2002). The following antibodies were used for detection of proteins by Western blotting: anti-ERK2 (C-14, Santa Cruz), anti-pS325-OXSR1/pS383-STK39 (MRC-PPU).

### Histology

Lethally irradiated B6.SJL mice were reconstituted with an 80:20 mixture of bone marrow from B6.SJL (CD45.2^-^) and either *Wnk1*^fl/+^*Rag1*^-/-^CD2-Cre or *Wnk1*^fl/fl^*Rag1*^-/-^CD2-Cre mice (both CD45.2^+^). Thymic tissue was isolated from the chimeras 8–12 weeks after reconstitution, and frozen 7 µm sections were cut and the fixed in acetone. Sections were stained with the following antibodies: ERTR5 (a gift from Dr W van Ewijk, Riken Research Centre for Allergy and Immunology, Yokohama, Japan) and detected with goat anti-rat IgM coupled to AlexaFluor647, biotinylated anti-CD45.2 detected with streptavidin-AlexaFluor555, anti-CD25 coupled to FITC, anti-CD11b coupled to eFluor450, and anti-CD11c coupled to eFluor450. For confocal quantification, a minimum of three separate thymus sections from each mouse were analyzed at least 10 µm apart, and the frequency of CD45.2^+^CD25^+^CD11b^-^CD11c^-^ cells was recorded in the subcapsular zone, cortex, and cortico-medullary junction (CMJ) in a set area as described (Cowan et al., 2014). The CMJ was defined by ERTR5 staining for medullary epithelial cells. Images were obtained using a Zeiss LSM 780 microscope and analyzed using Zeiss LSM software.

### In vitro thymocyte development

OP9-DL1 cells were maintained as previously described (Ciofani and Zúñiga-Pflücker, 2005). DN2+DN3 thymocytes (Lineage^-^, Thy1.2^+^, CD25^+^) were sorted and for each experimental condition, 25,000 cells were cultured with 10 ng/ml IL7 in 48-well plates that had been previously seeded with 10,000 irradiated OP9-DL1 cells. Cells were cultured for 7 d and then analyzed by flow cytometry.

### Statistical analysis

All statistical comparisons were carried out using the nonparametric two-tailed Mann-Whitney test, Hypergeometric test, Wald test, or two-way ANOVA. The specific analysis used is described in each Figure Legend, along with the number of times experiments were carried out and the number of samples (n numbers) for each experiment. N numbers always refer to biological repeats, not to technical repeats. Biological repeats were defined as analysis carried out on different animals, or on cells from different animals. Repeat measurements on cells from the same animal were defined as technical repeats. Only biological repeats were used for statistical analysis. No outliers were removed and no experiments were excluded.

## Data Availability

RNAseq data have been deposited in GEO under accession number GSE136210. The following dataset was generated: TybulewiczVKöchlRLlorian-SopenaM2019Analysis of anti-CD3e-induced transcriptional changes in WNK1-deficient thymocytesNCBI Gene Expression OmnibusGSE136210 The following previously published dataset was used: GangqingHQingsongTSuveenaSFangYThelma EStefanMJinfangZKejiZ2013Expression and regulation of lincRNAs during T cell development and differentiationNCBI Gene Expression OmnibusGSE48138

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Wnk1*	Ensembl	ENSMUSG00000045962	
Gene (*Mus musculus*)	*Oxsr1*	Ensembl	ENSMUSG00000036737	
Gene (*Mus musculus*)	*Stk39*	Ensembl	ENSMUSG00000027030	
Gene (*Mus musculus*)	*Slc12a2*	Ensembl	ENSMUSG00000024597	
Gene (*Mus musculus*)	*Myc*	Ensembl	ENSMUSG00000022346	
Genetic reagent (*Mus musculus)*	*Wnk1*^tm1Clhu^; *Wnk1*^fl^	Xie et al., 2009 doi:10.2353/ajpath.2009.090094	RRID:MGI:4360972	
Genetic reagent (*Mus musculus)*	*Wnk1*^tm1.1Clhu^; *Wnk1*^-^	Köchl et al., 2016 doi:10.1038/ni.3495	RRID:MGI:6286269	
Genetic reagent (*Mus musculus)*	*Oxsr1*^tm1.1Ssy^; *Oxsr1*^fl^	Lin et al., 2011 doi:10.1073/pnas.1107452108	RRID:MGI:5297491	
Genetic reagent (*Mus musculus)*	Tg(CD2-icre)4Kio; CD2Cre	de Boer et al., 2003 doi:10.1002/immu.200310005	RRID:MGI:2449947	
Genetic reagent (*Mus musculus)*	*Wnk1*^tm1.1Tyb^; *Wnk1*^D368A^	Köchl et al., 2016 doi:10.1038/ni.3495	RRID:MGI:6286266	
Genetic reagent (*Mus musculus)*	*Gt(ROSA)26So*r^tm1(cre/ERT2)Thl^; *ROSA26*^CreERT2^, RCE	de Luca et al., 2005 doi:10.1172/JCI24059	RRID:MGI:3701992	
Genetic reagent (*Mus musculus)*	*Oxsr1*^tm1.1Arte^; *Oxsr1*^T185A^	Rafiqi et al., 2010 doi:10.1002/emmm.200900058	RRID:MGI:5462099	
Genetic reagent (*Mus musculus)*	*Stk39*^tm1.1Arte^; *Stk39*^T243A^	Rafiqi et al., 2010 doi:10.1002/emmm.200900058	RRID:MGI:5462098	
Genetic reagent ﻿(*Mus musculus)*	*Slc12a2^tm1Ges^*; *Slc12a2^-^*	Flagella et al., 1999 doi:10.1074/jbc.274.38.26946	RRID:MGI:1935144	
Genetic reagent (*Mus musculus)*	*Rag2^tm1Fwa^*; *Rag2^-^*	Shinkai et al., 1992 doi:10.1016/0092-8674(92)90029 C	RRID:MGI:1858556	
Genetic reagent (*Mus musculus)*	*Rag1*^tm1Mom^; *Rag1*^-^	Mombaerts et al., 1992 doi:10.1016/0092-8674(92)90030 G	RRID:MGI:1857241	
Genetic reagent (*Mus musculus)*	C57BL/6J.129S4-Tg(Prm-cre)70Og	O'Gorman et al., 1997 doi:10.1073/pnas.94.26.14602	RRID:MGI:2388049	
Cell line (*Mus musculus*)	OP9-DL1	Schmitt and Zúñiga-Pflücker, 2002 doi:10.1016/s1074-7613 (02)00474–0	RRID:CVCL_B218	
Cell line (*Homo-sapiens*)	Platinum E (Plat-E)	Morita et al., 2000 doi:10.1038/sj.gt.3301206	RRID:CVCL_B488	Retroviral packaging cell line
Recombinant DNA reagent	pMIGR1 (plasmid)	Pear et al., 1998 doi:10.1182/blood.V92.10.3780	RRID:Addgene_27490	Retroviral construct encoding GFP
Recombinant DNA reagent	pMIGR1-MYC (plasmid)	Luo et al., 2005 doi:10.1182/blood-2005-02-0734		Retroviral construct encoding MYC and GFP
Recombinant DNA reagent	pMIGR1-MYCT58A (plasmid)	This paper		Retroviral construct encoding MYC-T58A and GFP
Antibody	anti-B220-biotin (RA3-6B2) (Rat monoclonal)	Invitrogen	Cat# 13-0452-86; RRID:AB_466451	FACS (1:200)
Antibody	anti-B220-FITC (RA3-6B2) (Rat monoclonal)	Biolegend	Cat# 103206; RRID:AB_312991	FACS (1:200)
Antibody	anti-active Caspase 3-PE (C92-605) (Rabbit monoclonal)	BD Pharmingen	Cat# 550821; RRID:AB_393906	FACS (1:50)
Antibody	anti-CD3ε-biotin (2C11) (Armenian hamster monoclonal)	Biolegend	Cat# 100304; RRID:AB_312669	FACS (1:200)
Antibody	anti-CD3ε-FITC (2C11) (Armenian hamster monoclonal)	eBioscience	Cat# 11-0031-85; RRID:AB_464883	FACS (1:200)
Antibody	anti-CD3ε purified, endotoxin low (2C11) (Armenian hamster monoclonal)	Tonbo	Cat# 40–0031 M001; RRID:AB_464883	IV injection
Antibody	anti-CD4-biotin (RM4-4) (Rat monoclonal)	eBioscience	Cat# 13-0043-85; RRID:AB_466334	FACS (1:200)
Antibody	anti-CD4-FITC (GK1.5) (Rat monoclonal)	eBioscience	Cat# 11-0041-86; RRID:AB_464894	FACS (1:200)
Antibody	anti-CD4-BV421 (RM4-5) (Rat monoclonal)	Biolegend	Cat# 100544; RRID:AB_11219790	FACS (1:200)
Antibody	anti-CD4-PerCP (RM4-5) (Rat monoclonal)	Biolegend	Cat# 100538; RRID:AB_893325	FACS (1:200)
Antibody	anti-CD4-APC-CY7 (GK1.5) (Rat monoclonal)	BD Pharmingen	Cat# 552051; RRID:AB_394331	FACS (1:200)
Antibody	anti-CD8-biotin (53–6.7) (Rat monoclonal)	Biolegend	Cat# 100704; RRID:AB_312743	FACS (1:200)
Antibody	anti-CD8-FITC (53–6.7) (Rat monoclonal)	Biolegend	Cat# 100706; RRID:AB_312745	FACS (1:200)
Antibody	anti-CD8-BV421 (53–6.7) (Rat monoclonal)	Biolegend	Cat# 100738; RRID:AB_11204079	FACS (1:200)
Antibody	anti-CD8-APC (53–6.7) (Rat monoclonal)	eBioscience	Cat# 17-0081-83; RRID:AB_469336	FACS (1:200)
Antibody	anti-CD8-PE-CY7 (53–6.7) (Rat monoclonal)	Biolegend	Cat# 100722; RRID:AB_312761	FACS (1:200)
Antibody	anti-CD11b-biotin (M1/70) (Rat monoclonal)	Biolegend	Cat# 101204; RRID:AB_312787	FACS (1:200)
Antibody	anti-CD11b-FITC (M1/70) (Rat monoclonal)	Biolegend	Cat# 101206; RRID:AB_312789	FACS (1:200)
Antibody	anti-CD11c-biotin (N418) (Armenian Hamster monoclonal)	Biolegend	Cat# 117304; RRID:AB_313773	FACS (1:200)
Antibody	anti-CD11c-FITC (HL3) (Armenian Hamster monoclonal)	BD Pharmingen	Cat# 553801; RRID:AB_395060	FACS (1:200)
Antibody	anti-CD19-biotin (1D3) (Rat monoclonal)	BD Pharmingen	Cat# 553784; RRID:AB_395048	FACS (1:200)
Antibody	anti-CD19-FITC (MB19-1) (Mouse monoclonal)	eBioscience	Cat# 11-0191-85; RRID:AB_464966	FACS (1:200)
Antibody	anti-CD25-eF450 (PC-61.5) (Rat monoclonal)	eBioscience	Cat# 48-0251-82; RRID:AB_10671550	FACS (1:200)
Antibody	anti-CD25-FITC (7D4) (Rat monoclonal)	BD Pharmingen	Cat# 553072; RRID:AB_394604	FACS (1:200)
Antibody	anti-CD25-PE (3C7) (Rat monoclonal)	BD Pharmingen	Cat# 553075; RRID:AB_394605	FACS (1:200)
Antibody	anti-CD28-PE-CY7 (E18) (Mouse monoclonal)	Biolegend	Cat# 122014; RRID:AB_604079	FACS (1:200)
Antibody	anti-CD44-PE (IM7) (Rat monoclonal)	eBiosciene	Cat# 12-0441-83; RRID:AB_465665	FACS (1:200)
Antibody	anti-CD44-APC (IM7) (Rat monoclonal)	eBioscience	Cat# 17-0441-83; RRID:AB_469391	FACS (1:200)
Antibody	anti-CD44-APC-eF780 (IM7) (Rat monoclonal)	eBioscience	Cat# 47-0441-82; RRID:AB_1272244	FACS (1:200)
Antibody	CD45.1-PerCP-Cy5.5 (A20) (Mouse monoclonal)	eBioscience	Cat# 45-0453-82; RRID:AB_1107003	FACS (1:200)
Antibody	CD45.2-APC-eF780 (104) (Mouse monoclonal)	eBioscience	Cat# 47-0454-82; RRID:AB_1272175	FACS (1:200)
Antibody	anti-CXCR4-PE (2B11)	BD Pharmingen	Cat# 12-9991-82; RRID:AB_891391	FACS (1:100)
Antibody	anti-DX5-biotin (Rat monoclonal)	eBioscience	Cat# 13-5971-85; RRID:AB_466826	FACS (1:200)
Antibody	anti-DX5-FITC (Rat monoclonal)	Biolegend	Cat# 108906; RRID:AB_313413	FACS (1:200)
Antibody	anti-GR-1-biotin (RB6-8C5) (Rat monoclonal)	Biolegend	Cat# 108404; RRID:AB_313369	FACS (1:200)
Antibody	anti-LFA-1-PE (M17/4) (Rat monoclonal)	BD Bioscience	Cat# 12-0111-82; RRID:AB_465544	FACS (1:200)
Antibody	anti-mouse IgG1-biotin (A85-1) (Rat monoclonal)	BD Pharmingen	553441; RRID:AB_394861	FACS (1:100)
Antibody	anti-MYC-AF647 (Y69) (Rabbit monoclonal)	Abcam	Cat# ab190560; RRID:AB_2876372	FACS (1:400)
Antibody	anti-NK1.1-biotin (PK136) (Mouse monoclonal)	eBioscience	Cat# 13-5941-85; RRID:AB_466805	FACS (1:200)
Antibody	anti-NK1.1-FITC (PK136) (Mouse monoclonal)	Biolegend	Cat# 108706; RRID:AB_313393	FACS (1:200)
Antibody	anti-pS325-OXSR1/pS383-STK39 (sheep polyclonal)	MRC-PPU	Cat# S670B; RRID:AB_2876373	IB (1 µg/ml)
Antibody	anti-PTCRA (2F5) (Mouse monoclonal)	BD Pharmingen	Cat# 552407; RRID:AB_394381	FACS (1:100)
Antibody	anti-pS235/pS236-S6-AF488 (D57.2.2E) (Rabbit monoclonal)	Cell Signaling	Cat# 5317; RRID:AB_10694920	FACS (1:50)
Antibody	anti-TCRβ-bio (H57-597) (Armenian Hamster monoclonal)	eBioscience	Cat# 13-5961-85; RRID:AB_466820	FACS (1:200)
Antibody	anti-TCRβ-FITC (H57-597) (Armenian Hamster monoclonal)	Biolegend	Cat# 109206; RRID:AB_313429	FACS (1:200)
Antibody	anti-TCRβ-APC (H57-597) (Armenian Hamster monoclonal)	Tonbo	Cat# 20–5961 U100, RRID:AB_2621612	FACS (1:200)
Antibody	anti-TCRγδ-biotin (UC7-13D5) (Armenian Hamster monoclonal)	eBioscience	Cat# 13-5811-82; RRID:AB_466684	FACS (1:200)
Antibody	anti-TCRγδ-FITC (UC7-13D5) (Armenian Hamster monoclonal)	Biolegend	Cat# 107504; RRID:AB_313313	FACS (1:200)
Antibody	anti-TCRγδ-PE (GL3) (Armenian Hamster monoclonal)	eBioscience	Cat# 12-5711-82; RRID:AB_465934	FACS (1:200)
Antibody	anti-Thy1.2-BV605 (53–2.1) (Rat monoclonal)	Biolegend	Cat# 140317; RRID:AB_11203724	FACS (1:500)
Antibody	anti-Thy1.2-FITC (53–2.1) (Rat monoclonal)	Biolegend	Cat# 140304; RRID:AB_10642812	FACS (1:500)
Antibody	anti-Thy1.2-APC (53–2.1) (Rat monoclonal)	eBioscience	Cat# 17-0902-83; RRID:AB_469423	FACS (1:500)
Peptide, recombinant protein	Streptavidin-PE	Biolegend	Cat #: 405204	FACS (1:200)
Peptide, recombinant protein	Streptavidin-PerCP	Biolegend	Cat #: 405213	FACS (1:200)
Peptide, recombinant protein	mouse CXCL12	R and D systems	Cat # 460-SD-010/CF	(500 ng/ml)
Peptide, recombinant protein	mouse ICAM1-Fc	R and D systems	Cat # 796-IC-050	Transwell assay (500 ng/ml); Adhesion Assay (25 µg/ml)
Commercial assay or kit	Foxp3/Transcription factor staining buffer set	eBioScience	Cat # 00-5523-00	
Chemical compound, drug	Tamoxifen	Millipore-Sigma	Cat # T5648	
Software, algorithm	Graphpad Prism 8	Graphpad	RRID:SCR_002798	
Software, algorithm	Flowjo 10	Flowjo	RRID:SCR_008520	
Other	7AAD	Merck	Cat # SML1633	
Other	FxCycle Violet Stain	Thermo Fisher	Cat # F10347	(1:1000)
Other	LIVE/DEAD NearIR	Thermo Fisher	Cat # L10119	(1:500)
Other	Zombie Aqua	Biolegend	Cat # 423102	(1:500)

How the deposited data were processed for this re-analysis (not part of the article)

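RNA sequencing measured transcripts in 25 libraries, each from sorted Thy1.2+CD44- thymocytes of a separate Rag1-deficient CD2-Cre mouse aged 7 to 8 weeks. The mice were *Wnk1* fl/+ (control) or *Wnk1* fl/fl (WNK1-deficient) and were taken without injection (0 hr) or 3, 24 or 48 hr after 150 µg of anti-CD3ε. Genotype and time made 8 groups of 3 libraries, except 4 of WNK1-deficient thymocytes at 0 hr, all from one experiment. The flow cytometry, microscopy, migration, transfer and protein measurements of the paper were not analysed here.

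As deposited, the signal values are RSEM gene counts that the authors divided by a size factor per library. The submitters' processing notes and the paper name Trimmomatic 0.36 for trimming, STAR 2.5.2a for alignment to GRCm38, RSEM 1.2.31 for counting and DESeq2 1.18.1 in R 3.4.1 for scaling and testing. The file gives 48795 genes by Ensembl identifier, and 27571 of them were above 0 in some library. Whether the values still hold whole reads was checked by dividing each library by its smallest step: all 25 libraries then held whole numbers within 0.001. A further test on low values was met by 23 libraries, and in the other 2 the step lies so near 1 that it cannot tell the scales apart. The values were therefore tested as signal on a log scale without further scaling, and the recovered reads were used for the depth and for the count-based alternatives.

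Recovered depth ran from 22.5 to 57.3 M reads per library (M, megareads), with a median of 36.6 M and 17867 to 20337 genes above 0, and the range of each group stands with the first passage. Replicate libraries of different mice differed by more than counting noise, as is expected of them (27 pairs, chi-square per degree of freedom from 21.9 up), and no 2 libraries were copies of each other. The standard error of a log2 fold change takes its spread from all 8 groups together. Each group mean rests on only 3 or 4 mice, and small changes are often missed. This was tested on simulated data with changes placed between the genotypes at 24 hr: limma found 13.4% of 1.5-fold, 47.8% of 2-fold and 84.8% of 4-fold changes with 4 false calls, edgeR 13.4%, 46.3% and 83.3% with 4, and DESeq2 23.9%, 55.2% and 87.9% with 22. These rates need not hold for the levels and spread of the real groups at 24 hr.

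Genes with a mean value of at least 10 over the 25 libraries (14141) were fitted with limma 3.58.1 in R 4.3.3 on log2(value + 1), 1 mean for each of the 8 groups, with empirical Bayes moderation and a trend on mean expression. WNK1-deficient and control thymocytes were compared at each time, each time with 0 hr within each genotype, and the responses of the genotypes with each other as a genotype by time interaction. The moderated t-test p was adjusted by Benjamini-Hochberg within each comparison, with 0.05 as the threshold that the paper uses too. Groups are said to be apart when every library of one lies on the same side of every library of the other. Gene symbols came from the reference for 11636 tested genes, from synonyms for 1337 and from the paper's supplementary tables for 170 (13143 in all). Of 50 gene lists (863 genes, 852 found and 803 tested), the 46 with at least 5 tested genes were compared by camera with a correlation between genes of 0.01, adjusted over the lists within each comparison, and the others were counted alone. For each list the text gives how many genes pass over all genes tested, how many pass when adjusted over that list, and the adjusted p of camera with the preset and with an estimated correlation. Lists drawn from the paper's figures were chosen by the paper on these samples and are not independent evidence. Principal components were computed on the same log2 values, centred and not scaled, and figures were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

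The alternatives were a pseudocount of 0.5 or 5, no filter or a mean of at least 100, quantile normalization, a common upper quartile or total, no trend, a robust trend, and a fit of only the groups compared. Others were the replicate number as a replicate block, the sequencing lane in the sample names as a covariate, a minimum 2-fold change, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 (Wald test) on the recovered reads, and each replicate left out in turn. Lists were also tested by fry and with an estimated correlation, and components on the 500 most variable genes and on scaled genes. Added after seeing the data were the omission of 3 libraries that stand apart from their groups (control replicate 3 at 3 hr, control replicate 3 at 24 hr and WNK1-deficient replicate 3 at 48 hr), a test without genes placed on the X or Y chromosome, and lists tested with each replicate left out. The test without X and Y genes kept genes of unknown position. Every comparison was also made on other splits of its libraries, all of them where there are at most 100 and 100 drawn with a fixed seed otherwise.

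The genes named follow a rule. They are every gene the paper names or draws on these samples at the times it discusses, and at each time the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 100, groups apart and a symbol that is not a predicted gene. Up to 3 genes of smallest p from each called list are named as well, with the 3 largest rises and falls for each time comparison and each interaction (there without the condition on groups apart). The paper's own values in its supplementary tables had been seen in part before, and any gene named outside the rule is said to have been chosen after its values were seen. Some genes that fall under the rule are not reported here.

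Left out were the process enrichment and the search for transcription factor targets, which need annotation that is not used here, and the filter on a mean TPM that the paper applied before it, for which a mean of at least 100 stands in. The supplementary tables of the paper were used as far as they were held: 1999 of 3307 genes at 0 hr, all 1628 at 3 hr, 1200 of 2068 at 24 hr and none of 2128 at 48 hr.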

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

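Of the tests in this part, the splits of the 0 hr libraries by the immediate-early list, the natural killer list and the exchange of a library were chosen only after the result was seen.

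In the one group of 4 libraries, WNK1-deficient thymocytes at 0 hr, 1 library lay far from the other 3 in 7 of 105 measures, and chance alone gives about 1 in 20. Replicate 3 had a mitotic list score of 0.109 (others 0.289 to 0.317) and *Cd3d* at 14.167 on the log2 scale (others 13.938 to 13.952). Replicate 1 had a cholesterol synthesis score of -0.005 (others -0.130 to -0.111), *Rps6kl1* at 6.161 (6.621 to 6.697) and *Wnt10b* at 9.470 (8.542 to 8.670). Replicate 4 had *Fscn1* at 9.106 (9.665 to 9.705) and *Stk39* at 8.460 (8.198 to 8.240).

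For some genes the response to anti-CD3ε differed between the genotypes by a test of the difference itself, and the values are the log2 change in WNK1-deficient minus that in control thymocytes. At 3 hr these were *Cd69* (-4.344), *Nr4a1* (-3.498), *Relb* (-2.122), *Zfp36l1* (1.358), *Irf8* (1.784) and *Fam131a* (2.726). At 24 hr they were *Cxcl10* (-5.486), *H2-Q2* (-5.147), *Nr4a1* (-5.050), *Tbkbp1* (4.433), *Adamtsl2* (4.616) and *Mmp9* (6.859). At 48 hr they were *Nr4a1* (-5.041), *Cxcl10* (-4.738), *Bcl3* (-4.432), *Adamtsl2* (4.082), *Fam163b* (4.208) and *Mmp9* (6.782). Over all genes, lane as a covariate kept 0 of 10 such calls at 3 hr, 5 of 93 at 24 hr and 13 of 192 at 48 hr.

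Among genes that the paper does not discuss, with a mean of at least 100 normalized counts over the 25 libraries and a symbol that is not a predicted gene, 10 passed the test and were at least 4-fold higher in WNK1-deficient than in control thymocytes at each of the 4 times, here with the smallest of their 4 log2 fold changes. They were *Dscam* (5.106), *Wnt10b* (3.934), *Podxl* (2.987), *Mras* (2.802), *Npnt* (2.737), *Map1a* (2.458), *She* (2.374), *Fscn1* (2.301), *Syt11* (2.254) and *Grk5* (2.048). With single libraries left out, *She* lost its call in 2 of 6 cases at 3 hr and in 4 of 6 at both 24 and 48 hr, *Fscn1* in 4 of 6 at 24 hr and 2 of 6 at 48 hr, *Podxl* in 1 of 7 at 0 hr, and the other 7 in none. Without control replicate 3 *She* had 1.839 at 3 hr.

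Unstimulated WNK1-deficient thymocytes differ from control thymocytes in part as control thymocytes do 3 hr after anti-CD3ε, with 701 genes higher and 741 lower in both comparisons and log2 changes that covary by 0.349. This is not particular to 3 hr, for the covariance was 0.462 with the control response at 24 hr and 0.493 at 48 hr (642 and 753 genes higher, 660 and 791 lower in both). The control libraries at 0 hr enter both comparisons. Among 100 simulations of unchanged groups the covariance was 0.0956 on average and 0.107 at most for 3 hr (at most 0.111 and 0.113 for 24 and 48 hr). The simulations drew each gene independently, whereas control libraries can deviate in many genes together. They therefore cannot decide whether shared controls are the whole cause of the covariance. The correlation (r = 0.425 at 3 hr) lies below that of the simulations (0.537 on average) and shows no resemblance of its own. The immediate-early list had a mean change of 1.332, reached by 1 of 35 splits of the 0 hr libraries, itself, with 0.692 as the highest other. As this list was picked after it was seen raised, the count restates that rise and is no separate test of chance. Sequencing lane cannot be told apart from genotype at 0 hr, as each genotype has a lane of its own there. Lane 2 lay below lane 1 for the same genes in control thymocytes at 48 hr (mean -0.363, quartiles -0.541 to -0.105), and the immediate-early list kept its call at 0 hr with lane as a covariate, but both rest on the 1 library of lane 1 in that group, the only group in which these lanes meet, so that a difference between mice is not parted from lane and the bound set beforehand on this value cannot exclude lane. Natural killer or innate lymphoid cells are a candidate source, from a list written before the test: its median change was 0.839 (quartiles 0.386 to 1.242), with *Gzma* at 5741 to 21103 (adjusted p = 0.00686) and *Nkg7* at 2945 to 3964 (adjusted p = 0.271), its most abundant genes in control thymocytes, and 3 of its 15 genes (*Il7r*, *Id2* and *Zbtb16*) on other lists, while the Thy1.2+CD44- gate would remove many such cells. Called higher with *Gzma* were *Rora*, *Il7r* and *Fcer1g* (adjusted p = 0.00333, 0.0123 and 0.0276). Not called were *Ncr1* (1.52 to 2.96), *Prf1* (4.77 to 8.17), *Eomes* (0.743 to 1.77), *Klrk1* (1.41 to 4.65), *Klrb1c* (2.93 to 18.1) and *Id2* (343 to 366). All but *Id2* of these lie too near 0 to decide. Nor were *Gzmb* (11.4 to 79.2, adjusted p = 0.0999), *Il2rb* (12.7 to 25.4) and *Tbx21* (9.93 to 12.2) called, all of low value in control thymocytes. *Zbtb16* (111 to 109, log2 fold change -1.619) leaned the other way without a call. A state of signalling that precedes anti-CD3ε in WNK1-deficient thymocytes is the biological explanation the design gives, and it stays open beside shared controls, lane and cell content. Stress and heat shock genes and mitochondrially encoded transcripts were called higher at 0 hr too. Whether this bears on the immediate-early list was not tested.

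Control replicate 3 at 24 hr kept transcripts of unstimulated thymocytes, such as *Ptcra* (2344), *Rag1* (5286) and *Il2ra* (30251). An exchange with a 0 hr library is argued against by its Y-linked transcripts, which sum to 6354 as in the other libraries of 24 hr (3850 to 6470) and not as at 0 hr (at most 4.22). A mixture of responding cells with cells that had not responded would give 1 share over all genes, but genes that fall put the share of 0 hr RNA at a median of 19.9% (quartiles 12.8% to 28.3%, 164 genes) and genes that rise at 66.6% (54.6% to 76.7%, 181 genes), which argues against it as the whole cause. WNK1-deficient replicate 3 at 48 hr gave shares that part in the same way (27.4%, quartiles 16.2% to 45.0%, against 69.5%, 57.8% to 79.7%). No biological explanation was tested, and a slower or weaker response of single mice to the injection stays open.

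A body of 292 genes passed the test in the same direction at all 4 times, 186 higher and 106 lower without WNK1, where independent lists would share 0.6. Variants of the targeting strain carried along with *Wnk1* are argued against as the whole cause, since 8 of the 276 with a position lie within 20 Mb of *Wnk1*, 2.9% against 1.63% of the other tested genes (205 of 12545, Fisher exact p = 0.144), and 18 lie on its chromosome. Sequencing lane cannot be told apart at 0 hr, where it is confounded with genotype, and 229 of the 292 (78.4%) kept their calls at 3 and 24 hr with lane as a covariate. The genotype itself, acting directly or through an altered make-up of the sorted cells, stays open as the biological explanation, and was not tested further.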

How the results depend on the processing

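Of the alternatives in this part, the omission of 3 libraries together, the test without X and Y genes and lists tested without single replicates were chosen only after the data were seen. Counts are of genes past an adjusted p of 0.05, "genotype" stands for WNK1-deficient against control thymocytes, a group with an hour stands for its comparison with 0 hr, and where a value moved the cause was not tested unless it is named.

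All 13 gene counts stayed within 1.5 times their main value with a pseudocount of 0.5 or 5, quantile normalization, the same upper quartile or total, no trend, a robust trend and edgeR. So did those of the time comparisons without X and Y genes. At 0 hr, 3 hr, 24 hr and 48 hr edgeR shared 2921, 1192, 1544 and 1654 of the genotype calls and DESeq2 3092, 1273, 1738 and 1831, each in the same direction. A minimum 2-fold change, which keeps part of the genes by construction, left 1283, 775, 952 and 922 (genotype at 0, 3, 24 and 48 hr), 2017, 2592 and 3083 (control at 3, 24 and 48 hr) and 1069, 2318 and 1869 (WNK1-deficient at 3, 24 and 48 hr). With lane as a covariate the counts were 665 and 542 (genotype at 0 and 48 hr), 2573 and 2134 (control at 3 and 24 hr), 200, 1254 and 899 (WNK1-deficient at 3, 24 and 48 hr) and 0, 5 and 23 (interaction at 3, 24 and 48 hr) (limma; with lane 1708 and without it 1813 genes had an unadjusted p under 0.05 in the interaction at 3 hr). Of the main genotype calls at 0, 3, 24 and 48 hr, lane shared 517, 851, 1627 and 471. Fitted with only the groups compared, which leaves fewer libraries for the spread, the counts were 4776, 275, 942 and 228 (genotype at 0, 3, 24 and 48 hr) and 25 and 475 (interaction at 3 and 24 hr). A mean of at least 100, with fewer genes tested, gave 852 (genotype at 3 hr), and no filter 32 (interaction at 3 hr). DESeq2 gave 193, 365 and 446 (interaction at 3, 24 and 48 hr), and 3 libraries left out 39, 324 and 333 (interaction at 3, 24 and 48 hr).

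With the mouse number as a replicate block the genotype counts were 2190, 1109, 1496 and 1588 at the 4 times, of which 2160, 1091, 1473 and 1564 were among the main calls, and 4 and 90 (interaction at 3 and 48 hr) moved. The numbers do not mark shared animals, and libraries of the same number were no closer than others: of 12 pairs 3 had a correlation of residuals above 0.1 (lowest -0.348, highest 0.321) and 4 were matched best by the same number. The block is therefore given as an alternative alone.

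Leaving out each replicate in turn, which leaves at least 2 libraries per group, the genotype counts ran from 1730 to 3000 at 0 hr, 712 to 1381 at 3 hr, 888 to 1966 at 24 hr and 1022 to 2212 at 48 hr. More than a 1.5-fold move came without control 0 hr replicate 1 (1730) and control 0 hr replicate 2 (1983), without WNK1-deficient 3 hr replicate 1 (712), without WNK1-deficient 24 hr replicate 1 (1000), WNK1-deficient 24 hr replicate 2 (888) and WNK1-deficient 24 hr replicate 3 (1088) and without control 48 hr replicate 2 (1022), control 48 hr replicate 3 (1117) and WNK1-deficient 48 hr replicate 3 (1153). The time comparisons ran from 3738 to 5300 (control 3 hr), 3194 to 4875 (control 24 hr), 4753 to 6054 (control 48 hr), 2212 to 2995 (WNK1-deficient 3 hr), 3223 to 3897 (WNK1-deficient 24 hr) and 2143 to 4420 (WNK1-deficient 48 hr) and moved by more than 1.5-fold without WNK1-deficient 3 hr replicate 2 (2261) and WNK1-deficient 3 hr replicate 3 (2212) and without WNK1-deficient 48 hr replicate 1 (2143). The interactions ran from 2 to 297 at 3 hr, 34 to 346 at 24 hr and 90 to 225 at 48 hr. At 3 hr they moved without control 0 hr replicate 1 (5), WNK1-deficient 0 hr replicate 1 (3), WNK1-deficient 0 hr replicate 3 (4), WNK1-deficient 0 hr replicate 4 (3), control 3 hr replicate 1 (297), control 3 hr replicate 2 (2), control 3 hr replicate 3 (3), WNK1-deficient 3 hr replicate 2 (4) and WNK1-deficient 3 hr replicate 3 (3), at 24 hr without control 0 hr replicate 1 (59), control 0 hr replicate 2 (50), WNK1-deficient 0 hr replicate 2 (57), control 24 hr replicate 1 (58), control 24 hr replicate 2 (346), control 24 hr replicate 3 (147), WNK1-deficient 24 hr replicate 1 (34) and WNK1-deficient 24 hr replicate 2 (46) and at 48 hr without control 0 hr replicate 1 (90), control 0 hr replicate 2 (91), WNK1-deficient 0 hr replicate 2 (112), WNK1-deficient 0 hr replicate 4 (111) and control 48 hr replicate 3 (111).

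*Wnk1* kept its direction in all settings. Its call at 0 hr ended with lane as a covariate (-0.243), and the calls at 3 and 48 hr ended with only the groups compared (-0.992 and -1.055). Without single replicates its log2 fold change ran from -0.911 to -0.689 at 0 hr, -1.216 to -0.695 at 3 hr, -1.059 to -0.847 at 24 hr and -1.326 to -0.86 at 48 hr, and the call ended at 0 hr without control replicate 3 (-0.689) and at 3 hr without control replicate 2 (-0.695).

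The number of gene lists called depends most on the correlation between genes: estimated per list it left 1, 0, 1 and 1 (genotype at 0, 3, 24 and 48 hr), 2, 1 and 0 (control at 3, 24 and 48 hr) and 3, 2 and 0 (WNK1-deficient at 3, 24 and 48 hr). With fry the counts were 2 and 3 (genotype at 3 and 48 hr), with quantile normalization 8 and 13 (genotype at 3 and 24 hr), with a mean of at least 100 9 (genotype at 3 hr), with lane 20, 9 and 14 (genotype at 0, 3 and 48 hr) and with 3 libraries left out 14 (genotype at 48 hr). Without single replicates they ran from 11 to 12 (genotype at 0 hr), 3 to 15 (genotype at 3 hr), 10 to 24 (genotype at 24 hr), 5 to 17 (genotype at 48 hr), 14 to 18 (control 3 hr), 20 to 23 (control 24 hr), 18 to 22 (control 48 hr), 16 to 20 (WNK1-deficient 3 hr), 14 to 16 (WNK1-deficient 24 hr) and 17 to 21 (WNK1-deficient 48 hr). At 3 hr they moved without control 3 hr replicate 1 (3) and WNK1-deficient 3 hr replicate 1 (9), at 24 hr without control 24 hr replicate 3 (10) and at 48 hr without control 48 hr replicate 3 (17), WNK1-deficient 48 hr replicate 1 (5) and WNK1-deficient 48 hr replicate 3 (13). The first principal component held 36.4% and the second 13.7%, against 46.6% for the first with the 500 most variable genes, 23.6% and 20.3% with scaled genes, 37.8% and 14.3% with a pseudocount of 5, and 39.3% and 14.7% without 3 libraries. Without single libraries they ran from 35.5 to 37.4% and 12.7 to 14.4%.

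Of the values of named genes under alternatives other than leaving out replicates, 6396 kept their direction and side of the threshold, 357 no longer passed (98 with lane, 82 with only the groups compared), 121 newly passed and 44 changed sign. With quantile normalization they were *Bcl2a1b* -0.267 at 0 hr, *Cd27* 0.022 at 0 hr and 0.026 at 3 hr, *Cd28* 0.046 at 48 hr, *Cdk6* 0.126 at 3 hr, *Il2ra* 0.227 from 0 to 3 hr without WNK1 and *Mcl1* 0.044 at 3 hr. With the same upper quartile they were *Cd27* 0.022 at 0 hr and *Cd28* 0.042 at 48 hr. With the same total they were *Cd27* 0.025 at 0 hr, *Cd28* 0.03 at 48 hr, *Cdk6* 0.015 at 3 hr and *Mcl1* 0.001 at 3 hr. With lane as a covariate they were *BC018473* 3.14 from 0 to 3 hr without WNK1, *Bcl2a1b* -0.794 at 0 hr, *Bcl2l1* -0.09 at 0 hr, *Bcl2l2* 0.105 at 0 hr, *Ccnd2* 0.19 at 0 hr, *Cd27* 0.044 at 0 hr, *Cd28* 0.242 at 48 hr, *Cdk4* 0.244 from 0 to 3 hr without WNK1, *Cdk6* 0.044 at 0 hr and 0.294 at 3 hr, *Foxm1* 0.002 at 24 hr, *Glis3* -0.161 at 24 hr, *Il2ra* 0.163 at 3 hr, *Itgb2* 0.045 at 48 hr, *Mad2l1* -0.611 at 0 hr, *Mcl1* 0.288 at 0 hr, *Nr4a1* -0.041 at 3 hr, *Ptcra* 0.375 at 3 hr, *Rag2* -0.783 at 48 hr and *St6galnac2* 4.615 from 0 to 3 hr without WNK1. With the replicate block it was *Bcl2a1b* -0.605 at 0 hr. With 3 libraries left out they were *Bcl2a1b* -0.135 at 24 hr, *Cd27* -0.147 at 24 hr, *Cd28* 0.086 at 48 hr, *Hes1* -0.062 at 3 hr, *Il2ra* 0.42 at 24 hr, *Itgb2* 0.191 at 48 hr, *Myc* 0.531 at 24 hr and *Rag2* -0.915 at 48 hr. With edgeR it was *Ptcra* 0.459 at 48 hr. With DESeq2 it was *Ptcra* 0.538 at 48 hr. Without single replicates 2605 were kept, 378 no longer passed, 21 newly passed and 28 changed sign, the log2 fold changes running as follows: *Bcl2a1b* at 0 hr -1.197 to 0.805, *Bcl2a1b* at 24 hr -0.135 to 2.214, *Bcl2l12* at 3 hr -0.041 to 0.235, *Ccnd2* at 3 hr -0.315 to 0.015, *Cd27* at 0 hr -0.13 to 0.08, *Cd27* at 24 hr -0.147 to 0.397, *Cd27* at 3 hr -0.3 to 0.002, *Cd28* at 48 hr -0.24 to 0.168, *Cdk6* at 3 hr -0.199 to 0.123, *Hes1* at 3 hr -0.062 to 0.467, *Il2ra* at 24 hr -0.79 to 0.42, *Itgb2* at 48 hr -0.681 to 0.191, *Myc* at 24 hr -0.591 to 0.531, *Nr4a1* at 3 hr -0.12 to 0.356, *Rag1* at 48 hr -1.265 to 0.084 and *Rag2* at 48 hr -0.915 to 0.915. In the main test *BC018473* and *St6galnac2* from 0 to 3 hr were called and none of the others named here, and under the settings that turned them none passed (limma, edgeR or DESeq2 as named).

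Without 1 library of their groups some of the named genes that were called between the genotypes moved by more than 1.5-fold, with the value over all libraries first. At 0 hr these were *BC018473* 7.178 to between 5.779 and 9.553 (not called in 2 of 3), *Ccl5* 5.643 to between 4.82 and 6.257, *Hspa1b* 3.55 to between 2.147 and 4.347 (not called in 1 of 3), *Podxl* 2.987 to 2.228 (not called in 1 of 1), *She* 2.763 to 2.118, *mt-Atp8* 2.13 to 3.075 and *mt-Co3* 2.528 to between 1.491 and 3.529 (not called in 1 of 2). At 3 hr these were *Acpp* -3.646 to between -4.608 and -2.975, *BC018473* -8.542 to between -9.439 and -7.882 (not called in 2 of 2), *Fscn1* 4.491 to between 3.458 and 5.464, *Itga3* 3.358 to 4.087, *Lad1* 4.749 to 3.872, *Npnt* 4.244 to 3.576, *Podxl* 4.148 to between 3.239 and 5.127, *Rora* 2.045 to between 1.181 and 2.672 (not called in 2 of 3) and *She* 2.64 to between 1.839 and 3.607 (not called in 1 of 2). At 24 hr these were *Acot5* -5.71 to -5.021, *Cxcr5* 5.129 to 4.216, *Dntt* -2.551 to -1.723 (not called in 1 of 1), *Dscam* 5.106 to 5.798, *Eomes* 3.62 to 4.209, *Fam163b* -5.013 to between -6.118 and -3.706, *Isg15* -1.808 to -2.443, *Klrk1* 3.524 to 2.896, *Mmp9* 6.392 to 5.642, *Notch3* -2.296 to between -3.108 and -1.138 (not called in 1 of 2), *Odz1* -5.59 to between -6.252 and -4.563, *Ptcra* -5.615 to between -6.653 and -4.011, *Rag1* -2.918 to between -3.826 and -1.227 (not called in 1 of 3), *Rag2* -3.073 to between -3.898 and -1.488 (not called in 1 of 3), *Slc5a9* -4.885 to between -5.937 and -3.271 and *Xcl1* 5.813 to 6.566. At 48 hr these were *Cxcr5* 3.941 to 4.857, *Dscam* 5.636 to 6.286, *Gimap3* -4.201 to -3.137, *Mmp9* 6.316 to 7.304, *Oas2* -2.941 to between -4.17 and -2.052 (not called in 1 of 2), *Podxl* 4.058 to between 3.11 and 3.43, *Rps27a-ps2* -3.303 to between -4.119 and -2.475 (not called in 1 of 2), *S1pr1* -3.785 to between -4.455 and -2.498 (not called in 2 of 3), *She* 2.386 to 3.02, *Trac* -3.243 to between -3.927 and -2.325 (not called in 1 of 2), *Wnk3* 3.168 to 3.778 and *mt-Atp8* 2.688 to between 1.972 and 3.45 (not called in 1 of 2).

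Other splits of the same libraries test whether a count can arise by chance. With the real count first and the highest of the other splits after it, chance can be excluded for the gene counts 3124 against 1013 (genotype at 0 hr) and 3486, 4293 and 3789 against 619, 1735 and 744 (WNK1-deficient at 3, 24 and 48 hr), where 1 of 35 splits, the real one, was as large. For the interactions at 3, 24 and 48 hr, 4, 3 and 8 of 100 splits were as large. These splits exchange genotypes within time and so break up the genotype effect itself. They therefore cannot decide whether the interactions arise by chance. The interactions had 10, 93 and 192 against 940, 252 and 3644 (interaction at 3, 24 and 48 hr), and splits that call several times the real count point to a structure of the samples other than the interaction. For the list counts 12 against 14 (genotype at 0 hr) and 16, 15 and 20 against 20, 18 and 24 (WNK1-deficient at 3, 24 and 48 hr) chance cannot be excluded (3, 6, 3 and 11 of 35 splits as large). With 3 against 3 libraries the 10 splits are too few for a share under 0.05: gene counts were 1298, 1765 and 1850 against 15, 2 and 114 (genotype at 3, 24 and 48 hr) and 5232, 4791 and 6001 against 5, 1 and 1 (control at 3, 24 and 48 hr), and list counts 14, 20 and 8 against 18, 20 and 25 (genotype at 3, 24 and 48 hr) and 18, 23 and 19 against 16, 14 and 23 (control at 3, 24 and 48 hr), where the split that calls 25 lists against 8 again points to a structure of the samples.

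Depth limits the genes of low value: 14141 of 48795 genes pass the filter, and the fold of a gene near 0 in one group moves with the pseudocount. Under each of the 3 scalings the median of all genes lay within 0.1 of 0 in every comparison (farthest with the same total, at -0.086), so directions are given without a shift. Even so, the larger of the 2 counts changed side under at least 1 of them between the genotypes at 0 and 48 hr, in control thymocytes at 24 and 48 hr, in WNK1-deficient thymocytes at 3, 24 and 48 hr and in the interaction at 24 hr.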

Differences from the paper's values

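The paper's tables give 3307, 1628, 2068 and 2128 genes past an adjusted p of 0.05 at 0, 3, 24 and 48 hr by a Wald test, and here limma gives 3124, 1298, 1765 and 1850 at the same threshold, each within 1.5 times. The paper's tables were held for 1999 of 3307 genes at 0 hr, 1628 of 1628 at 3 hr, 1200 of 2068 at 24 hr and none of 2128 at 48 hr. Of their genes 1992, 1617 and 1196 were tested here, each with the sign of the paper's, and 1750, 1175 and 985 passed, with a median absolute difference of the log2 fold changes of 0.013, 0.038 and 0.037. The first principal component holds about 49% in Figure 3C, read by eye, and 36.4% here, the second about 13% and 13.7%.

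Among the 132 single-gene log2 fold changes set side by side, 15 differ by more than the larger error. Of the alternatives set before the data were examined, a pseudocount of 5 alone brings the value within that error, and the other 13 do not, for these genes. At 0 hr they are *Bcl3* (the paper's 4.355, here 4.973), *Ccl5* (the paper's 4.010, here 5.643), *Cd69* (the paper's 5.254, here 5.599), *Dscam* (the paper's 6.970, here 8.473), *Fscn1* (the paper's 5.055, here 5.901) and *Nr4a1* (the paper's 2.914, here 3.658). At 3 hr it is *Dscam* (the paper's 6.092, here 6.788) and at 24 hr *Xcl1* (the paper's 4.403, here 5.813). With more than 1 alternative that does so and the others not, *Cxcl10* (the paper's 4.337, here 5.604) at 0 hr did so with a pseudocount of 5 and lane as a covariate, *Cxcr5* (the paper's 3.009, here 3.569) at 3 hr did so with a pseudocount of 5, quantile normalization and lane as a covariate, *Lad1* (the paper's 3.566, here 4.749) at 3 hr did so with a pseudocount of 5, edgeR and DESeq2 and *Syt11* (the paper's 4.423, here 4.784) at 3 hr did so with a pseudocount of 5 and lane as a covariate. None of the 14 alternatives brings *Fam163b* (the paper's -3.553, here -4.393) at 3 hr or *Mmp9* (the paper's 4.036, here 6.392) and *Podxl* (the paper's 2.502, here 4.526) at 24 hr within the error. For all 15 the paper's value is the smaller in size, and the paper does not say whether its fold changes were shrunken, so whether these are differences of the data or of the estimate is left open.

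Some statements of the paper on single genes or groups of genes did not pass the test here. For 24 hr the paper reports higher *Itgb2*, *Itgal* and *Rap1a* in WNK1-deficient thymocytes. Here *Itgb2* had 0.95 (adjusted p = 0.106) and *Itgal* 0.52 (adjusted p = 0.165), called with lane as a covariate and in no other setting, and *Rap1a* 0.33 (adjusted p = 0.329), called in none, though it was called at 48 hr (0.75). The paper's *Rap2a*, *Ccr2*, *Cxcr5* and *Cxcr4* were called in the direction it gives.

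For S-phase entry at 24 hr, all 22 genes the paper draws had a negative fold change and 10 were called. Of those it names as lower, *Cdk2* (-0.39, adjusted p = 0.173) and *Ccne2* (-0.77, adjusted p = 0.359) were called in no setting and *Ccne1* (-0.73, adjusted p = 0.18) with only the groups compared. In the E2F, ORC and MCM families *E2f3* (-0.18) and *E2f7* (-0.33) were called in none and *E2f8* (-0.83) with only the groups compared. *E2f2* (-0.89) was called with only the groups compared, DESeq2 and, an alternative chosen after seeing the data, without 3 libraries. *Mcm5*, *Mcm7* and *Orc6* were called with lane and DESeq2, the first 2 also with only the groups compared, *Mcm7* and *Orc6* with edgeR, and *Orc6* with quantile normalization and without control replicate 2. Outside these families *Cdc25a* was called with lane, edgeR, DESeq2 and without control replicate 2, and *Ccnd3* with the replicate block, lane, edgeR, DESeq2 and without control replicate 1.

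Of the genes it reports as higher at 24 hr, *Cdkn1b* was called, *Cdkn1c* (0.78, adjusted p = 0.139) with DESeq2, and *Fbxw7* (0.34, adjusted p = 0.249) in no setting. Of the 4 early G1 genes it describes as induced at 3 hr in both genotypes, *Ccnd2* and *Ccnd3* rose here. *Cdk4* (-0.17 in control and -0.12 in WNK1-deficient thymocytes) was called in no setting and *Cdk6* (0.26 and 0.55) with only the groups compared, in WNK1-deficient thymocytes.

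The paper describes 7 genes of the pre-TCR response as changing to a similar extent in both genotypes. Here the interaction passed for 1 of them, *Nr4a1*, coding for NUR77, at 3, 24 and 48 hr (-3.50, -5.05 and -5.04), and not for *Cd27*, *Cd28*, *Il2ra*, *Hes1*, *Rag2* or *Ptcra*. The *Nr4a1* interaction at 3 hr lost its call with lane as a covariate. *Nr4a1* was already higher without WNK1 at 0 hr (log2 fold change 3.66), where lane and genotype are confounded. At 3 hr it was not called between the genotypes (-0.12 to 0.356 without single libraries). The 3 hr interaction thus comes mainly from the difference at 0 hr. Of 2 anti-apoptotic genes it reports as higher, *Bcl2* was called at 0, 24 and 48 hr and *Bcl2l1* at 24 hr. *Bcl2l1* at 48 hr (0.61, adjusted p = 0.0539) was called with the same upper quartile, the same total, DESeq2, without control replicate 2 and, chosen after seeing the data, without 3 libraries. Of 10 translation genes drawn as lower at 0 hr, 9 were called, and *Eef1a1* (-0.47, adjusted p = 0.0597) was called with a mean of at least 100, quantile normalization, no trend, a robust trend, edgeR and DESeq2. The paper places the strongest enrichment of TCR signalling genes at 0 hr and of adhesion genes at 48 hr. The 6 TCR genes the paper draws were called at 0 hr (adjusted p = 0.0036, adjusted p = 0.597 with an estimated correlation) and not later, and of 35 genes of TCR signal transmission 10 were called singly at 0 hr and 4 at 48 hr. With other lists and another test than the paper's, these 35 were called as a list at 48 hr (adjusted p = 0.0338, adjusted p = 0.992 with an estimated correlation) and not at 0 hr (0.281), and integrins and other adhesion genes at 0 and 24 hr (0.0258 and 0.0106, with an estimated correlation 0.653 and 0.525) and not at 48 hr (0.694). The 12 adhesion genes the paper draws were called at 48 hr (1e-04, adjusted p = 0.00914 with an estimated correlation), as were actin cytoskeleton genes (1.33e-06, adjusted p = 0.992 with an estimated correlation). In tests chosen after seeing the data, the TCR call ended without control replicate 2 (adjusted p = 0.0682), control replicate 3 (adjusted p = 0.103) or WNK1-deficient replicate 3 (adjusted p = 0.251), and the integrin call at 24 hr without control replicate 3 (adjusted p = 0.106).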

Other observations

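In this part the genes *Slc6a6*, *Tfeb*, *Tfe3*, *Mitf* and *Rag1*, the libraries that stand apart and the lists tested without single replicates were chosen only after their values were seen. Around WNK1 itself, some genes of its own pathway were raised and others lowered in WNK1-deficient thymocytes. *Slc12a2*, the NKCC1 cotransporter that the kinases downstream of WNK1 activate, had 2.29, 2.67, 1.28 and 1.66 at 0, 3, 24 and 48 hr (119.9 ± 29.4 to 587 ± 114 normalized counts at 0 hr, adjusted p = 1.49e-05), and *Stk39*, the SPAK kinase, 1.71, 2.00, 2.04 and 1.08 (94.2 ± 5.38 to 309.9 ± 27.7 at 0 hr), called at each time. The paralog gene *Wnk3* (2.60, 1.45, 3.13 and 3.17) was called at all but 3 hr (adjusted p = 0.0547), as was the SPAK partner *Cab39* (0.74, 0.13, 0.52 and 0.49), while *Oxsr1* was not called (0.26, 0.14, 0.30 and 0.32). A potassium chloride cotransporter gene whose product these kinases hold back went the other way, *Slc12a7* at -0.73, -0.72 and -1.24 at 0, 24 and 48 hr (not called at 3 hr). As a list, the 10 tested genes had 4 higher and 3 lower at 0 hr, 2 and 1 at 3 hr, 4 and 2 at 24 hr and 4 and 2 at 48 hr, and the list was not called (adjusted p = 0.215, 0.301, 0.0987 and 0.746), except by fry at 0 and 24 hr (adjusted p = 0.0203 and 0.0354) and with lane as a covariate at 0 hr (adjusted p = 0.00248), higher in each. Raised at all 4 times were also the taurine transporter gene *Slc6a6* (0.47, 0.64, 0.77 and 0.53) and genes of the lysosomal transcription factors *Tfeb* (3.82, 3.19, 2.11 and 1.48), *Tfe3* (0.59, 0.85, 0.85 and 0.78) and *Mitf* (1.62, 1.85, 1.09 and 1.54).

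Cholesterol synthesis genes were lower in WNK1-deficient thymocytes, 0 of 22 higher and 7 lower (0 and 9 adjusted over the list alone, median -0.49, adjusted p = 0.000671, adjusted p = 0.653 with an estimated correlation) at 0 hr, with *Mvk* (-1.18), mevalonate kinase, *Dhcr7* (-1.06) and the regulator gene *Srebf2* (-0.63). They stayed low at 3 hr, 1 of 22 higher and 3 lower (1 and 4 adjusted over the list alone, median -0.51, adjusted p = 0.00258, adjusted p = 0.709 with an estimated correlation), with *Msmo1* (-0.81) and *Sc5d* (-0.81) but *Tm7sf2* (0.97) higher, and at 24 hr, 1 of 22 higher and 5 lower (1 and 12 adjusted over the list alone, median -0.53, adjusted p = 1.18e-05, adjusted p = 0.525 with an estimated correlation), with *Mvk* (-1.24), *Stard4* (-1.11) and *Sc5d* (-0.75). Stress and heat shock genes were higher at 0 hr, 5 of 13 higher and 1 lower (6 and 1 adjusted over the list alone, median 0.58, adjusted p = 0.0322, adjusted p = 0.653 with an estimated correlation), with *Hspa1b* (3.55), *Dnajb1* (0.80) and *Hspa5* (0.61). Nuclear genes of oxidative phosphorylation shifted slightly down at 24 hr, 0 of 26 higher and 0 lower (0 and 0 adjusted over the list alone, median -0.17, adjusted p = 0.0151, adjusted p = 0.715 with an estimated correlation), the smallest p falling to *Atp5o* (-0.50, adjusted p = 0.0658), *Cox5b* (-0.36, adjusted p = 0.162) and *Ndufb3* (-0.31, adjusted p = 0.152). *Hspa1b* moved to 2.15 without control replicate 2 and to 4.35 without control replicate 3. Of these calls, that of cholesterol synthesis at 3 hr ended without control replicate 1 (adjusted p = 0.0962), that of stress genes without control replicate 3 (adjusted p = 0.0635) or WNK1-deficient replicate 1 (adjusted p = 0.0501), or with lane as a covariate (adjusted p = 0.996, in the other direction), and that of oxidative phosphorylation without WNK1-deficient replicate 3 (adjusted p = 0.0521).

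Interferon response genes were raised at 3 hr, 1 of 24 higher and 0 lower (1 and 0 adjusted over the list alone, median 0.58, adjusted p = 0.0218, adjusted p = 0.874 with an estimated correlation), with *Irf1* (0.70). Later they were lowered, at 24 hr 0 of 24 higher and 4 lower (0 and 5 adjusted over the list alone, median -1.02, adjusted p = 0.000348, adjusted p = 0.622 with an estimated correlation), with *Isg15* (-1.81), *Ifih1* (-1.34) and *Bst2* (adjusted p = 0.0152), and at 48 hr 0 of 24 higher and 2 lower (0 and 2 adjusted over the list alone, median -0.58, adjusted p = 0.0203, adjusted p = 0.992 with an estimated correlation), with *Oas2* (-2.94), *Stat2* (-0.60) and *Ifi27l2a* (-1.78, adjusted p = 0.0727), and no interaction was tested for the list. *Oas2* moved to -2.05 and was not called without WNK1-deficient replicate 2, and to -4.17 without replicate 3, and *Isg15* to -2.44 without control replicate 3 at 24 hr. Genes of the DN3 stage were lower at 24 hr, 2 of 15 higher and 7 lower (3 and 8 adjusted over the list alone, median -0.79, adjusted p = 0.0174, adjusted p = 0.525 with an estimated correlation), with *Dntt* (-2.55), *Dtx1* (-1.97) and *Ptcra* (-5.62), a call that rests on 1 library, since it ended without control replicate 3 (adjusted p = 0.198), whose list score was 0.365 against -1.864 and -1.574 in the other controls. *Dntt* itself moved to -1.72 and lost its call without that library. Genes of the later double positive stage were lower at 3 hr, 0 of 15 higher and 1 lower (0 and 1 adjusted over the list alone, median -0.50, adjusted p = 0.0407, adjusted p = 0.709 with an estimated correlation), with *Ets2* (-1.08), and at 24 hr, 0 of 15 higher and 3 lower (0 and 3 adjusted over the list alone, median -0.40, adjusted p = 0.0409, adjusted p = 0.525 with an estimated correlation), with *Arpp21* (-1.14) and *Ets2* (-1.01). The 3 hr call ended without control replicate 3 (adjusted p = 0.449), WNK1-deficient replicate 2 (adjusted p = 0.0685) or WNK1-deficient replicate 3 (adjusted p = 0.0743), control replicate 3 being the library with high *Cd4* and *Cd8a* (list score 2.144, against -0.094 and 0.486 in the other controls), and the 24 hr call ended without control replicate 1 (adjusted p = 0.0913), control replicate 3 (adjusted p = 0.052) or WNK1-deficient replicate 1 (adjusted p = 0.0519), or with lane as a covariate (adjusted p = 0.122). Histone genes were called at 3 hr, 2 of 22 higher and 0 lower (2 and 0 adjusted over the list alone, median 0.58, adjusted p = 0.0218, adjusted p = 0.874 with an estimated correlation), with *H1f2* (2.21) and *H2bc4* (2.01), and in the other direction at 24 hr, 2 of 22 higher and 1 lower (2 and 2 adjusted over the list alone, median -0.75, adjusted p = 0.0428, adjusted p = 0.715 with an estimated correlation), where *H1f2* (1.25) and *H2bc4* (1.35) were still higher and *H2ac8* (-1.50) lower, and as most of their transcripts lack a polyA tail and copies share sequence, the source of these reads is uncertain. Histone genes lost their call at 3 hr without control replicate 1 (adjusted p = 0.493), control replicate 2 (adjusted p = 0.257) or WNK1-deficient replicate 1 (adjusted p = 0.132), or with lane as a covariate (adjusted p = 0.73) and at 24 hr without control replicate 1 (adjusted p = 0.14), control replicate 3 (adjusted p = 0.052), WNK1-deficient replicate 1 (adjusted p = 0.0634) or WNK1-deficient replicate 2 (adjusted p = 0.0623), or with lane as a covariate (adjusted p = 0.259), and interferon response genes theirs at 3 hr without control replicate 1 (adjusted p = 0.0962), WNK1-deficient replicate 1 (adjusted p = 0.245) or WNK1-deficient replicate 3 (adjusted p = 0.0597), or with lane as a covariate (adjusted p = 0.73) and at 48 hr without WNK1-deficient replicate 1 (adjusted p = 0.244) or WNK1-deficient replicate 2 (adjusted p = 0.373). *Rag1* mRNA, read from the disrupted locus, stood at 19138 ± 7348 to 3951 ± 559.7 at 0 hr (-2.22, adjusted p = 0.0676).

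Markers of natural killer and innate lymphoid cells include at 0 hr *Gzma* (1.86), *Rora* (2.55) and *Il7r* (0.84), at 3 hr *Gzma* (2.07), *Rora* (2.04) and *Tbx21* (2.18), and at 24 hr *Fcer1g* (3.67), *Eomes* (3.62) and *Klrk1* (3.52). Dendritic cell markers were raised at 3 hr, 1 of 6 higher and 0 lower (2 and 0 adjusted over the list alone, median 0.95, adjusted p = 0.0346, adjusted p = 0.709 with an estimated correlation), with *Cd74* (1.37), and at 24 hr, 4 of 6 higher and 1 lower (4 and 1 adjusted over the list alone, median 1.51, adjusted p = 0.0437, adjusted p = 0.525 with an estimated correlation), with *Cd74* (2.41) and *H2-Aa* (1.53) but *Bst2* lower. Genes of γδ T cells were higher at 48 hr, 3 of 5 higher and 0 lower (3 and 0 adjusted over the list alone, median 0.53, adjusted p = 0.0291, adjusted p = 0.992 with an estimated correlation), with *Trgc3* (2.04), *Sox13* (1.22) and *Trgc1* (0.53). Mitochondrially encoded transcripts were raised at 0 hr, 5 of 13 higher and 0 lower (8 and 0 adjusted over the list alone, median 0.85, adjusted p = 0.0036, adjusted p = 0.653 with an estimated correlation), with *mt-Co3* (2.53), *mt-Nd4* (1.11) and *mt-Atp8* (2.13), and at 48 hr, 5 of 13 higher and 0 lower (8 and 0 adjusted over the list alone, median 1.11, adjusted p = 0.000123, adjusted p = 0.992 with an estimated correlation), with *mt-Nd5* (1.24), *mt-Nd1* (1.11) and *mt-Atp8* (2.69). Single control libraries moved *mt-Co3* at 0 hr (1.49 without replicate 2, 3.53 without replicate 3) and *mt-Atp8* at 48 hr (3.45 without replicate 1, 1.97 without replicate 2), and the calls ended without replicate 2 in both. *Rora* at 3 hr was not called without control replicate 1 or without WNK1-deficient replicate 1 or 2. The dendritic call ended at 3 hr without control replicate 1 (adjusted p = 0.0925), control replicate 3 (adjusted p = 0.0748) or WNK1-deficient replicate 3 (adjusted p = 0.0743) and at 24 hr without control replicate 1 (adjusted p = 0.0971), control replicate 3 (adjusted p = 0.052) or WNK1-deficient replicate 1 (adjusted p = 0.0599), or with lane as a covariate (adjusted p = 0.095), the γδ call without WNK1-deficient replicate 1 (adjusted p = 0.0654), or with lane as a covariate (adjusted p = 0.0588), and with lane as a covariate the mitochondrial call ended at 0 hr (adjusted p = 0.157). Their share of the counts was 1.83% ± 0.392% in control and 3.09% ± 0.538% in WNK1-deficient thymocytes at 0 hr, 2.19% and 1.92% at 3 hr, 2.23% and 2.31% at 24 hr, and 1.62% ± 0.720% and 3.13% ± 0.815% at 48 hr.

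A few libraries stand apart from their groups. Control replicate 3 at 3 hr had *Cd4* at 5508, *Cd8a* at 12652 and *Cd8b1* at 7422, where *Cd8a* was at most 432 in the other libraries of that time. Control replicate 3 at 24 hr and WNK1-deficient replicate 3 at 48 hr stand nearer to 0 hr than the others of their groups. Libraries of 0 and 48 hr carry transcripts of female and those of 3 and 24 hr of male mice, so that sex cannot be told apart from time where 3 or 24 hr is compared with 0 hr, whereas 48 hr with 0 hr and the genotypes are compared within 1 sex.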
